# Expression of myelin transcription factor 1 and lamin B receptor mediate neural progenitor fate transition in the zebrafish spinal cord pMN domain

**DOI:** 10.1016/j.jbc.2022.102452

**Published:** 2022-09-05

**Authors:** Lingyan Xing, Rui Chai, Jiaqi Wang, Jiaqi Lin, Hanyang Li, Yueqi Wang, Biqin Lai, Junjie Sun, Gang Chen

**Keywords:** single-cell RNA sequencing, zebrafish, oligodendrocyte progenitor cells, radial glia, interneurons, motor neurons, pMN progenitor cells, CaP, caudal primary, CDNAs, complementary DNAs, CNS, central nervous system, DEG, differentially expressed gene, FACS, fluorescence activated cell sorting, hpf, hour post fertilization, MiP, middle primary, OPC, oligodendrocyte progenitor cell, PAGA, partition-based graph abstraction, pri-MN, primitive motor neuron, pri-OPC, primitive oligodendrocyte progenitor cell, RoP, rostral primary, scRNA-seq, single-cell RNA sequencing, UMAP, Uniform Manifold Approximation and Projection

## Abstract

The pMN domain is a restricted domain in the ventral spinal cord, defined by the expression of the *olig2* gene. Though it is known that the pMN progenitor cells can sequentially generate motor neurons and oligodendrocytes, the lineages of these progenitors are controversial and how their progeny are generated is not well understood. Using single-cell RNA sequencing, here, we identified a previously unknown heterogeneity among pMN progenitors with distinct fates and molecular signatures in zebrafish. Notably, we characterized two distinct motor neuron lineages using bioinformatic analysis. We then went on to investigate specific molecular programs that regulate neural progenitor fate transition. We validated experimentally that expression of the transcription factor *myt1* (myelin transcription factor 1) and inner nuclear membrane integral proteins *lbr* (lamin B receptor) were critical for the development of motor neurons and neural progenitor maintenance, respectively. We anticipate that the transcriptome features and molecular programs identified in zebrafish pMN progenitors will not only provide an in-depth understanding of previous findings regarding the lineage analysis of oligodendrocyte progenitor cells and motor neurons but will also help in further understanding of the molecular programming involved in neural progenitor fate transition.

A detailed analysis of the types of cells in the developing central nervous system (CNS), especially neural stem cells/progenitors, will reveal how these cells are generated, assist in elucidating the pathology of neurodevelopmental disorders, and suggest ways to direct them to target specific cell types for disease treatment. In development, neural progenitors have potential to generate neurons and glia, which is the basis of complexity in the CNS. In the spinal cord, both motor neurons and oligodendrocytes arise from the pMN domain; progenitors in this domain are defined by the gene marker *olig2* and sequentially form motor neurons and oligodendrocyte progenitor cells (OPCs). This process is highly regulated by a series of transcription factors. Neurogenin1 and Neurogenin2 are upregulated preceding neurogenesis but downregulated in oligodendrogenesis (1). Olig2 and Nkx2.2 together promote generation of the OPC lineage (2).

Though multiple studies have revealed several key factors in the development of motor neurons and OPCs, the fates and transcriptional signatures of progenitors are not fully understood. In addition, the developmental lineages of motor neurons and OPCs are controversial (3). For example, individual progenitors grown in culture or traced by recombinant retroviral infection or fluorescent dye can generate both neurons and glia in flies, mice, or zebrafish (4, 5, 6, 7). However, clonal lineage testing and live imaging reveal that subsets of progenitors are fate-restricted, forming either motor neurons or glial cells in mice or zebrafish (3, 8). In addition, though not as commonly mentioned as motor neurons and oligodendrocytes, astrocytes and interneurons are also observed in the clones from the pMN progenitors (7, 9). These findings from tissue transplantation, lineage tracing, or cell ablation have been heavily based on reporter genes, the non-specificity of which makes it difficult to generate a model that fits the data, resulting in incomplete characterization of molecular regulators. The single-cell RNA sequencing (scRNA-seq) approach offers a high resolution method to decipher the molecular programs driving the transition of neural fates. Recent studies have used large-scale profiling of single cells in zebrafish (10, 11), but these studies focus on early embryogenesis, before most glial cells are specified.

Here, we applied the scRNA-seq technique to sequence 24,646 cells in zebrafish ventral spinal cords at 28 hpf (hour post fertilization), 42 hpf, and 60 hpf, identify temporal lineages, and decode the transcriptome landscapes for progenitor fate transitions. Our study reveals the heterogeneity of *olig*^2+^ progenitor cells, which not only include the known pMN progenitors for the motor neuron and OPC lineages but also two distinct neural progenitor populations for interneurons and a second lineage of motor neurons. We also deciphered critical molecules for neural progenitor fate transitions and demonstrate that *myt1* (Myelin Transcription Factor 1) is necessary for motor neuron development and that *lbr* (lamin B receptor) is necessary for the maintenance of neural progenitor cell stemness. Interestingly, the myt1 mutant does not lead to a deficiency in the OPC lineage, indicating that signals from early formed motor neurons are not obligatory for the development of the OPC lineage. *Lbr* is important for the maintenance of neural stem/progenitor cell stemness. Our study unveils molecular signatures of pMN progenitors, deciphers their novel molecular programming, and suggests approaches for multiple applications, including stem cell transplantation as well as directed cell differentiation or reprogramming. Notably, we also have established open web-based datasets for researchers to access.

## Results

### A single-cell atlas of pMN progenitors and their progeny

Progenitors in the ventral spinal cords (pMN domains) of zebrafish initiate differentiation into motor neurons prior to 24 hpf, and motor neuron generation is largely accomplished by 48 to 51 hpf (12). At 36 hpf, *sox10* and *nkx2.2* positive cells (OPC lineage cells) have been observed (13). In this transgenic *Tg(olig2:dsRed)*, the *olig2* regulatory element controls the expression of dsRed, which labels progenitors expressing *olig2* and their progeny with transient preservation of fluorescent protein from their progenitors (14). To identify the transcriptome profiles in pMN progenitors and their offspring, we applied fluorescence activated cell sorting (FACS) to specifically sort cells labeled by the transgenic line *Tg(olig2:dsRed)* at 28 hpf, 42 hpf, and 60 hpf, stages when active motor neuron development, OPC specification, and differentiation were occurring. To specifically identify progenitors and their offspring in the spinal cords, we only retained the fish trunks for single cell isolation (Fig. 1*A*). Approximately, 200 fish trunks at each time point were collected to minimize individual variation. Altogether, we transcriptionally profiled 24,646 high-quality cells with the high-throughput single-cell system 10× Genomics (15). 

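The cells came from pooled trunks of zebrafish embryos of the line *Tg(olig2:dsRed)*, and the sorted fluorescent cells were captured in droplets by the 10× Genomics 3′ chemistry, which tags each captured RNA molecule with a unique molecular identifier (UMI). The deposited values are UMI counts per gene and cell, which the authors made with Cell Ranger and left without normalization, over the droplets that Cell Ranger called as cells. Of the 3 stages, 28 hpf and 60 hpf were used, with 1 library each, and 42 hpf was not analysed here. The 28 hpf library held 10124 cells and 95108584 UMIs, and the 60 hpf library 7905 cells and 70432500 UMIs, over 27771 gene identifiers. With the filter of the methods section, at least 1000 genes per cell, 8390 cells at 28 hpf and 5517 cells at 60 hpf were kept. No cells were removed as doublets, since the methods name no such step. There were no replicates, so no test was made, and every interval given for these libraries covers counting error only. A difference between the stages is also a difference between the libraries.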

A median of 4912 UMI counts and 1646 genes were detected (Fig. S1, *A*–*D*). This depth is comparable to similar studies (15). 

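In the cells kept, the median was 7376 UMIs and 2021 genes per cell at 28 hpf, and 6809 UMIs and 2068 genes at 60 hpf. Over both libraries, 13907 cells had a median of 7197 UMIs and 2039 genes. Single cells held from 1447 to 175519 UMIs. Without the filter, the medians were 6482 UMIs and 1847 genes at 28 hpf, and 5043 UMIs and 1593 genes at 60 hpf. The filter on genes moved these medians most. At 500 genes, 16703 cells were kept over both libraries, with a median of 6398 UMIs and 1852 genes.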

Sorted cells were classified based on their gene expression pattern. RNA-seq expression patterns were projected into UMAP (Uniform Manifold Approximation and Projection), a nonlinear dimensionality reduction algorithm, for cell population annotation (16). 

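To rebuild the cell classes, the cells of both libraries were clustered together in scanpy without batch correction. Counts were scaled to 10000 per cell and log transformed, and the 4000 most variable genes entered 50 principal components, a graph of 15 neighbours and the Louvain algorithm at resolution 1. The genes named in the paper's claims and a list of G2M genes were left out, which left 3923 of the variable genes, so that their levels across clusters do not come from the clustering itself. The clustering gave 30 clusters, and from 26 to 43 under the other settings tried. A cluster was named pMN_1-like, pri-MN-like and so on from markers fixed before the data were examined. Many of these come from Supplemental Data 1, of which the first 1999 of 5113 entries were used. The study made that table from its own clusters of these cells, so classes named with it are not independent of its clusters. Other markers of the paper can be high in such classes for that reason alone. Clusters 14, 18 and 28 stayed unnamed, the first and the last because no marker list stood out in them and cluster 18 because floor plate markers led its genes. Cluster 14 held 4.49% (4.06 to 4.96) of the cells at 28 hpf and 0.0363% (0.00439 to 0.131) at 60 hpf, with the exact binomial 95% interval in parentheses. For cluster 18 these shares were 2.44% (2.12 to 2.80) and 1.23% (0.958 to 1.56), and for cluster 28 0.0119% (0.000302 to 0.0664) and 1.32% (1.04 to 1.66).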

Altogether, 12 distinct cell clusters were identified (Fig. 1*B*).

**Figure 1:**
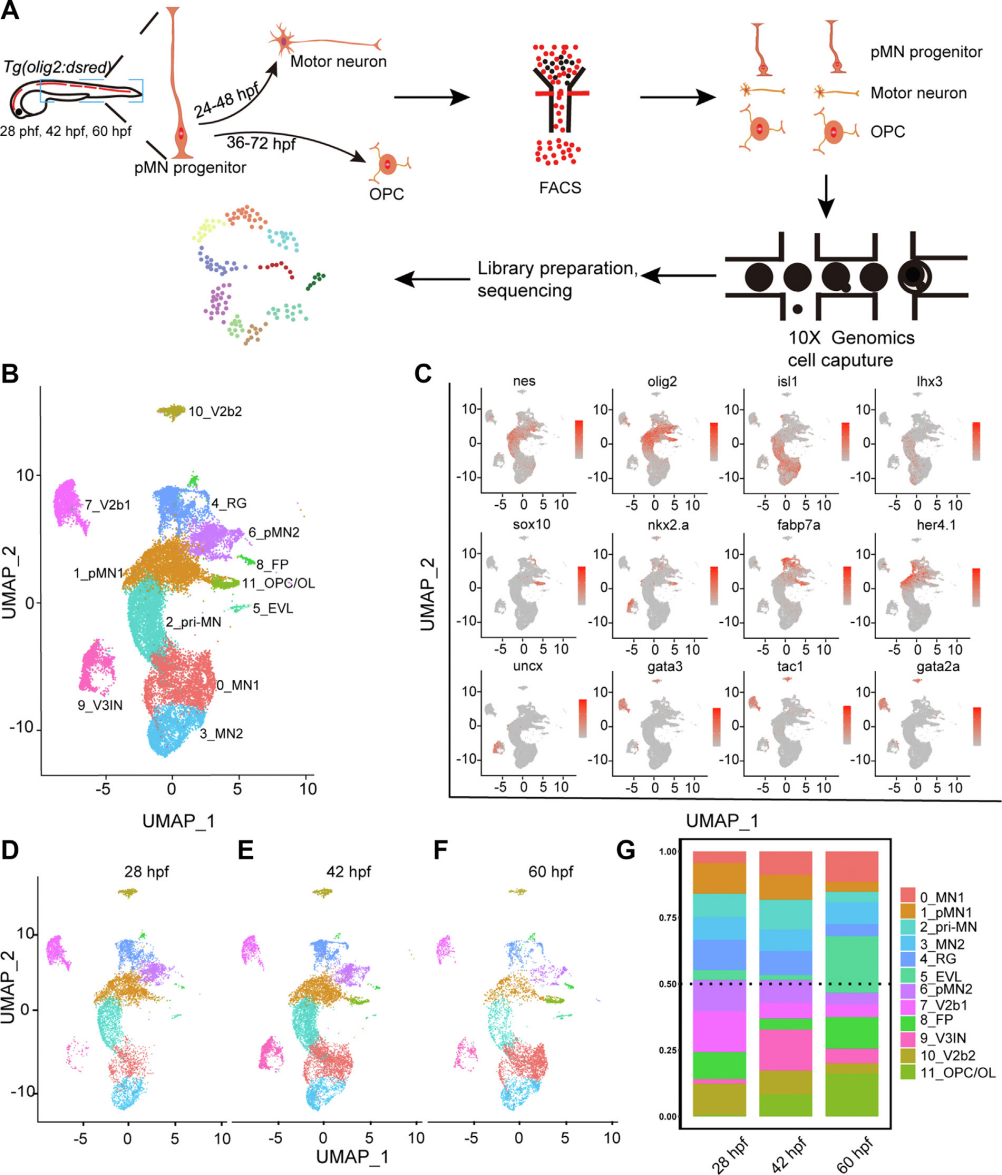
**Single-cell transcriptome maps of *olig*2**^**+**^**cells in the zebrafish spinal cords.***A*, diagrams of the scRNA-seq workflow. *B*, UMAP clustering of single-cell samples. *Colors* indicate distinct groups. *C*, the expression of marker genes visualized by UMAP. The *colors* denote the expression values. The darker the color, the higher the expression. *D*–*F*, cell subpopulations across three different developmental time points at 28 hpf, 42 hpf, and 60 hpf. *G*, percentages of cell types at different time points. EVL, enveloping layer; FP, floor plates; hpf, hour post fertilization; pMN, pMN progenitors; RG, radial glia; scRNA-seq, single-cell RNA sequencing; UMAP, Uniform Manifold Approximation and Projection; V2b, V2b interneurons; V3IN, V3 interneurons.

By combining known gene markers and transcriptionally unique signatures (Fig. 1*C* and Supplemental Data 1), we defined these cells: pMN progenitors, motor neurons, radial glia, OPC, and interneurons. pMN progenitors were defined by their expression of *olig2* and *nestin* (7). 

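The level of a gene in a class is given as its UMIs summed over the cells of the class per 10000 UMIs of those cells, with the exact Poisson 95% interval in parentheses. At 28 hpf, *olig2* (ENSDARG00000040946) reached 40.4 (40.0 to 40.9) UMIs per 10000 in pMN_1-like cells and 23.1 (22.8 to 23.35) in pMN_2-like cells, against 1.5 (1.40 to 1.60) in MN_2-like cells. At 60 hpf, pMN_1-like cells held 35.2 (34.6 to 35.8) UMIs of *olig2* per 10000. The level of *nes* (ENSDARG00000088805), which encodes nestin, was 2.73 (2.62 to 2.84) in pMN_1-like and 2.04 (1.95 to 2.12) in pMN_2-like cells at 28 hpf, and 1.31 (1.22 to 1.41) in MN_2-like cells. Neither gene entered the clustering or the naming of the clusters. Over the genes named in the claims, the class with the highest level was recomputed under each other setting. The filter at 500 genes moved it most, and the class was the same for 120 of 196 pairs of gene and stage.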

Motor neurons were enriched for *mnx2a*, *mnx2b*, *mnx1*, *lhx3*, or *isl1* (17). 

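The cells with MN_1 markers lay in clusters 3, 9 and 5, nearly all from 60 hpf, and are given by cluster number. The level of *mnx1* (ENSDARG00000035984) per 10000 UMIs was 4.13 (4.03 to 4.22) in cluster 3, 6.52 (6.29 to 6.74) in cluster 9, 4.54 (4.34 to 4.75) in cluster 5 and 6.49 (6.19 to 6.80) in MN_2-like cells at 60 hpf, against 0.416 (0.356 to 0.485) in pMN_1-like cells. At the same stage *isl1* (ENSDARG00000004023) reached 6.34 (6.10 to 6.59) in cluster 5 and 0.875 (0.786 to 0.972) in pMN_1-like cells. The 2 paralogs *mnx2a* and *mnx2b* were found at lower levels. *mnx2a* was highest in pri-MN-like cells at 28 hpf among the neuronal classes, with 0.934 (0.879 to 0.992), and *mnx2b* reached 1.56 (1.45 to 1.67) in cluster 9. In pMN_1-like cells at 28 hpf their levels were 0.166 (0.140 to 0.196) and 0.0621 (0.0465 to 0.0813). The symbol *lhx3* is not among the gene names used here, so no level is given for it.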

Radial glia were defined by *fabp7* and *gfap* (18). 

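The radial glia-like class held *fabp7a* (ENSDARG00000007697) at 10.9 (10.6 to 11.2) UMIs per 10000 at 28 hpf and 107 (105 to 109) at 60 hpf, against 1.85 (1.76 to 1.94) and 9.84 (9.54 to 10.2) in pMN_1-like cells. Its paralog *fabp7b* stayed at 0.0404 (0.0110 to 0.103) in radial glia-like cells at 60 hpf. For *gfap* (ENSDARG00000025301), the level in radial glia-like cells was 4.03 (3.86 to 4.22) at 28 hpf and 71.5 (69.8 to 73.2) at 60 hpf. The class was named without these genes, and most of its cells at 28 hpf and at 60 hpf lay in different clusters. Beside *slc1a3a* and *pth1a*, the leading genes of the cluster with most of the 28 hpf cells held *nkx2.2b* and *nkx2.9*, which were listed as V3 markers.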

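In OPC/OL-like cells, found at 60 hpf only, *sox10* (ENSDARG00000077467) reached 7.03 (6.73 to 7.34) UMIs per 10000, *nkx2.2a* (ENSDARG00000053298) 4.84 (4.59 to 5.10) and *prdm8* (ENSDARG00000025017) 5.73 (5.46 to 6.01). In pMN_1-like cells of the same library the levels were 0.182 (0.143 to 0.229) for *sox10*, 0.125 (0.0925 to 0.164) for *nkx2.2a* and 0.578 (0.506 to 0.658) for *prdm8*. Radial glia-like cells at 60 hpf held *sox10* at 1.71 (1.46 to 1.99), and V3-like cells held *nkx2.2a* at 3.69 (3.41 to 4.00).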

OPC was enriched in *sox10*, *nkx2.2a*, and *prdm8* (15). Finally, V2b interneurons were marked by *gata3*, *tal1*, and *gata2a*, and V3 interneurons by *uncx* (19, 20, 21) (Figs. 1, *B* and *C* and S2, *A*–*L*, Supplemental Data 1). These results were in line with the cell types labeled by this transgenic line in previous work (22), confirming the reliability of our sequencing data.

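V2b_1-like cells were named from *gad1b*, *gad2* and other markers, not from the genes listed here. At 28 hpf they held *gata3* (ENSDARG00000016526) at 4.33 (4.22 to 4.43) UMIs per 10000, *tal1* (ENSDARG00000019930) at 5.06 (4.94 to 5.17) and *gata2a* (ENSDARG00000059327) at 2.26 (2.19 to 2.34). The next highest of these levels in pMN_1-like, pMN_2-like, pri-MN-like, MN_2-like and radial glia-like cells was 0.202 (0.173 to 0.234) for *gata3* and 0.527 (0.480 to 0.579) for *tal1*, both in pMN_1-like cells. For *uncx* (ENSDARG00000102976), V3-like cells held 4.56 (4.09 to 5.06) at 28 hpf and 3.50 (3.22 to 3.8) at 60 hpf, against 0.263 (0.234 to 0.294) in pri-MN-like cells.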

Cell clustering analysis at 28 hpf, 42 hpf, and 60 hpf revealed an overlap between most annotated cells (Fig. 1, *D*–*F*). For example, clusters pMN_1 and pMN_2 exist in all three time points. However, the percentages of cell components changed dramatically (Fig. 1*G*). 

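In the clusters rebuilt here, the pMN_1-like class had 1162 cells at 28 hpf and 524 cells at 60 hpf. The pMN_2-like class had 1157 cells at 28 hpf and 18 cells at 60 hpf. Most pMN_1-like cells of the stages lay in separate clusters, with 1079 of the 28 hpf cells in cluster 0 and 451 of the 60 hpf cells in cluster 12. Cluster 22, marked by posterior *hox* genes such as *hoxb13a*, held 83 cells at 28 hpf and 67 at 60 hpf. The 42 hpf stage was not analysed here.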

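Shares are percentages of the cells kept in each library, with the exact binomial 95% interval. The pri-MN-like class held 21.7% (20.8 to 22.6) of the cells at 28 hpf and 0.109% (0.0399 to 0.237) at 60 hpf, but this difference depended on the clustering, with 9.46% and 11.1% where each library was clustered on its own, and 16.4% and 7.94% at Louvain resolution 2. V2b_1-like cells made up 16.1% (15.4 to 16.9) and 4.91% (4.36 to 5.52), and radial glia-like cells 7.53% (6.98 to 8.12) and 2.18% (1.81 to 2.60). Both classes had the lower share at 60 hpf in every setting, but the sizes moved. V2b_1-like cells made up 12.4% and 0.631% with at least 500 genes per cell, and 9.57% and 4.89% with each library clustered on its own. Radial glia-like cells made up 13.9% and 3.62% with at least 500 genes per cell. The share of V3-like cells was 1.12% (0.906 to 1.37) at 28 hpf and 4.75% (4.20 to 5.34) at 60 hpf. The shares of MN_2-like cells, 8.34% (7.76 to 8.96) and 8.5% (7.78 to 9.27), differed by less than the counting error, while in other settings they stood apart, at 6.91% and 18.2% with each library clustered on its own, and 12.8% and 17.9% with predicted doublets removed, but in the opposite order with at least 500 genes per cell, at 12.9% and 10.2%. Another 795 cells of 60 hpf, with markers of MN_1 and of MN_2, are in neither motor neuron class. The denominator includes cells with erythroid, muscle, mesenchyme and immune markers.

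**Figure D1:**
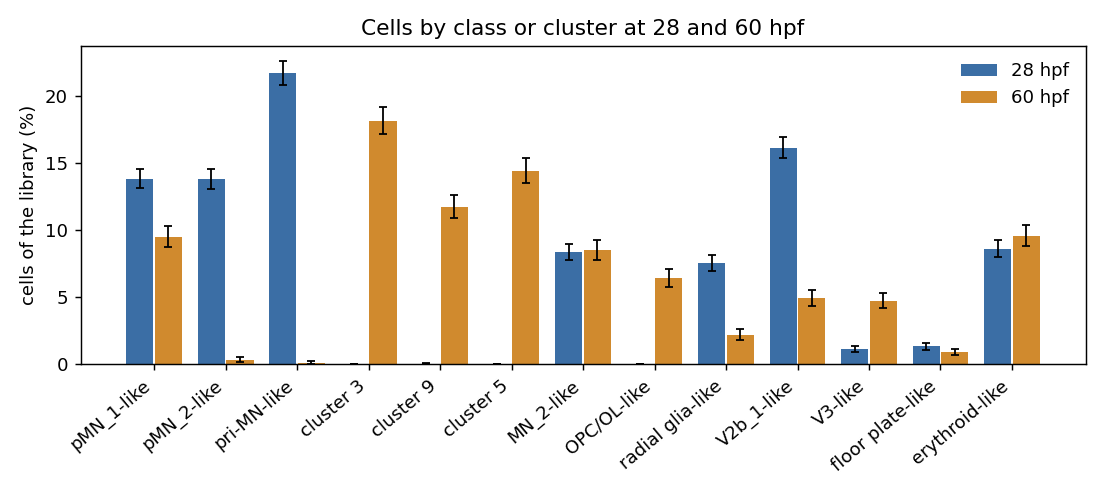
Share of cells (%) by rebuilt class or cluster at 28 hpf (blue bars) and 60 hpf (orange bars), with exact binomial 95% intervals as error bars that cover counting error only. The pri-MN-like bar stands at 21.7% at 28 hpf and the cluster 3 bar at 18.2% at 60 hpf, and each is near 0 at the other stage.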

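Because a sensory neuron marker, *prph*, was among the leading genes of cluster 9 and none of its own list, the cells with MN_1 markers were compared cluster by cluster. All 13 MN_1 markers were found in at least 5% of the cells of cluster 9. Posterior *hox* genes such as *hoxb13a* were also among its leading genes, so its differences from cluster 3 may in part follow position along the trunk. Cluster 3 held 0 cells at 28 hpf, which allows up to 0.0440% by the exact interval, and 1003 cells at 60 hpf, 18.2% (17.2 to 19.2) of the library. Cluster 9 held 1 cell at 28 hpf and 649 cells, or 11.8% (10.9 to 12.6), at 60 hpf. Cluster 5, in which MN_2 markers also led, held 0 cells at 28 hpf and 795 cells, or 14.4% (13.5 to 15.4), at 60 hpf. When each library was clustered on its own, 10.5% of the cells at 28 hpf and 19.5% at 60 hpf met the MN_1 markers.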

The fractions of motor neuron_1 significantly increased from 28 hpf to 60 hpf. OPCs were barely observable at 28 hpf, but greatly expanded at 42 hpf, and accumulated even more by 60 hpf. In contrast, pMN_1 and pMN_2 gradually decreased with time. These data indicate a rapid transition to differentiation.

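No cell of the 28 hpf library lay in the OPC/OL-like cluster, which allows the same limit on its share as a count of 0 in cluster 3. At 60 hpf, 354 cells, or 6.42% (5.78 to 7.10), were OPC/OL-like. The share at 60 hpf ranged from 5.27% with the filter at 500 genes to 7.02% with at most 4000 genes per cell, and the share at 28 hpf was 0 in each of them.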

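The share of pMN_1-like cells was 13.8% (13.1 to 14.6) at 28 hpf and 9.50% (8.74 to 10.3) at 60 hpf. The share of pMN_2-like cells was 13.8% (13.1 to 14.5) at 28 hpf and 0.326% (0.193 to 0.515) at 60 hpf, and it was lower at 60 hpf in every setting tried that gave this class. The order for pMN_1-like cells depended on the setting. With at most 4000 genes per cell, the share was 8.21% at 28 hpf and 9.67% at 60 hpf, and with all variable genes in the clustering it was 0.0358% and 10.6%. In the other settings the share was lower at 60 hpf. From the shares at its stages, the paper proposes a rapid move of cells to differentiation.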

To probe the potential relationships between the cells isolated by FACS, we performed partition-based graph abstraction (PAGA) analysis (23), which showed the topography and lineage of the cell clusters (Fig. 2*A*). The motor neurons and OPCs branched from the pMN progenitors. 

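A PAGA connectivity was computed between the rebuilt classes, which compares the edges between a pair of classes in the neighbour graph with the number that chance gives, from 0 for none. The pMN_1-like class had a connectivity of 0.400 with the pri-MN-like class and 0.0757 with the OPC/OL-like class. Clusters 3 and 9, which carry MN_1 markers but were compared one by one elsewhere, had 0.0854 with the OPC/OL-like class when taken together, and whether this value was above that of the pMN_1-like class differed between the settings. Between the pri-MN-like and the MN_2-like class the connectivity was 0.120, and between the pri-MN-like and the V3-like class 0.158. This order held at Louvain resolution 2, with 0.138 and 0.193, and turned around in the other settings, with 0.330 and 0.138 with at least 500 genes per cell, 0.112 and 0.0773 with at most 4000, 0.190 and 0.126 without predicted doublets, and 0.271 and 0.0996 with all variable genes. The radial glia-like class had 0.442 with the pMN_1-like class. The OPC/OL-like cells are all from 60 hpf and nearly all pri-MN-like cells from 28 hpf, so a connectivity between classes of the different stages also follows the difference between the libraries. The paper describes motor neurons and OPCs as branches from the pMN progenitors in its graph.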

To better understand the transition, we characterized the cellular heterogeneity and features of the progenitors involved in these two lineages (including Clusters 0, 1, 2, 3, 6, 11). Markers including *nes (nestin)*, *hes6*, *and btg2* were used to identify progenitors, in which four populations (Clusters 1, 2, 6, 11) stood out (Fig. 2*B*). 

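At 28 hpf, *hes6* (ENSDARG00000019335) stood at 4.25 (4.11 to 4.39) UMIs per 10000 in pMN_1-like cells and 3.50 (3.39 to 3.61) in pMN_2-like cells, against 0.959 (0.878 to 1.04) in MN_2-like cells. For *btg2* (ENSDARG00000020298), the levels were 12.5 (12.2 to 12.7) and 9.90 (9.72 to 10.1), against 1.11 (1.02 to 1.2). OPC/OL-like cells at 60 hpf held *hes6* at 2.79 (2.60 to 2.99), above 0.833 (0.728 to 0.949) in MN_2-like cells of that library.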

Proliferation markers, such as *pcna*, *cdk1*, and *mki67*, were all highly enriched in Cluster 6, indicating these were cycling progenitors (Fig. 2*B*). 

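Over pMN_1-like cells, the log2 ratio in pMN_2-like cells at 28 hpf was 0.66 (0.57 to 0.75) for *pcna* (ENSDARG00000054155), 3.13 (2.80 to 3.47) for *cdk1* (ENSDARG00000087554) and 2.66 (2.55 to 2.76) for *mki67* (ENSDARG00000091150), with exact 95% intervals from the UMI counts. The levels in pMN_2-like cells were 2.94 (2.84 to 3.04), 0.840 (0.787 to 0.895) and 6.25 (6.11 to 6.40) UMIs per 10000. In pri-MN-like cells they were 0.455 (0.416 to 0.496), 0.0228 (0.0149 to 0.0334) and 0.145 (0.123 to 0.168). The clusters of the pMN_2-like class were named from other cell cycle genes, such as *top2a* and *tpx2*. With predicted doublets removed, the ratios were 0.90, 3.92 and 3.3.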

Cluster 2 was expressed with neuronal markers, such as *isl1* and *neurod4*, as well as multiple progenitor markers, including *nes* and *hes6*, indicating these were primitive motor neurons (pri-MNs). 

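The pri-MN-like class showed higher levels of all 4 genes than the pMN_1-like class at 28 hpf. The log2 ratio was 3.45 (3.23 to 3.67) for *isl1*, 1.32 (1.21 to 1.42) for *neurod4* (ENSDARG00000003469), 1.45 (1.38 to 1.52) for *nes* and 0.42 (0.36 to 0.48) for *hes6*. The class held 2.35 (2.27 to 2.44) UMIs of *isl1* and 2.87 (2.77 to 2.97) of *neurod4* per 10000. With the filter at 500 genes, which also changed the cells in these classes, the ratio was -0.56 for *neurod4* and -0.40 for *hes6*.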

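The OPC/OL-like class split into 3 sub-clusters of 177, 125 and 52 cells, and with predicted doublets removed into 2, of 209 and 119 cells. Sub-cluster 0 held *sox10* at 8.00 (7.51 to 8.52) UMIs per 10000 and *nkx2.2a* at 4.18 (3.83 to 4.56). Sub-cluster 1 held *sox10* at 7.64 (7.12 to 8.19) and *nkx2.2a* at 7.04 (6.54 to 7.56). In sub-cluster 2 the levels were 4.29 (3.81 to 4.82) for *sox10* and 2.60 (2.22 to 3.01) for *nkx2.2a*. In this sub-cluster, 46.2% of the cells were predicted doublets and the median was 11168 UMIs per cell, against 6626 in sub-cluster 0.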

A subpopulation in 11 was denoted as OPCs, as it was enriched for *sox10* and *nkx2.2a* (Fig. 2*B*). 

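Among the pMN_1-like, pMN_2-like, pri-MN-like and OPC/OL-like classes, *nes* had its highest level in pri-MN-like cells, 7.44 (7.28 to 7.60) UMIs per 10000, and so did *hes6*, with 5.7 (5.56 to 5.84). The level of *btg2* was 8.30 (8.13 to 8.47) in pri-MN-like cells, a log2 ratio of -0.59 (-0.63 to -0.55) over pMN_1-like cells, and 1.40 (1.27 to 1.54) in OPC/OL-like cells, a ratio of -2.33 (-2.48 to -2.18) over pMN_1-like cells of 60 hpf. The ratio of *btg2* in pri-MN-like cells stayed below 0 in each setting that gave it. It was -1.80 with the filter at 500 genes and -0.064 with each library clustered on its own. OPC/OL-like cells had the highest levels of *ppp1r14bb*, 1.43 (1.29 to 1.57), and of *sox6*, 2.5 (2.32 to 2.68). Their level of *sox2* was 4.49 (4.25 to 4.74), with a ratio of 0.14 (0.033 to 0.24) over pMN_1-like cells of 60 hpf, or -0.076 when each library was clustered on its own. In OPC/OL-like cells, *ascl1a* was at 0.0102 (0.00210 to 0.0298) and *nes* at 0.262 (0.207 to 0.327). For *ppp1r14ab* the highest of the classes was pri-MN-like, with 1.26 (1.19 to 1.32), and for *sox13* pMN_1-like at 28 hpf, with 1.19 (1.11 to 1.26).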

Interestingly, progenitor markers, including *hes6*, *btg2*, *ppp1r14bb*, *ascl1a*, *sox2*, *nes*, *sox6*, *ppp1r14ab*, and *sox13*, were differentially expressed in the four populations (Clusters 1, 2, 6, and 11). *btg2* was enriched in pMN_1 but was significantly decreased in the pri-MNs and OPCs; *hes6* and *nes* had the highest expression in the pri-MNs; *ppp1r14bb*, *sox2*, and *sox6* were mainly enriched in the OPCs, but *ascl1a* and *nes* were barely observable in this population (Fig. 2*B*).

**Figure 2:**
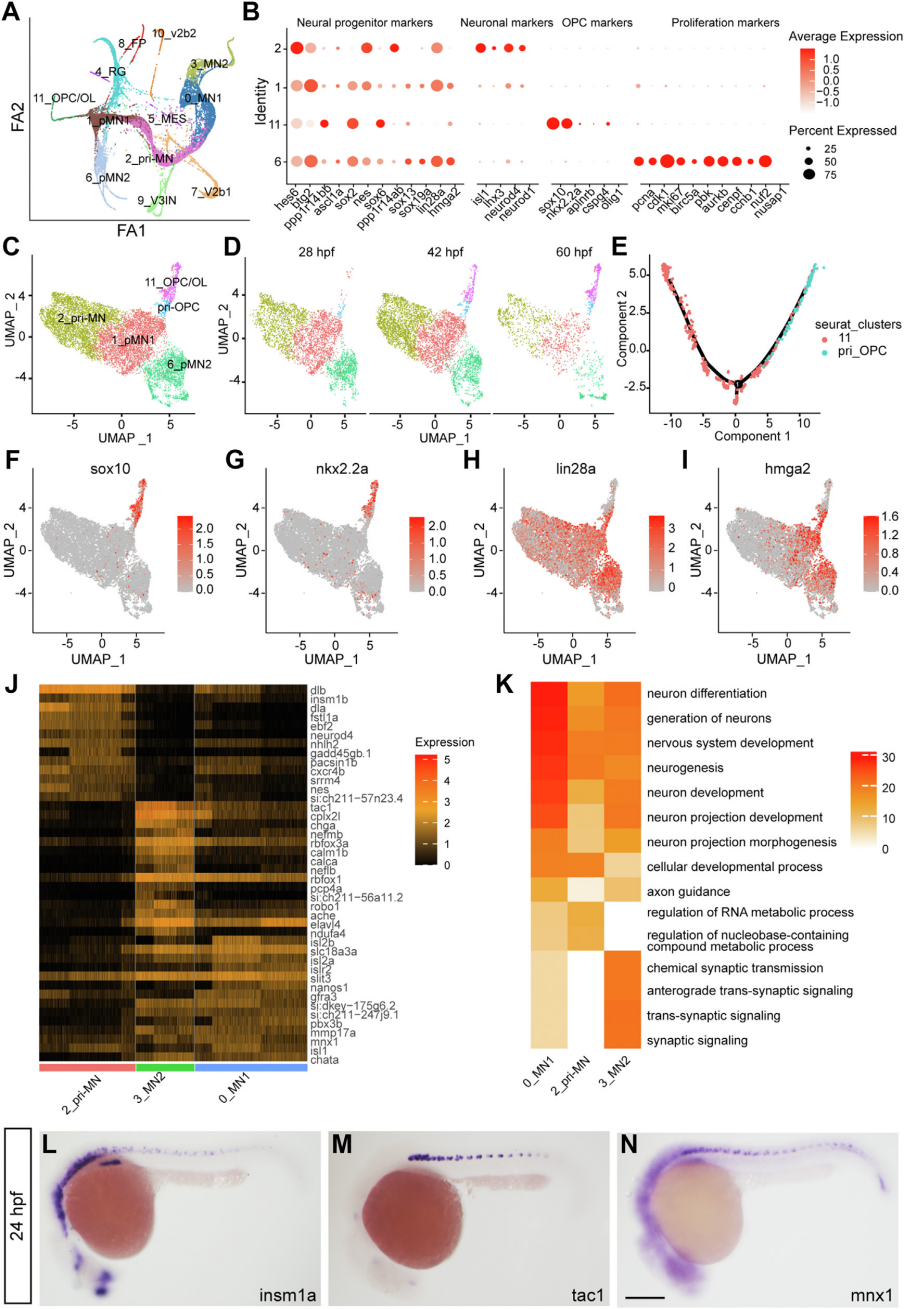
**Heterogeneity and lineage inference analyses of pMN progenitors for motor neurons and OPCs.***A*, cell trajectory analysis by Partition-based Graph Abstraction (PAGA). *B*, dot plot reveals expression levels of marker genes for progenitors, neurons, OPCs, and proliferating cells. Dot size represents the percentage of marker genes expressed in each cell population, and the color depicts the average expression of each gene. *C* and *D*, UMAP of pri-OPCs. *E*, lineage inference analysis by Monocle in the pri-OPCs and OPCs. *F*–*I*, UMAP of markers in the OPC (*F* and *G*) and progenitors (*H* and *I*) reveals the existence of pri-OPCs. *J* and *K*, enriched markers (*J*) and Go terms (*K*) in the pri-MN, MN_1, and MN_2. *Color scales* denote expression levels (*J*) and the statistical significance (*K*), respectively. *L*–*N*, *in situ* hybridization confirms RNA patterns of the pri-MN marker *insm1a* and MN_2 marker *tac1*, which have similar expression pattern as the neuronal marker mnx1 in the spinal cord. The scale bar represents 100 μm. OPC, oligodendrocyte progenitor cell; pri-MN, primitive motor neuron; pri-OPC, primitive oligodendrocyte progenitor cell; UMAP, Uniform Manifold Approximation and Projection.

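The level of *mbpb* (ENSDARG00000089413), which encodes myelin basic protein, was 80.6 (78.9 to 82.4) UMIs per 10000 in sub-cluster 1 of the OPC/OL-like cells at 60 hpf, 0.986 (0.818 to 1.18) in sub-cluster 0 and 13.4 (12.5 to 14.3) in sub-cluster 2. Its paralog *mbpa* was at 3.33 (2.99 to 3.70) in sub-cluster 1 and 0.0326 (0.00888 to 0.0834) in sub-cluster 0. Both genes were left out of the clustering. Sub-clusters 0 and 1 held 59.3 (58.0 to 60.7) and 48.3 (47.0 to 49.7) UMIs of *olig2* per 10000.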

In the cell cluster OPC/OL, we observed some cells expressing *mbpb*, a mature oligodendrocyte marker, indicating that this cluster was a mixture of OPCs and mature oligodendrocytes (Fig. S2*A*). Trajectory inference analysis revealed the nature of the transition from OPCs to oligodendrocytes (Fig. S2, *B*–*D*). Consistently, genes in this subcluster with *mbpb* expression were enriched in myelination and cytoskeleton organization (Fig. S2*E*).

Go term analysis of marker genes reveals the developmental features in each subpopulation: for example, Cluster_1 (pMN_1) was enriched in tissue development and nervous system development. Cluster_2 (pri-MN) was enriched in nervous system development and neuron fate specification; Cluster_6 (pMN_2) was enriched in the cell cycle. Consistently, they were in concert with cell structural and morphological alterations. For example, Cluster_1 (pMN_1) was enriched in the anatomical structure formation involved in morphogenesis, Cluster 2 (pri-MN) was enriched in the cell projection assembly, and Cluster_11 (OPC) was enriched in the actin cytoskeleton organization (Fig. S3, *A*–*D*). Notably, highly expressed genes in each population were also enriched in distinct metabolic pathways. For example, Cluster 1 (pMN_1) was enriched in the regulation of biosynthetic processes, Cluster 2 (pri-MN) was enriched in the regulation of nucleobase-containing compound metabolic processes, Cluster 6 (pMN_2) was enriched in the regulation of nitrogen compound metabolic processes and the hydrogen peroxide catabolic processes, and Cluster 11 (OPC) was enriched in cellular component biogenesis and also in the generation of precursor metabolites and energy (Fig. S3, *A*–*D*). This evidence supports the massive energy and biosynthetic demands required for the cell cycle and differentiation. These four clusters can also be clearly defined by the genes involved in metabolic pathways and morphological alterations (Supplemental Data 3 and Fig. S3, *E* and *F*). Therefore, pMN progenitors or precursors for the motor neuron and OPC lineages were featured with distinct progenitor markers, developmental pathways, and metabolic pathways.

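The 76 genes of Supplemental Data 3 were used alone to assign each cell the class most frequent among its 15 nearest neighbours, in 5 held-out parts. At 28 hpf, 79.7% of pMN_1-like, 90.7% of pMN_2-like and 90.5% of pri-MN-like cells were given their own class. The mean of these shares was 86.9%. For 100 random lists of as many genes it had a median of 67.3% and a maximum of 82.0%. At 60 hpf, 99.6% of pMN_1-like and 94.9% of OPC/OL-like cells were given their own class, a mean of 97.3%, and 1 of the random lists reached this mean, with a median of 89.8%. The classes were defined in the same cells, and the study chose the list on its own clusters of these cells.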

Interestingly, the UMAP plot reveals a small subpopulation in pMN_1 (Fig. 2*C*), which was enriched in progenitor markers, including *lin28a* and *hmgn2*, but with little expression of *nkx2.2a* and *sox10* (Fig. 2, *F*–*I*). This indicates that these are likely pri-OPCs (primitive OPCs). 

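The pMN_1-like class was split into 3 sub-clusters, and the one with the highest PAGA connectivity to OPC/OL-like cells, sub-cluster 1, was taken as pri-OPC-like. None of *lin28a*, *hmgn2*, *hmga2*, *nkx2.2a* and *sox10* entered this choice. Its connectivity was 0.266, against 0.00132 and 0 for the others. At 60 hpf, its cells held *lin28a* (ENSDARG00000016999) at 7.05 (6.78 to 7.33) UMIs per 10000, *hmgn2* (ENSDARG00000099572) at 42.0 (41.3 to 42.7) and *hmga2* at 2.05 (1.91 to 2.21). Over the other pMN_1-like cells of 60 hpf, the log2 ratio was -0.39 (-0.55 to -0.22) for *lin28a* and -0.12 (-0.19 to -0.051) for *hmgn2*, though these others were only 52 cells. With all variable genes in the clustering, so that *lin28a* and *hmgn2* were no longer left out of it, the ratio was above 0, at 0.96 (0.85 to 1.08) and 0.60 (0.56 to 0.65), over 272 other cells. In the sub-cluster *nkx2.2a* was at 0.124 (0.0906 to 0.166) and *sox10* at 0.202 (0.158 to 0.253). Sub-cluster 0, nearly all of 28 hpf, held *lin28a* at 29.7 (29.3 to 30.1).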

Consistently, pseudotime analysis revealed the developmental trajectory from pri-OPCs to OPCs (Fig. 2*E*). This subpopulation was observable at 28 hpf and still retained at 60 hpf (Fig. 2*D*), suggesting a segregating model of OPC and motor neurons, in which glial fate was restricted prior to cessation of motor neuron generation (24).

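The pri-OPC-like sub-cluster had 3 cells at 28 hpf and 472 cells at 60 hpf. The other sub-clusters had 910 and 249 cells at 28 hpf, and 17 and 35 at 60 hpf. The OPC/OL-like cells that set the choice of this sub-cluster are all of 60 hpf, and most pMN_1-like cells of the stages lie in separate clusters, so these counts do not show whether such cells were present at 28 hpf. The pri-OPC-like sub-cluster of a new clustering without predicted doublets had 11 cells at 28 hpf.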

For the motor neuron lineage, we found a dynamic transcriptome change along the trajectory. *dlb*, *insm1b*, and *neurod4* were highly enriched in this cluster pri-MN but gradually decreased as cell fate was determined (from motor neuron_1 to motor neuron_2). 

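The level of *dlb* (ENSDARG00000004232) per 10000 UMIs was 32.8 (32.4 to 33.1) in pri-MN-like cells at 28 hpf. At 60 hpf it was 3.62 (3.53 to 3.71) in cluster 3, 11.5 (11.2 to 11.8) in cluster 9 and 0.988 (0.873 to 1.11) in MN_2-like cells. For *insm1b* (ENSDARG00000053301) the levels were 3.46 (3.35 to 3.57), 0.795 (0.753 to 0.839), 1.62 (1.51 to 1.74) and 0.391 (0.320 to 0.473) in the same order. *neurod4* was at 0.252 (0.229 to 0.277) in cluster 3, 1.02 (0.932 to 1.11) in cluster 9 and 0.0111 (0.00228 to 0.0323) in MN_2-like cells at 60 hpf. Within the 28 hpf library, the log2 ratio of MN_2-like over pri-MN-like cells was -3.32 (-3.39 to -3.26) for *dlb*, -2.53 (-2.69 to -2.36) for *insm1b* and -4.38 (-4.73 to -4.05) for *neurod4*.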

*Isl2b* and *islr2* were enriched in motor neuron_1 but were decreased in motor neuron_2. 

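At 60 hpf, *isl2b* (ENSDARG00000053499) was at 3.86 (3.77 to 3.96) UMIs per 10000 in cluster 3, 3.93 (3.76 to 4.11) in cluster 9 and 8.03 (7.76 to 8.31) in cluster 5, against 1.82 (1.66 to 1.99) in MN_2-like cells and 0.257 (0.210 to 0.311) in pMN_1-like cells. For *islr2* (ENSDARG00000051875) the levels were 6.01 (5.89 to 6.12), 3.66 (3.50 to 3.84) and 7.28 (7.02 to 7.55) in these clusters and 2.49 (2.30 to 2.68) in MN_2-like cells.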

*Tac1* and *chga*, however, were significantly upregulated in motor neuron_2 (Fig. 2*J*). 

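In MN_2-like cells *tac1* (ENSDARG00000014490) reached 38.9 (38.4 to 39.4) UMIs per 10000 at 28 hpf and 28.4 (27.7 to 29.0) at 60 hpf, and *chga* (ENSDARG00000008829) 13.8 (13.5 to 14.1) and 16.3 (15.8 to 16.7). In pri-MN-like cells of 28 hpf the levels were 5.89 (5.75 to 6.03) for *tac1* and 1.1 (1.04 to 1.17) for *chga*. Cluster 3 at 60 hpf held *tac1* at 4.86 (4.76 to 4.97) and *chga* at 1.17 (1.12 to 1.22).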

*In situ* hybridization confirmed the expression of *insm1a* as well as this novel motor neuron marker *Tac1* (Fig. 2, *L*–*N*). Consistently, the enriched pathways of highly expressed genes switched from neuronal specification to axongenesis and synaptogenesis from pri-MN to motor neuron_1 and motor neuron_2, respectively (Fig. 2*K*; GO term enrichment and their related genes in each cell cluster were available in Supplemental Data 2). Therefore, sc-RNAseq revealed that both oligodendrocytes and motor neurons underwent a complex molecular developmental transition from intermediate precursors into mature cells.

### Identification of *olig2*^*+*^ radial glia and interneuron progenitors

In mammals, radial glia can function as neuroepithelial progenitors in the central nervous system and are the primary sources for neurons and glia (25). In zebrafish, though radial glia have been identified as a major source for neurogenesis after injury in the larval and adult zebrafish (26, 27, 28), the characteristics of radial glia in early development are not well understood. 

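Radial glia-like cells held *sox2* (ENSDARG00000070913) at 1.58 (1.47 to 1.70) UMIs per 10000 at 28 hpf and 3.99 (3.61 to 4.41) at 60 hpf. In MN_2-like cells of the same libraries, the levels of *sox2* were 0.0973 (0.0729 to 0.127) and 0.0369 (0.0177 to 0.0678). The level of *hes6* in radial glia-like cells was 3.45 (3.28 to 3.62) at 28 hpf and 2.13 (1.85 to 2.44) at 60 hpf. Over pMN_1-like cells, the log2 ratio of *sox2* in radial glia-like cells was -0.89 (-1.01 to -0.78) at 28 hpf and -0.030 (-0.19 to 0.13) at 60 hpf. With predicted doublets removed, the class held more cells and this ratio was 0.11 at 28 hpf.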

Similar to mammals, radial glia in zebrafish were also enriched in neural progenitor markers, for example, *sox2* and *hes6*, indicating their identity as progenitors in early zebrafish development (Fig. 3, *A* and *B*). In contrast to pMN progenitors, radial glia were highly enriched with *gfap*, *her4*.*1*, and *fabp7*, as well as *atp1b1a* and *atp1a1b* (Supplemental Data 1 and Fig. 3*C*). 

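Radial glia-like cells were set against pMN_1-like cells of the same library. For *gfap*, the log2 ratio was -0.24 (-0.32 to -0.16) at 28 hpf and 1.38 (1.34 to 1.42) at 60 hpf. A new clustering without predicted doublets, which gathered other cells, gave -0.48 and 0.21. For *her4.1* (ENSDARG00000056732) the ratio was -0.061 (-0.12 to -0.00252) at 28 hpf and -0.30 (-0.37 to -0.22) at 60 hpf. The value at 28 hpf was 0.47 in the new clustering. *fabp7a* was higher in radial glia-like cells at both stages, with ratios of 2.56 (2.47 to 2.64) and 3.45 (3.39 to 3.50). So were *atp1b1a* (ENSDARG00000013144), with 0.95 (0.89 to 1.01) and 1.42 (1.35 to 1.5), and *atp1a1b* (ENSDARG00000019856), with 1.60 (1.45 to 1.74) and 2.9 (2.79 to 3.00). Over pMN_2-like cells, which were compared at 28 hpf only, the ratio was -0.21 (-0.28 to -0.13) for *gfap*, 0.39 (0.33 to 0.44) for *her4.1* and 1.71 (1.65 to 1.77) for *fabp7a*.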

The genes that were differentially expressed in radial glia *versus* those in pMN_1 or pMN_2 clusters were enriched in focal adhesion and ECM–receptor interactions, providing evidence for marked morphological and functional differences in radial glia (Fig. 3*D*).

**Figure 3:**
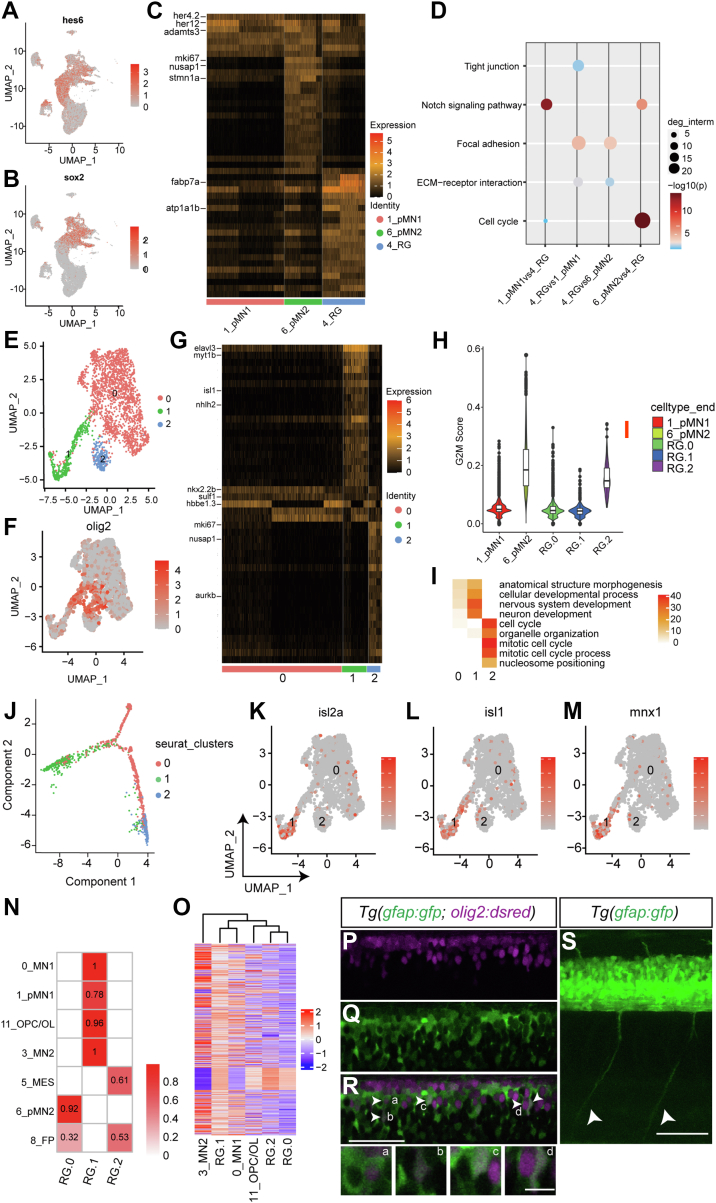
**Identification of neural progenitors for a second motor neuron lineage.***A* and *B*, the expression of neural progenitor markers *hes6* and *sox2* by UMAP. *C*, enriched markers in the radial glia compared to the pMN progenitors. *D*, enriched pathways of differential genes in radial glia and pMN progenitors. *E*, subclustering of the radial glia by UMAP. *F*, the expression of *olig2* in radial glia subpopulations by UMAP. *G*, enriched markers of radial glia subpopulations. *H*, proliferation scores (G2M scores) of subpopulations in the radial glia. *I*, major enriched pathways in radial glia subpopulations. *J*, lineage inference analysis of subpopulations in the radial glia. *K*–*M*, the expression of motor neuronal markers in subpopulations of radial glia. *N*, singleR analysis between radial glia subpopulations and other representative cells. *O*, heatmaps showing gene expression in motor neurons and in subpopulations of radial glia. Selected genes were expressed in at least 60% of MN1 or MN2. *P*–*R*, *olig2+* cells are sometimes colabeled with GFAP. Confocal images of whole-mount *Tg(olig2:dsRed; gfap:GFP)* embryos at 72 hpf, lateral view. Images from a single confocal slice. Notice that dsRed^+^ nuclei are surrounded by the GFP driven by the *gfap* promoter (*arrows*). *Boxes* a–d showing the enlarged images in the *R*. *S*, motor neuron projections were observed in *Tg(gfap:GFP)*. *Arrows* denote the projections from the spinal cord to the periphery. Dorsal top, caudal left. The scale bar represents 50 μm in (*R*) and (*S*). The scale bar represents 10 μm in d. hpf, hour post fertilization; UMAP, Uniform Manifold Approximation and Projection.

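At the lowest resolution that gave at least 3 sub-clusters, 0.4, the radial glia-like cells fell into 4, numbered from 0. At 28 hpf, sub-cluster 0 had 324 cells, sub-cluster 1 229, sub-cluster 2 1 and sub-cluster 3 78. At 60 hpf the counts were 4, 3, 113 and 0. Sub-cluster 2 is therefore close to the radial glia-like cells of the 60 hpf library, and sub-cluster and stage cannot be told apart there. These numbers are not those of the paper's subclusters.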

Radial glia were further classified into three subclusters (Fig. 3, *E* and *F*). Marker genes retrieved in each subcluster revealed that subpopulation 1 was highly enriched with *elavl3* and *nhlh2*, while subpopulation 2, with the highest G2M proliferation score (G2M pathway scores based on G2/M phase markers), was enriched for *mki67*, *nusap1*, and *aurkb* and enriched in the pathways of mitotic cell cycles (Fig. 3, *G*–*I* and Supplemental Data 4). 

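At 28 hpf, *elavl3* (ENSDARG00000014420) was highest in sub-cluster 3 of the radial glia-like cells, with 15.4 (14.7 to 16.1) UMIs per 10000, and so was *nhlh2* (ENSDARG00000025495), with 0.861 (0.702 to 1.05). The G2M list, over 23 genes, was at 24.2 (23.3 to 25.1) UMIs per 10000 in sub-cluster 3 and 22.9 (22.3 to 23.6) in sub-cluster 0, with overlapping intervals, and at 17.5 (16.9 to 18.2) in sub-cluster 1. The levels of *mki67* were 1.63 (1.41 to 1.88) in sub-cluster 3 and 0.919 (0.795 to 1.06) in sub-cluster 0, and those of *nusap1* (ENSDARG00000002403) 0.802 (0.648 to 0.981) and 0.605 (0.505 to 0.719). For *aurkb* (ENSDARG00000037640), they were 0.213 (0.138 to 0.315) and 0.286 (0.219 to 0.367), which differed by less than the counting error. The cells of sub-cluster 3 had a median of 12882 UMIs, against 5691 in sub-cluster 0, and 10.3% of them were predicted doublets, against 0 in sub-cluster 0. With all variable genes in the clustering, the sub-cluster highest in *elavl3* held *mki67* at 0.457 (0.387 to 0.537), below the 0.733 (0.647 to 0.827) of the other one with at least 20 cells of 28 hpf. The former held *olig2* at 43.9 over both stages, and this setting left only 3 pMN_1-like cells at 28 hpf.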

The transcriptional profiles and pseudotemporal ordering of subpopulation 0 were in between those of subpopulation 1 and 2 (Fig. 3, *G* and *J*). These markers indicate that subpopulation 1 is comprised of neurons, while subpopulation 2 is composed of proliferating radial glia, another source of *olig2*^+^ progenitors. 

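In sub-clusters 0 and 1 of the radial glia-like cells at 28 hpf, *elavl3* was at 2.86 (2.63 to 3.09) and 3.12 (2.85 to 3.41) UMIs per 10000, and *nhlh2* at 0.0891 (0.0536 to 0.139) and 0.0441 (0.0177 to 0.0909). Sub-cluster 1 had the lower levels of *mki67*, 0.567 (0.456 to 0.698), and *nusap1*, 0.284 (0.207 to 0.38). At 60 hpf, sub-cluster 2 held 3.86 (3.47 to 4.27) UMIs of the G2M list per 10000. No pseudotime was computed for these cells.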

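The profile of a group was taken as the log2 ratio of each gene in it over all other cells, and profiles were correlated across genes, which are not independent replicates. Over 14961 genes, the profile of sub-cluster 3 had a Spearman rho of 0.816 with pMN_1-like, 0.784 with pMN_2-like and 0.343 with pri-MN-like cells of 28 hpf. For sub-cluster 0 these were 0.845, 0.814 and 0.166. The level of *olig2* was 15.05 (14.4 to 15.8) UMIs per 10000 in sub-cluster 3, 10.6 (10.2 to 11.1) in sub-cluster 0 and 1.90 (1.70 to 2.13) in sub-cluster 1 at 28 hpf, and 5.27 (4.82 to 5.75) in sub-cluster 2 at 60 hpf. With predicted doublets removed, the sub-cluster highest in *elavl3* was another one, of 320 cells, 266 of 28 hpf and 54 of 60 hpf. It held *olig2* at 46.3 over both stages.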

The transgenic line *Tg(gfap:EGFP)* was used to label the nuclei and extended process of radial glia (15). In this transgenic line *Tg(gfap:EGFP; olig2:dsRed)*, we observed a few *dsRed*^+^ cells surrounded by GFP (Fig. 3, *P*–*R*), evidence that *olig2* is enriched in subpopulations of radial glia (Fig. 3*F*). Monocle analysis suggests a developmental trajectory from proliferating radial glia to neurons, with subpopulation 2 at the start and subpopulation 1 at the end.

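The motor neuron genes *isl1*, *isl2a* (ENSDARG00000003971) and *mnx1* were rare in all sub-clusters of the radial glia-like cells. In sub-cluster 3, the one with the highest level of *elavl3*, *isl1* was at 0.324 (0.229 to 0.445) UMIs per 10000, *isl2a* at 0.230 (0.152 to 0.335) and *mnx1* at 0.247 (0.166 to 0.355). In sub-cluster 0 of the same library they were at 0.0188 (0.00511 to 0.0480), 0.0750 (0.0429 to 0.122) and 0.0234 (0.00761 to 0.0547). In MN_2-like cells at 28 hpf, *isl2a* reached 4.36 (4.19 to 4.54) and *mnx1* 4.93 (4.75 to 5.12). Sub-cluster 2, at 60 hpf, held *isl1* at 0.417 (0.298 to 0.568), *isl2a* at 0.521 (0.387 to 0.687) and *mnx1* at 0.250 (0.160 to 0.372).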

Interestingly, subpopulation 1 in the radial glia was enriched for multiple motor neuronal markers, for example, *isl1*, *isl2a*, and *mnx1* (Fig. 3, *K*–*M* and Supplemental Data 4). 

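The SingleR method was not used here, and the profiles of the sub-clusters were correlated with those of the motor neuron classes across genes. The Spearman rho of sub-cluster 3 of the radial glia-like cells was -0.376 with MN_2-like cells of 28 hpf and -0.450 with those of 60 hpf. With the cells of clusters 3 and 9 at 60 hpf, taken together, it was -0.358. Sub-cluster 0 had -0.425 and sub-cluster 1 -0.376 with MN_2-like cells of 28 hpf.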

The SingleR transcriptome profiling analyses (29) revealed significant similarities between subpopulation 1, MN_1, and MN_2, confirming the motor neuronal features of subpopulation 1 (Fig. 3*N*). Gene expression patterns between subpopulation 1 and motor neurons were highly comparable as shown by heatmaps (Fig. 3*O*). 

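The comparison was made over the 1384 genes found in at least 60% of MN_2-like cells of 28 hpf or of the cells with MN_1 markers of 60 hpf. In sub-cluster 3 of the radial glia-like cells, 58.3% of these genes were within 2-fold of their level in MN_2-like cells of 28 hpf, with a median log2 ratio of -0.50. The share was 52.3% in sub-cluster 0 and 54.4% in sub-cluster 1, 54.6% in pMN_1-like cells and 68.9% in pri-MN-like cells of the same stage.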

In the transgenic line *Tg(gfap:EGFP)*, motor neuronal projections from the spinal cord to the periphery were observed (Fig. 3*S*). Therefore, single cell analysis suggests a distinct lineage of neurons enriched for motor neuronal markers, derived from *olig*2+ progenitors (radial glia), which is distinct from the previously known OPC/motor neuron lineages.

In zebrafish, interneurons have been observed among the progeny of pMN progenitors (7). However, the lineage relationship between motor neurons, OPCs, and interneurons was unclear. 

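The V2b_1-like cells, taken as the class that the paper calls interneuron_7, split into 3 sub-clusters, of which sub-cluster 2 had 0 cells at 28 hpf. Sub-cluster 0 had 722 cells at 28 hpf, and sub-cluster 1 had 632. At 60 hpf the counts were 34, 7 and 230. In sub-cluster 0 at 28 hpf, *olig2* was at 13.1 (12.9 to 13.3) UMIs per 10000 and *nes* at 1.95 (1.87 to 2.03), against 1.45 (1.33 to 1.57) and 0.320 (0.266 to 0.383) in sub-cluster 1. For *sv2a* (ENSDARG00000059945), taken for sv2, the levels were 1.61 (1.54 to 1.68) in sub-cluster 0 and 3.51 (3.32 to 3.70) in sub-cluster 1. After each cell was thinned to 2000 UMIs, 65.9% of 721 cells of sub-cluster 0 held a UMI of *olig2*, against 21.4% of 622 cells of sub-cluster 1 and a background of 13.6% of 667 MN_2-like cells. Shallower cells, 1, 10 and 33, were left out. Before thinning these shares were 88.2%, 41.1% and 32.7%. The median depth at 28 hpf was 13973 UMIs per cell in sub-cluster 0, 5799.5 in sub-cluster 1 and 7214 in MN_2-like cells, and 27.8% of the cells of sub-cluster 0 and 0.158% of sub-cluster 1 were predicted doublets.

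**Figure D2:**
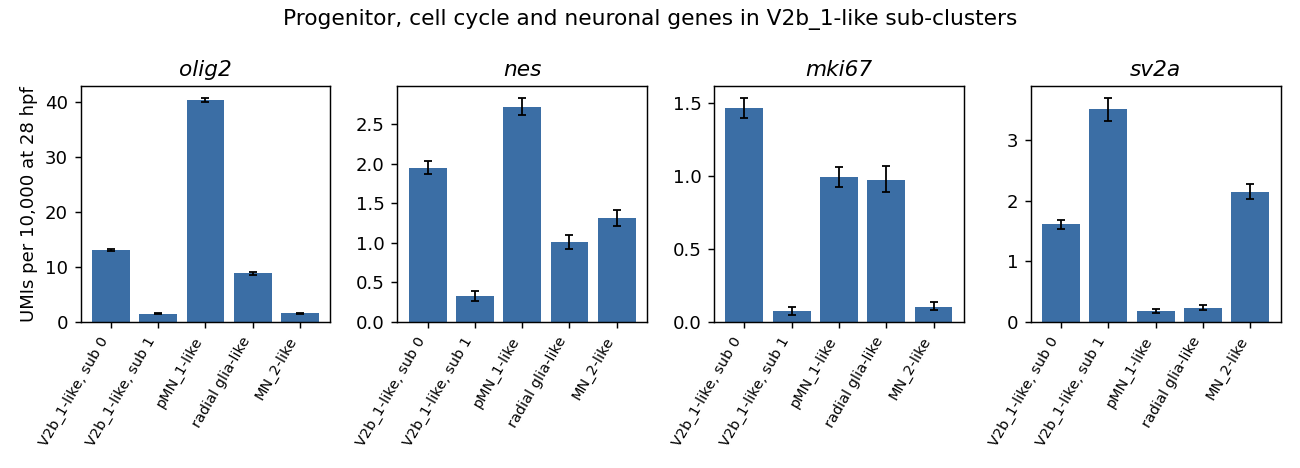
UMIs per 10000 of *olig2*, *nes*, *mki67* and *sv2a* at 28 hpf in V2b_1-like sub-clusters 0 and 1 and in pMN_1-like, radial glia-like and MN_2-like cells, with exact Poisson 95% intervals as error bars that cover counting error only. Sub-cluster 0 lies above sub-cluster 1 for *olig2*, *nes* and *mki67* and below it for *sv2a*.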

Interestingly, we observed that a rare subpopulation in interneuron_7 was enriched with *nes* and *olig2* instead of *sv2* (Fig. 4, *A*–*C*), indicating that it is a distinct progenitor population. Lineage trajectory analysis reveals that this subpopulation can develop into mature neurons, a distinguishing feature of which is the expression of *sv2* (Fig. 4, *D*–*G*).

**Figure 4:**
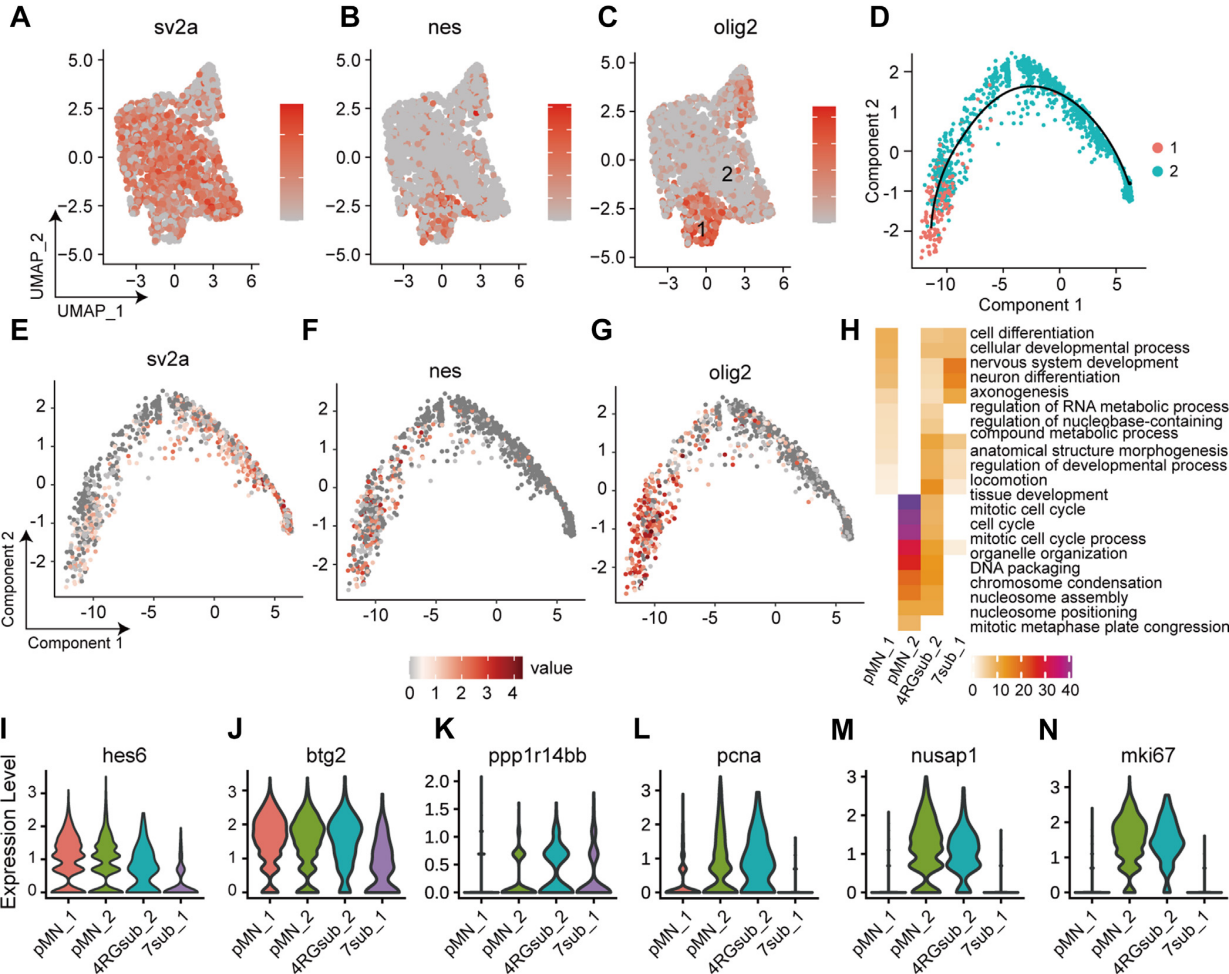
**Identification of neural progenitors for interneurons.***A*–*C*, the expression markers of *sv2*, *nestin* (progenitor markers), and *olig2* in Interneuron_7 by UMAP. *D*–*G*, trajectory lineage inference of subpopulations (1 and 2) in interneuron_7 reveals the developmental trajectory from the *olig2*^+^/*nestin*^+^ cells to *sv2*^+^ neurons. *H*, enriched Go terms for four distinct neural progenitors. *I*–*N*, violin plots showing the expression neural progenitor or proliferation markers. UMAP, Uniform Manifold Approximation and Projection.

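At 28 hpf, sub-cluster 0 of the V2b_1-like cells held *ppp1r14bb* (ENSDARG00000030161) at 0.639 (0.595 to 0.686) UMIs per 10000, *hes6* at 2.86 (2.77 to 2.96) and *btg2* at 6.54 (6.39 to 6.68). In sub-cluster 1, the levels were 0.832 (0.742 to 0.929), 1.35 (1.24 to 1.47) and 3.81 (3.61 to 4.01), so *ppp1r14bb* was not lower in the cells with little *olig2*. The level of *ppp1r14bb* was 0.546 (0.498 to 0.598) in pMN_1-like, 0.520 (0.478 to 0.564) in pMN_2-like and 0.782 (0.706 to 0.864) in radial glia-like cells. Radial glia-like cells held *btg2* at 10.1 (9.80 to 10.4).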

When we analyzed all these progenitors together, we found they share common progenitor genes, including *ppp1414bb*, *hes6*, and *btg2*, confirming the progenitor properties of subpopulation 1 in interneuron_7 (Fig. 4, *I*–*K*). However, unlike the pMN_2 and radial glia, subpopulation 1 in interneuron_7 and pMN_1 are not enriched for cycling markers, including *pcna*, *nusap1*, and *mki67*, consistent with their function in neuronal differentiation (Fig. 4, *H* and *L*–*N*). 

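In sub-cluster 0 of the V2b_1-like cells at 28 hpf, *pcna* was at 1.16 (1.1 to 1.22) UMIs per 10000, *nusap1* at 0.825 (0.774 to 0.878) and *mki67* at 1.47 (1.40 to 1.54). Over pMN_1-like cells of the same library, the log2 ratio was -0.68 (-0.79 to -0.58) for *pcna*, 0.69 (0.53 to 0.86) for *nusap1* and 0.57 (0.45 to 0.69) for *mki67*. In pMN_1-like cells, *pcna* was at 1.86 (1.77 to 1.95), *nusap1* at 0.510 (0.463 to 0.560) and *mki67* at 0.992 (0.926 to 1.06). In radial glia-like cells, they were at 1.94 (1.82 to 2.07), 0.547 (0.484 to 0.617) and 0.976 (0.890 to 1.07). For *nusap1* in pMN_2-like cells the level was 3.85 (3.73 to 3.96). Of the cells of sub-cluster 0, 27.8% were predicted doublets, so a second cell in the droplet may add to its levels.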

In summary, our single cell analysis revealed the heterogeneity of *olig2*^+^ progenitors and their distinct lineages (Fig. S4).

### Molecular programming for the MN and OPC lineages

pMN progenitors are known as sources for motor neurons and OPCs. 

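Monocle was not used here, and the neighbour graph gives no order in time. In it the pMN_1-like and pMN_2-like classes had a PAGA connectivity of 0.397 with each other. The pri-MN-like and OPC/OL-like classes had a connectivity of 0 with each other. Of the pri-MN-like cells, 1823 came from 28 hpf and 6 from 60 hpf, and all OPC/OL-like cells came from 60 hpf.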

In line with this, the trajectory inference analysis software Monocle (30) revealed that the pri-MN and OPC lineages branched from the pMN_1 and pMN_2 clusters (Fig. 5, *A*–*C*). Therefore, understanding the molecular programs that underlie the transition from pMN progenitors to the OPC or pri-MN will elucidate more precise cell fate decisions are important for lineage determination. Temporal changes in gene expression for MN and OPC fate determination were identified (top 500 genes were available in Supplemental Data 5). We selected transcription factors among the top genes that biased the fates of pMN progenitors for further analysis (Fig. 5, *D* and *E*), based on the critical roles of transcription factors in cell fate determination.

**Figure 5:**
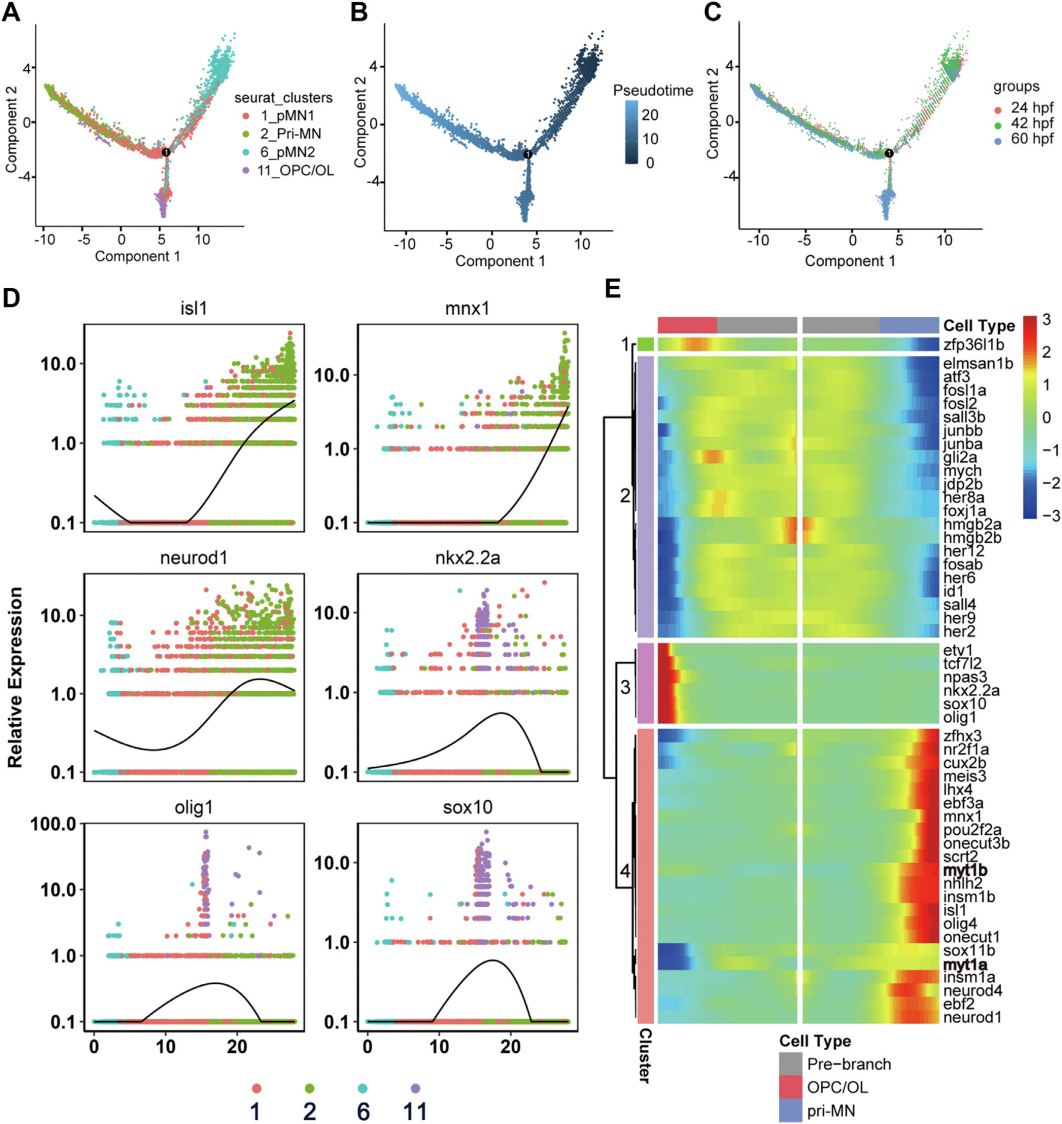
**Lineage and transcription factor analysis for motor neuron and OPC lineages.***A*, monocle showing the putative developmental processes of progenitors or precursors in the pMN domain. Each *dot* represents an individual cell. Bifurcation of pMN progenitors into motor neuron (2) and OPC (11) lineages is shown. *B*, cells in (*A*) are shown in pseudotime. *C*, the temporal distribution of progenitors or precursors in the pMN domain. *D*, expression of known markers along the motor neuron or OPC lineage ordered in pseudotime. Note that *isl1*, *mnx1*, and *neurod1* are enriched in the motor neuron branch, but *nkx2.2a*, *olig1*, *sox10* are enriched in the OPC branch. *E*, heatmaps of the most differentially expressed transcription factors prebranching, in the motor neuron and OPC lineages. The color *red* denotes upregulation; *blue* denotes downregulation of genes. OPC, oligodendrocyte progenitor cell.

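For the transcription factors marked in Supplemental Data 5, the ends of the branches were read from the classes, as pri-MN-like over pMN_1-like cells at 28 hpf for the MN branch and OPC/OL-like over pMN_1-like cells at 60 hpf for the OPC branch. A direction was called where the exact 95% interval of the log2 ratio lay on either side of 0. The OPC end rests on the pMN_1-like cells of 60 hpf, of which 451 of 524 lay in cluster 12. The leading genes of this cluster held 0 pMN_1 markers and included *gfap*, though its pMN_1 markers had a median log2 fold of 1.86. All 4 factors of group 1 (*her2*, *her9*, *hmgb2a* and *hmgb2b*) and all 18 factors of group 2 were lower at both ends. All 20 factors of group 3 were higher at the MN end, and 16 of these were lower at the OPC end. All 6 factors of group 4 were higher at the OPC end, and 5 were lower at the MN end. Group numbers are those of Supplemental Data 5, and they differ from the numbers in the text. Over both ends and all of the factors there were 100 ratios, and 92 of them had the same sign with the filter at 500 genes, the setting that changed most. At each end, the ratio of 1 factor was not resolved from 0.

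**Figure D3:**
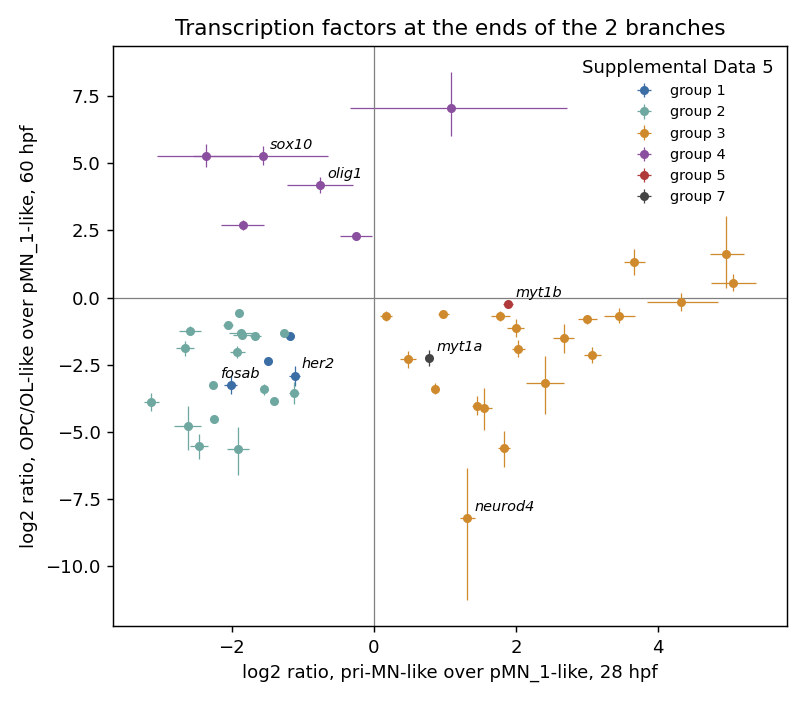
Log2 ratio of pri-MN-like over pMN_1-like cells at 28 hpf (horizontal axis) and of OPC/OL-like over pMN_1-like cells at 60 hpf (vertical axis) for each transcription factor marked in Supplemental Data 5, colored by its group there, with exact 95% intervals as lines. Groups 1 and 2 lie in the lower left, group 3 to the right of 0 and group 4 above 0.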

For the transcription factors, we observed four distinct gene expression patterns along the MN and OPC trajectories: (1) a pattern of a decrease in the MN but not in the OPC trajectory (Cluster 1); (2) a pattern of a decrease in either the MN or the OPC trajectory (Cluster 2); (3) a pattern of an increase in the OPC trajectory (Cluster 3); (4) a pattern of an increase in the MN trajectory (Cluster 4). 

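For *hmgb2a* (ENSDARG00000029722), the log2 ratio was -1.49 (-1.53 to -1.45) at the MN end and -2.36 (-2.46 to -2.25) at the OPC end. For *her6* (ENSDARG00000006514), it was -1.54 (-1.60 to -1.48) and -3.42 (-3.61 to -3.23), and for *her2* (ENSDARG00000038205) -1.11 (-1.19 to -1.03) and -2.90 (-3.29 to -2.54). The level of *her6* in pMN_1-like cells was 8.26 (8.07 to 8.45) UMIs per 10000 at 28 hpf and 8.81 (8.52 to 9.10) at 60 hpf.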

Cluster 2 included *hmgb2a*, *her6*, and *her2*, which are known for counteracting cell differentiation programming and maintaining the stemness of neural stem cells or progenitors. 

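The log2 ratio of *junba* (ENSDARG00000074378) was -2.05 (-2.12 to -1.97) at the MN end and -1.03 (-1.14 to -0.92) at the OPC end, that of *atf3* (ENSDARG00000007823) -1.89 (-1.93 to -1.86) and -0.59 (-0.66 to -0.51), and that of *junbb* (ENSDARG00000104773) -1.67 (-1.74 to -1.59) and -1.41 (-1.55 to -1.28). The 14 genes of a list of dissociation-response genes without these factors, such as *egr1* and *ier2b*, were all lower at the MN end too. In MN_2-like cells, *atf3* was at 10.1 (9.85 to 10.4) UMIs per 10000 at 28 hpf and 49.0 (48.2 to 49.8) at 60 hpf.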

Interestingly, genes previously identified as “regeneration-associated genes”, such as *junba*, *atf3*, and *junbb*, were also included in this cluster. This indicates that a complex dedifferentiation and neuron reprogramming process occurs in regeneration. In Cluster 3, transcription factors such as *olig1*, *sox10*, and *nkx2.2a* were included, consistent with their role in OPC lineage determination (Fig. 5, *D* and *E*). 

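At the OPC end, the log2 ratio was 4.18 (3.90 to 4.47) for *olig1* (ENSDARG00000040948), 5.27 (4.93 to 5.63) for *sox10* and 5.28 (4.87 to 5.72) for *nkx2.2a*. At the MN end it was -0.75 (-1.22 to -0.29), -1.56 (-2.54 to -0.64) and -2.36 (-3.05 to -1.73). The level of *olig1* in OPC/OL-like cells was 4.93 (4.68 to 5.19) UMIs per 10000.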

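At the MN end, the log2 ratio was 5.05 (4.74 to 5.37) for *mnx1*, 3.00 (2.87 to 3.14) for *lhx4* (ENSDARG00000039458), 2.03 (1.94 to 2.12) for *insm1a* (ENSDARG00000091756), 1.99 (1.88 to 2.11) for *insm1b* and 1.55 (1.44 to 1.67) for *neurod1* (ENSDARG00000019566). At the OPC end it was -0.81 (-0.99 to -0.64) for *lhx4*, -0.68 (-0.96 to -0.40) for *isl1*, -1.90 (-2.22 to -1.60) for *insm1a*, -1.13 (-1.46 to -0.81) for *insm1b* and -4.09 (-4.95 to -3.35) for *neurod1*.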

In Cluster 4, multiple transcription factors known for motor neuron specification, including *mnx1*, *lhx4*, *isl1*, *insml1a*, *insm1b*, and *neurod1*, were identified and defined as “MN transcription factors” (Fig. 5, *D* and *E*). These results were largely consistent with the differentially expressed gene (DEG) analysis between pri-MNs and OPCs, which revealed multiple differentially expressed genes or transcription factors for motor neuron or OPC fate determination (Fig. S5, *A* and *B*), indicating the reliability of the different algorithms.

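Pri-MN-like cells come from 28 hpf and OPC/OL-like cells from 60 hpf, so the classes were not set against each other directly. Against pMN_1-like cells of the same library, 3 factors of group 3 were higher in OPC/OL-like cells too. These were *mnx1*, with a log2 ratio of 0.56 (0.24 to 0.87), *onecut1*, with 1.32 (0.85 to 1.80), and *onecut3b*, with 1.62 (0.34 to 3.03). For *scrt2* of group 3 at the OPC end, -0.15 (-0.50 to 0.19), and *etv1* of group 4 at the MN end, 1.08 (-0.33 to 2.71), no direction could be read at this depth.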

### The role of *myt1* in the neuronal lineage

We noticed that the transcription factors *myt1a* and *myt1b* (two isoforms of *myt1* in zebrafish) stood out in Cluster 4 (Fig. 5*E*). 

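At 28 hpf, the level of *myt1a* (ENSDARG00000074030) was 8.88 (8.71 to 9.06) UMIs per 10000 in pri-MN-like, 5.16 (5.01 to 5.32) in pMN_1-like, 2.57 (2.48 to 2.66) in pMN_2-like and 4.51 (4.34 to 4.69) in MN_2-like cells. For *myt1b* (ENSDARG00000102879) it was 8.29 (8.12 to 8.45), 2.24 (2.14 to 2.34), 1.48 (1.41 to 1.55) and 9.71 (9.45 to 9.97) in the same order. At 60 hpf, *myt1b* reached 17.0 (16.8 to 17.2) in cluster 3, 18.8 (18.4 to 19.2) in cluster 9 and 16.9 (16.4 to 17.4) in MN_2-like cells, and 6.49 (6.24 to 6.74) in pMN_1-like cells. At this stage *myt1a* was at 2.45 (2.38 to 2.53) in cluster 3 and 1.79 (1.66 to 1.93) in pMN_1-like cells. In Supplemental Data 5, *myt1b* is in group 5 and *myt1a* in group 7.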

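Over pMN_1-like cells of 28 hpf, the log2 ratio in pri-MN-like cells was 1.89 (1.82 to 1.96) for *myt1b* and 0.78 (0.73 to 0.83) for *myt1a*. Over pMN_1-like cells of 60 hpf, the ratio in OPC/OL-like cells was -2.25 (-2.55 to -1.96) for *myt1a* and -0.23 (-0.32 to -0.14) for *myt1b*. OPC/OL-like cells held *myt1a* at 0.377 (0.310 to 0.454) and *myt1b* at 5.52 (5.26 to 5.80) UMIs per 10000. The ratios of *myt1a*, and that of *myt1b* at the MN end, kept their sign in each other setting that gave the classes. The filter at 500 genes moved the ratios of *myt1a* most, to 0.48 at the MN end and -3.78 at the OPC end. At the OPC end that value is read against other cells, since nearly all pMN_1-like cells of 60 hpf were then in 1 cluster of 930, whose leading genes held 0 pMN_1 markers and 1 pri-MN marker. Cluster 12, which holds most pMN_1-like cells of 60 hpf in the first clustering, also held 0 pMN_1 markers among its leading genes. The paper singles out *myt1a* and *myt1b* in its Cluster 4.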

*Myt1b* was significantly increased in the MN trajectory, while *myt1a* was increased in the MN trajectory but decreased in the OPC lineage. In line with this, we found that both *myt1a* and *myt1b* were enriched in motor neurons of zebrafish (Figs. 6, *A*–*C* and S6, *A*–*C*). Myt1, myelin transcription factor 1, was identified as a critical molecule in oligodendrocyte differentiation (31), but its role in spinal cord circuit formation has not been well characterized.

**Figure 6:**
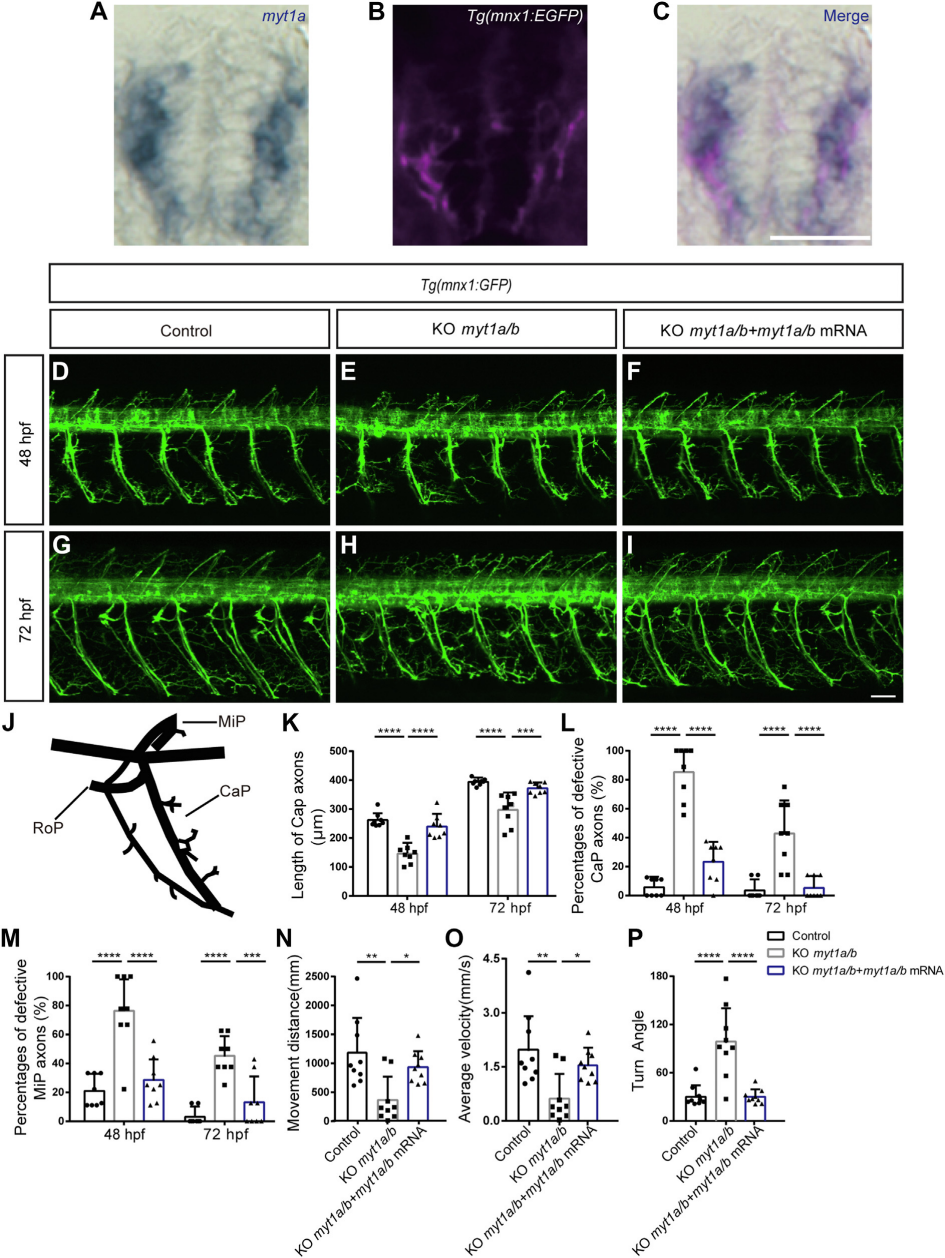
***Myt1* is necessary for the development of motor neurons.***A*–*C*, transverse sections of spinal cord showing *myt1a* RNA (*blue*) in *Tg(mnx1:EGFP)* (*pink*) embryos. Dorsal top, rostral left. The scale bar represents 25 μm. *D*–*I*, confocal imaging analysis of primary motor neurons in control, KO *myt1a/b*, and mRNA rescue groups at 48 hpf (*D*–*F*) and 72 hpf (*G*–*I*) *Tg(mnx1:GFP)*. *Arrowhead* denotes round-shaped and undifferentiated neuronal cells. The scale bar represents 50 μm. *Arrows* denote missing or shortened MiP or CaP axons. *Dashline* in (*H*) shows CaP axons at 72 hpf. Enlarged images of (*D*–*I*) are available at Fig. S7. *J*, schematic diagram of three primary motor axon projections (CaP, MiP, and RoP) in zebrafish. *K*, the length of CaP axons of zebrafish in the control group, in the KO *myt1a/b* group, and in the mRNA rescue group at 48 hpf (n = 8 in each group, ∗∗∗∗*p* < 0.0001, one-way ANOVA followed by Turkey’s test) and 72 hpf (n = 8 in each group, ∗∗∗∗*p* < 0.0001, ∗∗∗*p* < 0.001, one-way ANOVA followed by Turkey’s test). *L*, the percentages of defective CaP axons in the control group, the KO *myt1a/b* group, and in the mRNA rescue group at 48 hpf (n = 8 in each group, ∗∗∗∗*p* < 0.0001, one-way ANOVA followed by Turkey’s test) and 72 hpf (n = 8 in each group, ∗∗∗∗*p* < 0.0001, one-way ANOVA followed by Turkey’s test). *M*, the percentages of defective MiP axons in the control group, the KO *myt1a/b* group, and mRNA rescue group at 48 hpf (n = 8 in each group, ∗∗∗∗*p* < 0.0001, ∗∗∗*p* < 0.001, one-way ANOVA followed by Turkey’s test) and 72 hpf (n = 8 in each group, ∗∗∗∗*p* < 0.0001, ∗∗∗*p* < 0.001, one-way ANOVA followed by Turkey’s test). *N* and *O*, distance and velocity analysis in the control group, the KO *myt1a/b* group, and mRNA rescue group in 5 dpf larvae (n = 9, respectively, ∗∗*p* < 0.01, ∗*p* < 0.05, one-way ANOVA followed by Turkey’s test) by the video tracking software EthoVision XT. *P*, turn angle in the control group, the KO *myt1a/b* group, and mRNA rescue group in 5 dpf larvae (n = 9, ∗∗∗∗*p* < 0.0001, one-way ANOVA followed by Turkey’s test). All data were shown as the mean ± SD. ∗, ∗∗, ∗∗∗, and ∗∗∗∗ denote *p* < 0.05, *p* < 0.01, *p* < 0.001, *p* < 0.0001, respectively. n.s., not significant. hpf, hour post fertilization.

To determine the role of *myt1* in motor neuron specification, we used CRISPR/Cas9-mediated gene disruption of *myt1a* and *myt1b* (Fig. S6, *D* and *E*). We coinjected *myt1a* and *myt1b* sgRNAs and Cas9 protein into one-cell stage embryos and found up to 100% mutagenesis in either *myt1a* or *myt1b* DNA amplicons of F0 embryos (n = 11 and 13, respectively), as shown by Sanger sequencing at 48 hpf (Fig. S6, *F* and *G*). To test the extent of mutagenesis, we randomly selected three F0 samples and cloned 11 and 13 individual PCR amplicons in *myt1a* and *myt1b*, respectively. All clones had mutations (deletions, insertions, or nucleotide substitutions), and many of them led to an out-of-frame protein product (Fig. S6, *H*–*K*). Testing the stability of CRISPR, we found that the mutagenesis perdured for at least 3 months (Fig. S6*M*). In addition, the disruption of the myt1 gene was confirmed by quantitative RT-PCR, which showed a significant reduction in either *myt1a* or *myt1b* mRNAs compared to the WT levels (Fig. S6*L*).

To analyze the development of motor neurons, we used the transgenic line *Tg(mnx1:EGFP)* in which EGFP was driven by the motor-neuron–specific transcription factor *mnx1*. At 48 hpf, when many motor neurons have been actively generated, compared to controls, most motor neurons in *myt1* mutant had round cell bodies and lacked processes, which was considered to be an undifferentiated state (32) (Figs. 6, *D* and *E* and S7, *A* and *B*). In zebrafish, three primary motor neurons exist in the spinal cord: caudal primary (CaP) motor neurons, middle primary (MiP) motor neurons, and rostral primary (RoP) motor neurons, which innervate the ventral trunk musculature, dorsal trunk musculature, and muscle fibers in between, respectively (Fig. 6*J*). We viewed that many CaP or MiP axons were missing or shortened (Figs. 6, *E* and *K*–*M* and S7*B*). The average length of the CaP axons was significantly shortened (Fig. 6, *E* and *K*), and the defective CaP axons were dramatically increased in *myt1* mutant zebrafish (Fig. 6*L*). Approximately, 80% of MiP axons were missing or shortened in mutants (Fig. 6*M*). Most RoP axons in the mutant were observable. However, it was difficult to determine their start and end points, which precluded further quantitative analysis.

To exclude the possibility of developmental delay induced by CRISPR injection, we verified motor neuron specification at 72 hpf (Fig. 6, *G*–*I*), a time point when motor neuron generation is complete. In *myt1* mutants, the average length of CaP axons was significantly shortened (Figs. 6, *G*, *H* and *K* and S7, *D* and *E*), and ∼40% of CaP axons had defects in their anterior lateral projections (Fig. 6*L*). Approximately, 50% of MiP axons were missing or shortened (Fig. 6*M*). The motor neuron developmental defects induced by *myt1* CRISPR were rescued by coinjection of *myt1* mRNA (Figs. 6, *F*, *I* and *K*–*M* and S7, *C* and *F*). When we tested the role of *myt1* in OPC development, we did not find any obvious OPC specification defects (Fig. S8, *A*–*F*). This indicates that the maturation of motor neurons were not obligatory for the generation of OPCs.

We also tested the behavioral outcomes of *myt1* mutagenesis in 5 days larvae. *Myt1* mutants have disrupted locomotor activity, as shown by a reduction in distance and velocity (Fig. 6, *N* and *O*). Interestingly, we also found an increase in the turn angle, which was defined as the orientation of the head relative to the body when turning (Fig. 6*P*). These indicate that both locomotion and motor coordination were affected in *myt1* mutants. Interestingly, these defects can be rescued by coinjection of *myt1* mRNA (Fig. 6, *N*–*P*).

### The role of *lbr* in neural progenitor maintenance

The pMN_1 and pMN_2 clusters were enriched for *olig2* and developed into two lineages, indicating these were pMN progenitor cells. 

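The log2 ratio of *olig2* in pMN_2-like over pMN_1-like cells at 28 hpf was -0.81 (-0.83 to -0.79). In pri-MN-like cells of 28 hpf *olig2* was at 19.6 (19.3 to 19.8) UMIs per 10000, and in OPC/OL-like cells of 60 hpf at 47.6 (46.9 to 48.4). Radial glia-like cells of 28 hpf held 8.86 (8.60 to 9.13). With the filter at 500 genes, the ratio of *olig2* in pMN_2-like over pMN_1-like cells was 0.016.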

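The pMN_2-like class had a PAGA connectivity of 0.0319 with the pri-MN-like class and 0.0167 with the OPC/OL-like class. Both were below those of the pMN_1-like class, and the order was the same in each other setting that gave these classes in a joint graph. Nearly all pMN_2-like cells came from 28 hpf and all OPC/OL-like cells from 60 hpf, so the connectivity between these classes also spans the libraries.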

From lineage analysis, both motor neuron and OPC restricted precursors appeared to be derived from the cluster pMN_1 rather than the pMN_2 cluster (Fig. 2*A*). By DEG analysis, we found that multiple known proliferative markers were downregulated in pMN_1 compared to pMN_2, including *ki67*, *hmgb2a*, and *hmgb2b* (Fig. 7*A*). 

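At 28 hpf, the log2 ratio of *hmgb2a* in pMN_2-like over pMN_1-like cells was 1.25 (1.23 to 1.28) and that of *hmgb2b* (ENSDARG00000053990) 0.93 (0.90 to 0.96). The levels in pMN_1-like cells were 18.6 (18.3 to 18.9) UMIs per 10000 for *hmgb2a* and 15.18 (14.9 to 15.4) for *hmgb2b*, against 44.4 (44.0 to 44.8) and 29.0 (28.7 to 29.3) in pMN_2-like cells. At 60 hpf there were fewer than 20 pMN_2-like cells, so the contrast was made in the 28 hpf library alone.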

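Genes were compared between pMN_1-like and pMN_2-like cells at 28 hpf by size alone, with a pseudocount of 1 UMI per class. Of the 12863 genes with at least 20 UMIs in either class, 690 were at least 2-fold lower and 376 at least 2-fold higher in pMN_1-like cells, so 64.7% of these genes were lower. Cell cycle genes outside the lists left out took part in the clustering, so the lower genes in part follow from how the classes were made. At 1.5-fold the counts were 1431 lower and 1425 higher, and with predicted doublets removed 1217 and 510.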

Notably, the transition from pMN_2 to pMN_1 was accompanied by dramatic downregulation of expression of most genes and upregulation in fewer genes (Fig. 7*A*). GO analysis shows that genes downregulated in pMN_1 were enriched in cell cycle and chromosome-remodeling–related pathways (*e.g.*, chromosome segregation), indicating a decreased proliferative capacity in pMN_1. GO analysis for upregulated pathways in pMN_1 *versus* pMN_2 revealed that cell differentiation and neurogenesis pathways were enriched (Fig. 7, *B* and *C*).

**Figure 7:**
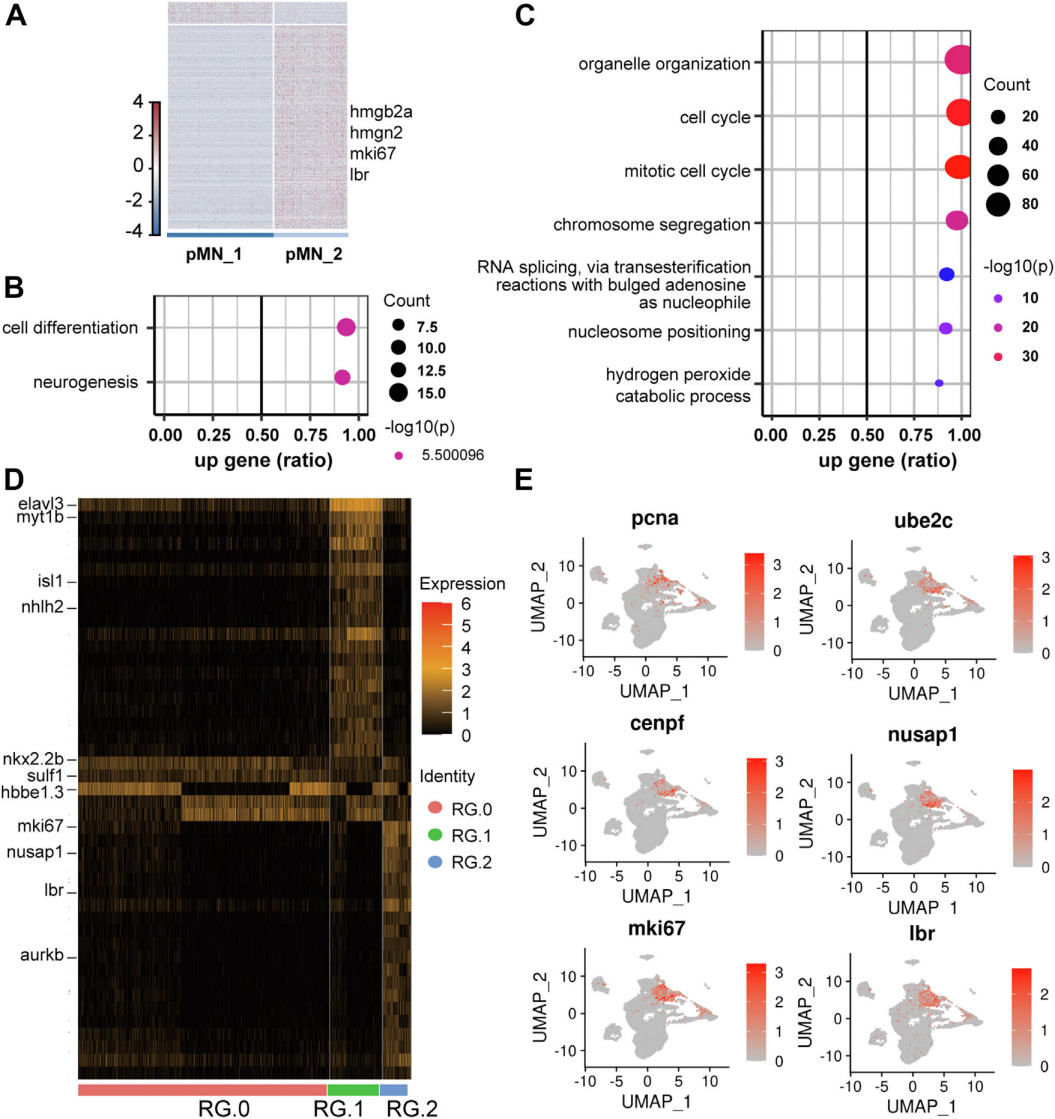
***lbr* is enriched in proliferative neural progenitor or radial glial cells.***A*, DEG analysis between pMN_1 and pMN_2. *B* and *C*, upregulated (*B*) and downregulated (*C*) pathways in pMN_1. *D*, enriched genes in subpopulations of radial glia. Notice that *lbr* is enriched in proliferative radial glia (RG_2). *E*, UMAP visualization of cell cycle–related genes. Panel *E*'s clusters are identical to those in Figure 1*B*'s. Notice that the expression of *lbr* is highly correlated with other cell cycle–related genes. DEG, differentially expressed gene; UMAP, Uniform Manifold Approximation and Projection.

Taken together, all of these results show that the pMN_2 cluster represents proliferating states while the pMN_1 cluster corresponds with differentiating states of neural progenitors; the transition between these two states is accompanied by dynamic transcriptional profiling changes, especially with the downregulation of genes involved in the cell cycle or proliferation. 

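Summed over its genes, the G2M list was at 73.1 (72.6 to 73.6) UMIs per 10000 in pMN_2-like cells, 23.1 (22.8 to 23.401) in pMN_1-like and 7.90 (7.74 to 8.06) in pri-MN-like cells at 28 hpf. In pMN_1-like cells at 60 hpf it was 22.0 (21.6 to 22.5). The list took no part in the clustering, while other cell cycle genes did. From the lower proliferation markers and the enriched pathways, the paper reasons that pMN_1 cells are progenitors on the way to differentiation and pMN_2 cells are proliferating.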

Our results indicate that proliferation of progenitors counteracts differentiation; when the cell proliferation capacity is reduced, differentiation occurs. 

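The excess of lower genes depended on the rule and on the clusters. Among the 9511 genes with at least 50 UMIs in either class, 518 were at least 2-fold lower and 165 higher in pMN_1-like than in pMN_2-like cells at 28 hpf. With each library clustered on its own, the counts at 20 UMIs were 571 lower and 518 higher. On simulated counts for 12806 genes, the rule found 198 of 200 genes changed 3-fold and counted 87 unchanged genes. The changed genes had at least 50 expected UMIs, and the counts varied by counting error alone.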

The number of downregulated DEGs in the differentiation state, which were enriched in chromatin remodeling and proliferation, consistently far exceeded the number of upregulated DEGs in our progenitor DEG analysis (Fig. 7, *A*–*C*).

By DEG analysis, we found that multiple known proliferative markers were downregulated in pMN_1 compared to pMN_2, including *ki67*, *hmgb2a*, and *hmgb2b* (Fig. 7*A*). 

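Among genes with at least 200 UMIs over both classes, the lowest log2 ratios of pMN_1-like over pMN_2-like cells at 28 hpf were those of *si:ch1073-153i20.5* (-4.18), *si:ch73-36p18.1* (-4.08), *foxm1* (-4.08), *hist1h2a11* (-3.67) and *cdca8* (-3.57). Histone genes such as *hist1h2a11* have near-identical copies between which the counting can split reads. The highest ratios were those of *apoc1* (5.20), *apoeb* (3.56), *hoxb13a* (3.20), *hoxa13a* (2.28) and *hoxa13b* (2.26). The *hox* genes and *apoeb* also led cluster 22, a small part of the pMN_1-like class.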

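The gene *lbr* (ENSDARG00000014013) was at 2.39 (2.30 to 2.48) UMIs per 10000 in pMN_2-like and 0.723 (0.667 to 0.783) in pMN_1-like cells at 28 hpf, a log2 ratio of 1.72 (1.60 to 1.85). The ratio was above 0 in each setting that gave both classes, and highest, 2.48, with the filter at 500 genes. In pri-MN-like cells *lbr* was at 0.126 (0.106 to 0.149). On simulated counts with counting error alone, which is what the interval assumes, it held the true ratio of *lbr* in 952 of 1000 draws.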

Several novel feature genes, for example, the *lbr* (lamin B receptor), were also dramatically decreased (Fig. 7*A*). Interestingly, *lbr* was also enriched in the proliferative radial glia (RG_2, Fig. 7*D*). 

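In the radial glia-like cells at 28 hpf, *lbr* was at 0.708 (0.60 to 0.831) UMIs per 10000 in sub-cluster 0, 0.555 (0.445 to 0.684) in sub-cluster 1 and 0.640 (0.503 to 0.802) in sub-cluster 3. These levels differed by less than the counting error. At 60 hpf, sub-cluster 2 held *lbr* at 0.198 (0.119 to 0.309). With predicted doublets removed, the sub-cluster highest in the G2M list at 28 hpf held *lbr* at 0.844 (0.728 to 0.974). The other one with at least 20 cells of 28 hpf held 0.638 (0.569 to 0.712). With all variable genes in the clustering, the intervals of the sub-clusters of 28 hpf overlapped, at 0.589 (0.513 to 0.674) and 0.535 (0.458 to 0.620). Over pMN_2-like cells, the log2 ratio of *lbr* in all radial glia-like cells at 28 hpf was -1.90 (-2.07 to -1.73), and it was -0.87 with at least 500 genes per cell. It was also closer to 0 at Louvain resolution 2, where the class gained a cluster of 370 cells of 28 hpf with cycling markers, which held *lbr* at 2.04 (1.90 to 2.19) and *mki67* at 5.79 (5.55 to 6.03), against 0.587 (0.517 to 0.663) and 0.754 (0.675 to 0.840) in the other radial glia-like cluster of 28 hpf.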

The correlated expression between *lbr* and other proliferation markers such as *pcna* (Fig. 7*E*) indicates that *lbr* might be important in the fate transition of neural progenitors.

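After thinning to the same depth, pMN_1-like, pMN_2-like and radial glia-like cells of 28 hpf were divided into 618 cells with a UMI of *lbr* and 2313 without. Of the cells with *lbr*, 56.6% (52.6 to 60.6) held *mki67* and 34.3% (30.6 to 38.2) held *pcna*, and of the cells without it 25.1% (23.36 to 26.9) and 28.8% (26.9 to 30.6), with exact binomial 95% intervals. For *cdk1* the shares were 14.1% (11.4 to 17.1) and 5.45% (4.56 to 6.45), while the intervals overlapped within each pMN class, with 18.2% (14.7 to 22.2) and 13.9% (11.4 to 16.6) in pMN_2-like and 2.54% (0.527 to 7.25) and 1.83% (1.11 to 2.85) in pMN_1-like cells. Within pMN_2-like cells alone, *pcna* was found in 34.2% (29.7 to 38.9) of the cells with *lbr* and 34.7% (31.2 to 38.3) of those without. The share with *mki67* was higher in the cells with *lbr*, at 68.8% (64.2 to 73.2) against 61.3% (57.6 to 64.9), and these intervals overlapped at their ends only. An overlap of separate intervals, here or for *cdk1*, does not show that the shares are equal. Within pMN_1-like cells, the shares were 22.9% (15.7 to 31.5) and 8.59% (6.96 to 10.5) for *mki67*, and 36.4% (27.8 to 45.8) and 25.5% (22.9 to 28.3) for *pcna*. A UMI of *lbr* was found in 37.5% of thinned pMN_2-like and 10.2% of thinned pMN_1-like cells, against a background of 1.80% in MN_2-like cells. Before thinning these shares were 82.0%, 31.9% and 5.14%, at median depths of 8511, 6204 and 7214 UMIs per cell.

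**Figure D4:**
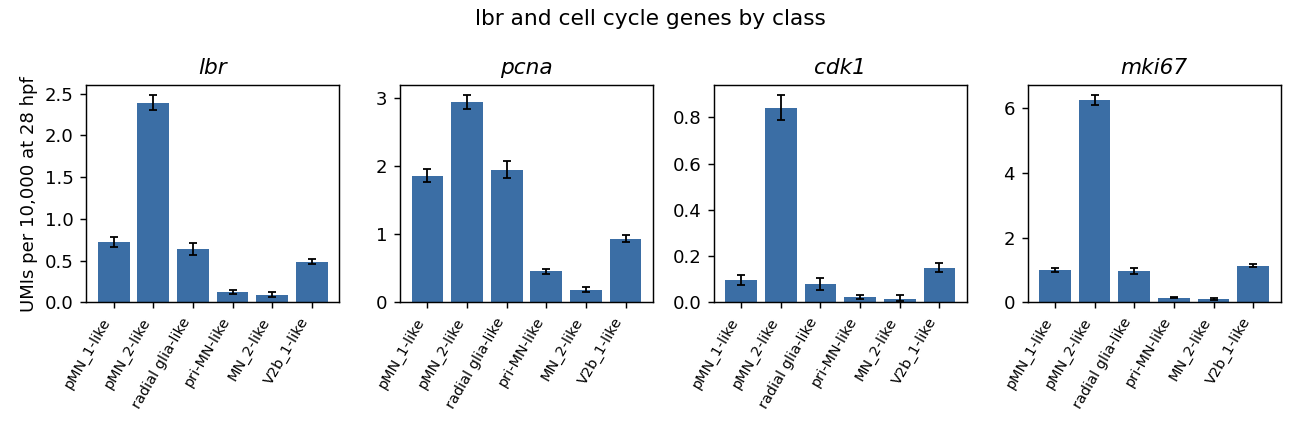
UMIs per 10000 of *lbr*, *pcna*, *cdk1* and *mki67* by class at 28 hpf, with exact Poisson 95% intervals as error bars that cover counting error only. Each of the 4 genes is highest in pMN_2-like cells, where *lbr* stands at 2.39.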

LBR is known for its role in neutrophil differentiation; a deficiency in LBR led to improper neutrophil nuclear lobulation, which is a feature of the Pelger-Huët anomaly (33). However, the role of the LBR in neural progenitor cells has not been explored. Loss of the LBR in zebrafish led to severe developmental defects (34), which precluded further analysis.

To test the role of the LBR in neural stem/progenitor cells, we isolated them from fetal rat spinal cords and transduced them with either a scramble control (shNC) or two individual lentivirus LBR shRNAs targeting two different coding regions of the Lbr (shLbr-1, shLbr-2). Both shLbr-1 and shLbr-2 were robust in reducing LBR expression, with an efficiency up to 100%, as shown by Western blot (Fig. 8*H*).

**Figure 8:**
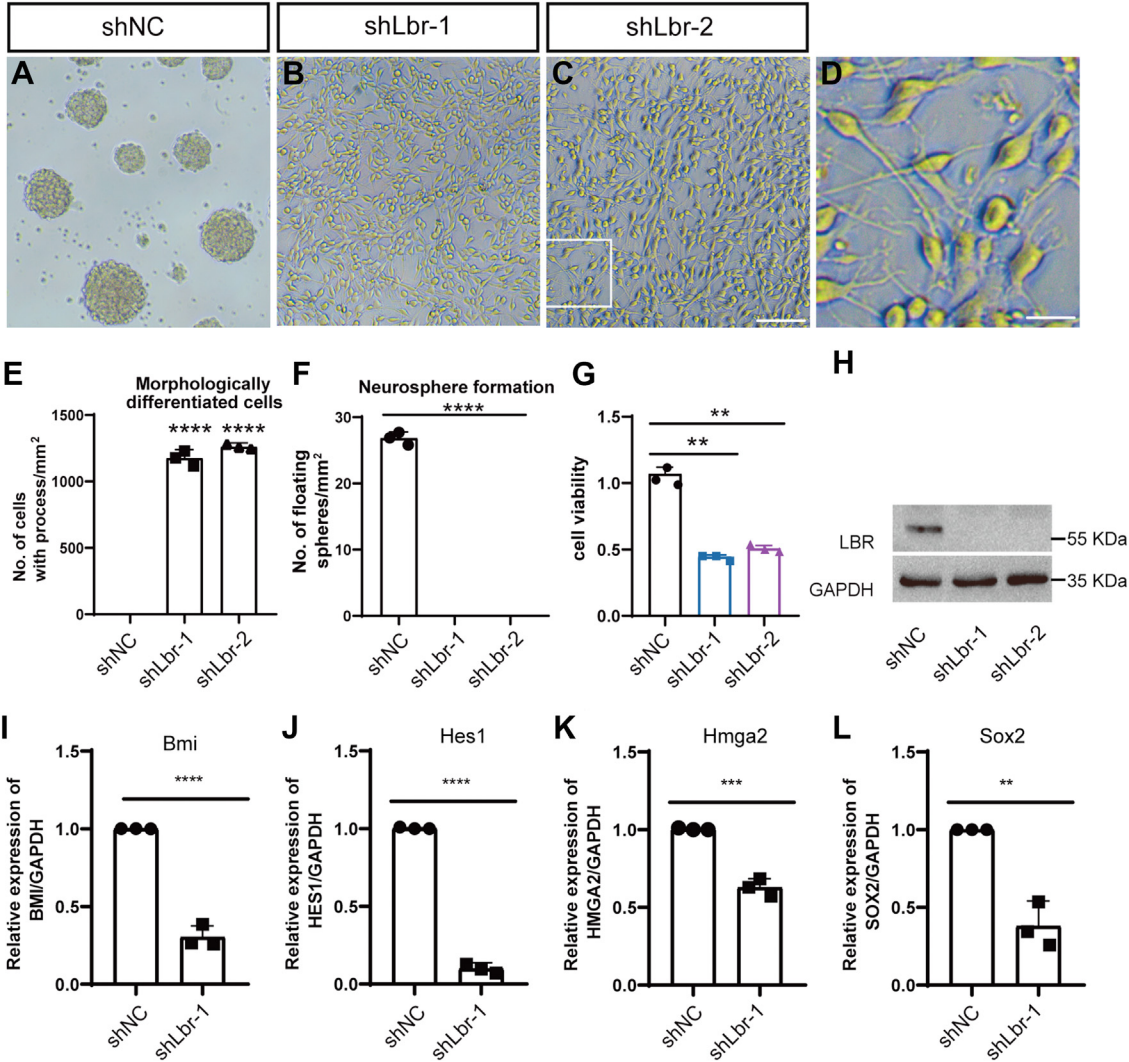
**Cell culture of neural stem cells dissected from mouse brain.***A*–*C*, morphology of cells transfected with a scrambled control (shNC, *A*) and Lbr knock down lentivirus (shLbr-1 and shLbr-2, *B* and *C*). The scale bar represents 100 μm. *D*, the enlarged images from the boxed area in (*C*). The scale bar represents 25 μm. *E* and *F*, quantification of cells with processes (*E*) and the number of neurosphere formation (*F*). *G*, CCK8 analysis of cells transfected with Lbr lentivirus. *H*, Western blot reveals a dramatic decrease of LBR expression in cells transfected with shLbr-1 or shLbr-2. *I*–*L*, qPCR analysis of stemness-related genes. Data were shown as the mean ± SD. ∗∗, ∗∗∗, and ∗∗∗∗ denote *p* < 0.01, *p* < 0.001, *p* < 0.0001, respectively.

Two days after seeding single cells, neurospheres formed readily in the group transduced with the control shRNA (Fig. 8*A*), and their identity was confirmed by immunofluorescent staining with nestin (Fig. 9*C*), a neural stem/progenitor cell marker. Conversely, few neurospheres were detected in neural stem cells transduced with either shLbr-1 and shLbr-2. Instead, these cells adhered to the plates, with significant changes in morphology (Fig. 8, *B*–*D*). Greater than 98% of these adherent cells bore processes, strongly resembling differentiated cells (Fig. 8, *B*–*D*). Consistently, multiple stemness-related genes including Sox2, Hmgn2, Hes1, and Bmi were significantly downregulated when transfected with shLbr (Fig. 8, *I*–*L*). In addition, cell number was reduced when the LBR was knocked down as shown by CCK8 analysis (Fig. 8*G*).

**Figure 9:**
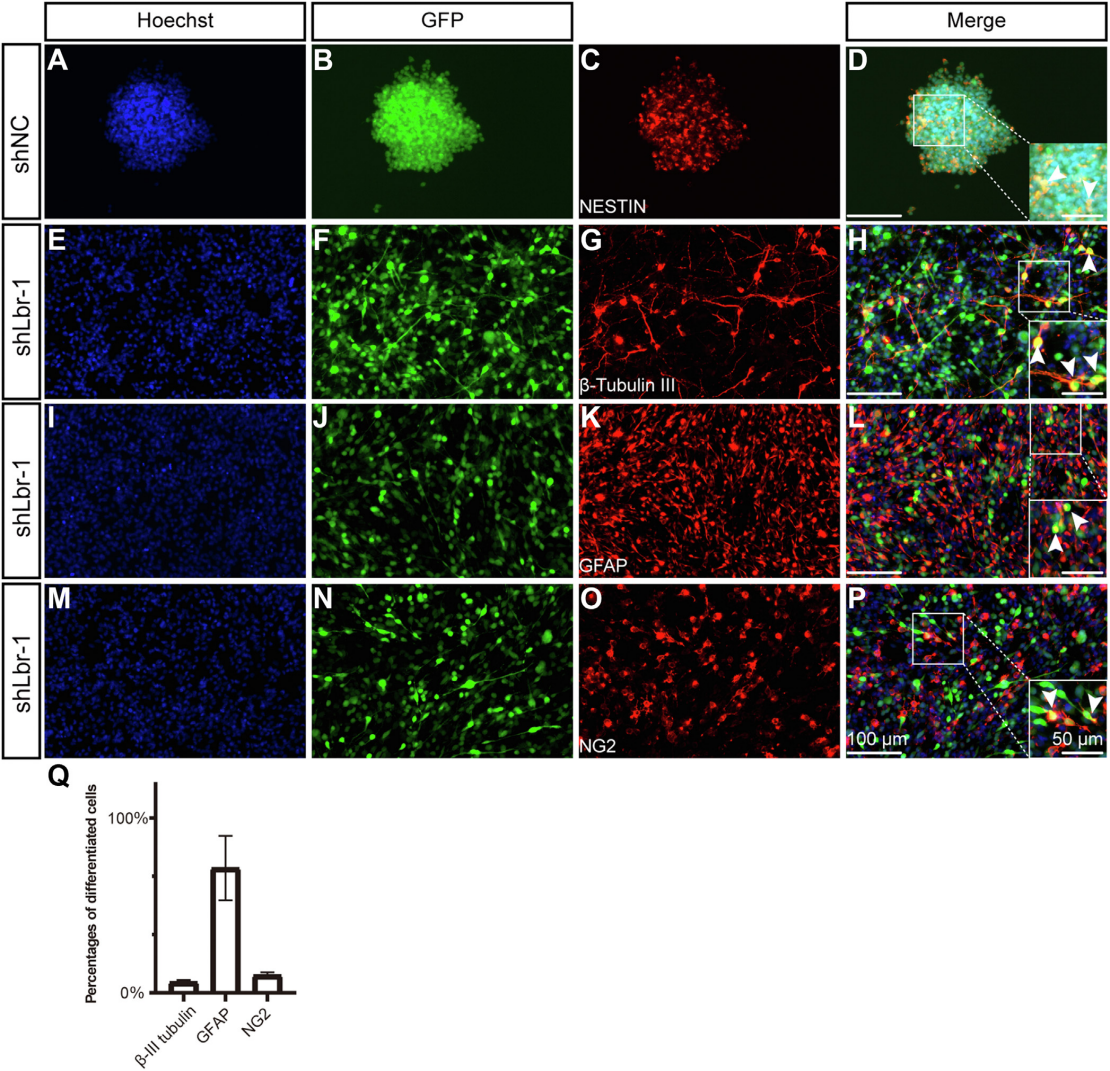
**Characterization of cells transfected with Lbr lentivirus.***A*–*D*, neurospheres formed in shNC. *E*–*P*, cell morphology and antibody staining in cells transfected with Lbr lentivirus. Hoechst (counterstaining for cell nuclei), GFAP (an astrocytic marker), NG2 (an OPC marker), and β-III tubulin (a neuronal marker) are used. The scale bar represents 100 μm in (*P*). The scale bar represents 50 μm in enlarged images. GFP is carried by the lentivirus. *Arrowheads* represent representative colabeling between GFP and β-III tubulin, NG2, or GFAP. Not all colabeled cells are marked. *Q*, quantification of differentiated cells transfected by Lbr lentivirus. Data were shown as the mean ± SD. OPC, oligodendrocyte progenitor cell.

To characterize the identity of these cells transfected with shLbr, we used several markers: GFAP for astrocytes, β-III tubulin for neurons, and NG2 for OPCs. Cells that lost the LBR stained positive for either GFAP, β-III tubulin, or NG2 (Fig. 9, *A*–*Q*). Therefore, the loss of the LBR was sufficient for spontaneous differentiation even in the neural stem medium. To summarize, loss of the LBR led to spontaneous differentiation of the stem cell population accompanied by a weakened self-renewing capacity. This observation highlights the capability of scRNA to not only decipher cell states or properties but also to offer a powerful approach for detecting transcriptional regulators in cell fate determination.

### Web-based tools for exploration

Cell cluster definition is not well established in zebrafish due to the relative paucity of databases, and zebrafish have unique cellular expression signatures compared to mammals. We generated a web-based tool for our scRNA-seq datasets, including not only *olig2*^+^ cells (progenitors, precursors, as well as multiple states of motor neurons) but also interneurons and other cells sorted by FACS. With this interface, users can visualize gene transcription levels and patterns and/or explore highly expressed genes in each individual cluster. This tool is available at: https://nantongneurokeylab.shinyapps.io/cell_browser/.

## Discussion

Our study, utilizing scRNA-seq, examines *olig2*^+^ multiple progenitors in the spinal cord, which differ in fates and transcriptome signatures. We also characterize lineage-enriched factors involved in regulating zebrafish pMN progenitor development and experimentally demonstrate that *myt1* is necessary for motor neuron development and that *lbr* is important for the maintenance of stemness in neural stem/progenitor cells. Our study suggests a new interpretation for the apparent conflicts in previous research regarding the motor neuron and OPC lineages and provides molecular programming for neural progenitor fate transitions.

We find that the *olig2*^+^ cells are more heterogeneous than expected, because they include not only known pMN progenitors for motor neurons and OPCs but also progenitors for interneurons and *olig2*^+^ radial glia (dividing cells). *olig2* is enriched in one subpopulation of interneurons (Interneuron_7), whose lineage seems disconnected from the pMN progenitors (Fig. 2*A*). Though the pMN domain is defined by the expression of *olig2*, cells profiled by virtue of expressing an *olig2*^+^ reporter may not only derive from the pMN domain. The Olig2-Cre and Olig2-reporter can drive expression in interneurons (35), which could be due to transient expression of Olig2 in interneurons prior to cross-repressive interactions sharpening the boundary of the pMN and adjacent interneuron domain. Interestingly, radial glia, as neural progenitors, may also generate neurons enriched for motor neuronal markers. The motor neuronal projections labeled with the *gfap* reporter show up after 48 hpf and have few branches, indicating that these are secondary motor neurons. This is consistent with the finding that *gfap*^+^ cells can colabel with gata2^+^ secondary motor neurons (36). This may explain why previous results had differing conclusions as to the identity of cell lineages traced by this single *olig2* reporter (3, 7). Our study shows that with only a single marker/reporter, *olig2*, for example, it is hard to distinguish different subpopulations of progenitors, and this may lead to inaccurate lineage tracing. Understanding the heterogeneity of olig2+ cells is crucial for obtaining the desired cell lineage. Our interactive website offering signature genes in each subpopulation will give researchers access to a powerful tool to develop more specific markers for cell labeling. In future studies, it may be necessary to integrate multiple techniques including newly developed DNA-barcoding technologies to decipher the lineages or fates of neural progenitors (37).

The characteristics of pMN progenitors identified provide an in-depth understanding of previous findings regarding the lineage analysis of glia and neurons. Both common and distinct progenitor models have been proposed for the motor neurons and oligodendrocytes. Analyses of the progeny of clones isolated from neural tissue in mice, chick, and zebrafish support a common progenitor model, in which progeny clones contain lineage cells for both motor neurons and OPCs (6, 7, 38). However, live imaging analysis suggests a distinct progenitor model (3). Interestingly, to some extent, our single cell data regarding the diversity of *olig2*^+^ progenitors with two different motor neuron lineages can fit into both of these two apparently conflicting models. In addition, the existence of progenitors for radial glia, interneurons, OPCs, and motor neurons is consistent with the finding that multiple cell types can arise from the same clone of *olig2*^+^ cells (6, 7, 38). Similar to recent work (24), we also find pri-OPCs appearing as early as 28 hpf, when motor neurons are actively generated. This seems to support a “segregating” model in which motor neurons and oligodendrocyte precursors segregate early (39). However, the ratio of this subpopulation was much lower than that of the pri-MN at early stages of development, which may explain why a single *olig2*+ clone cell mainly generates neurons instead of OPCs (3, 7). The percentages of progenitors or precursors are temporally dynamic, with pMN progenitors decreasing with time, suggesting a more restricted fate at later stage. Therefore, the timing of analysis of progenitors and their progeny is also an important factor to consider. Our study also reveals that pri-MNs have a low proliferation score, which is consistent with the finding that progenitors generating motor neurons seldom divide (3).

Though the diversity of pMN progenitors has been recently characterized (24), the transcriptome features and molecular programming for lineage priming are not clear. In concert with fate transition, we find that progenitor markers and genes enriched in metabolic pathways vary. Though these might be consequences of fate determination, it would be interesting to explore whether different molecules/regulators are deployed to maintain undifferentiated states in the progenitors or precursors and whether metabolic cues can interact with transcription factors driving fate determination, since they can also act as key regulators for fate determination (40). Lineage analysis of the single-cell transcriptome deepens our understanding of molecular programs driving neuron or OPC fate determination and elucidates lineage-enriched factors. Early studies focused on the role of myt1 in oligodendrocyte differentiation (31), and its role in neuron specification has been recognized recently (41). Our work shows that myt1 is upregulated in motor neuron precursors, indicating that it may function in neuron fate determination. Though Myt1 was found important for oligodendrocyte differentiation in mice (31), we did not find that myt1 deficiency led to OPC specification defects. For future work, it would be interesting to dissect out the specific role of myt1 in OL lineage development (including OPC specification and oligodendrocyte maturation) in both mice and zebrafish. It may be also interesting to explore how this transcription factor works with general neuronal transcription factors, for example, neurogenin 1 and neurogenin 2, and motor neuron-specific transcription factor, for example, insm1 or insm2. In addition, we noticed that myt1 is highly enriched in neuronal cells, including the motor neuron lineage and interneurons (Supplemental Data 1), indicating its critical role in neuronal fate determination. 

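In V2b_1-like cells *myt1a* was at 4.42 (4.32 to 4.53) UMIs per 10000 at 28 hpf and 2.38 (2.15 to 2.63) at 60 hpf, and *myt1b* at 7.26 (7.12 to 7.39) and 6.23 (5.85 to 6.62). V3-like cells held *myt1a* at 7.25 (6.67 to 7.88) and 3.09 (2.83 to 3.38), and *myt1b* at 8.35 (7.72 to 9.02) and 10.0 (9.55 to 10.5). Radial glia-like cells had 1.84 (1.72 to 1.97) and 0.364 (0.255 to 0.504) for *myt1a*, and 0.945 (0.861 to 1.04) and 1.63 (1.39 to 1.90) for *myt1b*.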

One limitation of our study is that the cell-autonomous roles of myt1 in motor neurons were not validated due to technical constraints. The MYT1 family includes three proteins: MYT1, NZF3, and MYT1l (MYT1-like). MYT1l has been implicated in neuronal reprogramming either alone or in combination with the transcription factors ASCL1 and BCL2 (42, 43). Neuronal reprogramming has been applied to generate neurons in many diseases and pathological states, including spinal cord regeneration, Parkinson’s Disease, and Alzheimer’s Disease (44, 45, 46). Therefore, it might be interesting to explore the role of MYT1 in neuronal reprogramming, which may offer new insights into neuronal regeneration.

During neutrophil differentiation, LBR expression is increased and critical for myeloid cell growth and functional maturation (33). The LBR has also been shown to inversely regulate muscle cell differentiation (47), suggesting that it could be a general molecule used by various cell systems to transition to a different cell fate. Loss of Lbr weakened the ability of neural stem cells/progenitors to self-renew, resulting in spontaneous differentiation into neurons or glia in our study. For further work, it would be interesting to explore the cell-autonomous role of LBR in cell stemness. Neural stem cell transplantation has been widely used to generate neurons or glial cells to replace lost cells following trauma or degeneration (48), in which cell expansion *in vitro* and tumorigenesis *in vivo* are challenging issues. Low differentiation and high proliferation rates are critical for stem cells/progenitors in tumorigenesis and self-renewal. Based on the role of LBR found in this study, it may be a potential molecular target for cell transplantation modification.

In conclusion, our work provides insights into the characteristics of progenitors and precursors in the pMN domain, which is essential for understanding the basis of nervous system circuit formation. The identification of critical programming in cell fate determination may also increase our understanding of CNS disorders and may be harnessed for neuronal regeneration.

## Experimental procedures

### Ethics statement

All animal experiments were performed in accordance with the NIH Guide for the Care and Use of Laboratory Animals (http://oacu.od.nih.gov/regs/index.htm). All procedures and protocols were approved by the Administrative Committee for Experimental Animals, Jiangsu Province (Approval ID: SYXK (SU)2007–0021).

### Zebrafish husbandry and collection of embryos

WT and transgenic zebrafish *Tg(olig2:dsred)*^*vu19*^ (14), *Tg(sox10*:*GFP)*^*ba2*^ (49), and *Tg(mnx1:GFP)*^*ml2*^ (50) were obtained from the China Zebrafish Resource Center. Zebrafish feeding and embryo manipulations were conducted according to standard protocols in the Nantong Zebrafish Core Facility. The adults were raised at 28 °C, with 14/10 h light-dark cycles. Embryos were raised in petri dishes at 28 °C.

### Single cell isolation and sorting

The transgenic line *Tg (olig2:dsRed)* was outcrossed to WT fish, and embryos were anesthetized at 28, 42, and 60 hpf with 0.04% MS-222 and dechorionated. Heads were removed rostral to the hindbrain-spinal cord boundary using a 24 G needle. The remaining trunks were deyolked in deyolking buffer (55 mM NaCl, 1.8 mM KCl, and 1.25 mM NaHCO3) and minced with fine scissors. Samples were dissociated with 0.25% trypsin at 28 °C for 30 min followed with 1 mg/ml collagenase II for 20 min. 10% fetal bovine serum was added to terminate the enzymatic reaction. Samples were passed through a 70 μm strainer and sorted with a BD FACS-Aria fusion machine as previously reported (51). FACS was performed in the core facility of Shanghai Institute of Nutrition of Heath, Chinese Academy of Sciences. FACS gating scatter plots with gating strategy was provided in the Fig. S9.

### Single cell capture, sequencing, and data processing

The cell suspension (300–600 cells/μl) was loaded onto a 10× Chromium platform according to the manufacturer’s instructions. Captured cells were lysed, and released RNAs were reverse transcribed into complementary DNAs (cDNAs). cDNAs were amplified and libraries were generated with the Single Cell 3′ Library and Gel Bead kit V3. The libraries were sequenced on an Illumina Novaseq 6000 with at least 100,000 reads per cell (CapitalBio Technology) using 150 bp paired-end runs. The Cell Ranger, downloaded from https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/latest, was used to de-multiplex Illumina output and generate feature-barcode matrices.

### Cell clustering and lineage analysis

Genes detectable in more than two cells were defined as “expressed”. Cells with <1000 genes detected were removed. Counts were normalized to 10,000 and transformed into logarithmic scales. A neighborhood graph was embedded using UMAP displaying the top 4000 highly variable genes across cells. Cells were clustered by the Louvain Algorithm. The trajectory interface of all cell clusters was done using the layout 'fa'. These analyses were performed by the Python-based SCANPY package, designated as PAGA (23). Trajectory lineages of pMN progenitors or precursors were also analyzed with Monocle with built-in R (30). For PAGA analysis, clustering of all cells as well as clustering of subpopulations of pMN progenitors and precursors were performed. For Monocle analysis, only subpopulations of pMN progenitors/precursors were analyzed.

### *Myt1* CRISPR/Cas9

One-cell stage zebrafish embryos from *Tg(mnx1:GFP)*^*ml2*^ (50) outcrossed to WT were injected with 450 pg Cas9 protein (Novoprotein, E365), 225 pg *myt1a*, and 225 pg *myt1b* sgRNAs. SgRNA synthesis was performed as previously reported (52). Briefly, double-stranded DNA for the gRNA was PCR amplified with the template vector pMD 19-T and the following primers were used: *myt1a* sgRNA forward: GGGGGACTCCTGGAACAGGC, *myt1b* sgRNA forward: GGCCGCAGTCTGTCAGGCTG, and universal reverse: AAAAAAAGCACCGACTCGGTGCCAC. Amplicons were purified with the DNA clean & concentrator kit (Zymo Research). Functional sgRNA was transcribed using the MegashortscriptTM kit (Thermo Fisher Scientific) and purified with the Megaclear kit (Thermo Fisher Scientific).

### Verification of mutagenesis generated by CRISPR

Genomic DNA was extracted from 48 or 72 hpf embryos and analyzed as previously described (53). In brief, 50 mM NaOH was used to lyse embryos heated at 95 °C for 30 min. DNA surrounding the *myt1a* and *myt1b* sgRNA regions was amplified with their respective primers: *myt1a* F:GACCACCAGTACTTCAGCGG R:CGGCGATGTCCATGACCTTA; *myt1b* F:AGCATGAAACTGGAGAGCGT R:TCGAAGGCACGGATTGTCTT. The targeted DNA regions were purified and sequenced by Sanger sequencing. To analyze the frequency of mutagenesis, amplified PCR products from F0 embryos were cloned into PCR4.0 TOPO (ThermoFisher). Plasmids from individual colonies were isolated and sequenced by Sanger sequencing (Genewiz, Inc). qRT-PCR was used to detect the mRNA levels of *myt1* in crispants and embryos with Cas9 injected alone. Each reaction was performed in triplicate at 48 hpf. Primers for *myt1a* were forward 5′- TCACAGAGGTCAGAGGTCACT-3′ and reverse 5′-CGTCCTGTCGTCTAAGCTGT-3; and primers for *myt1b* were forward 5′- AACCCCTGGGTGTGATGGAA-3′ and reverse 5′- CTGTTGACATGACCCTGACCA-3.

### Analysis of larval locomotor activity

Larval behavior was tracked at 5 dpf with an Ethovision XT 13.0 equipped with a Basler GenlCam (Basler acA 1300-60) at a rate of 25 images/s. At 5 dpf, larvae were transferred into a 24-well plate with one larva per well. After acclimatization in the DanioVision Observation Chamber (Noldus Information Technology) for 5 min in the dark, swimming behavior was recorded for 10 min. We used a light/dark flash model with 10 s (seconds) light followed by 10 s dark (30 cycles, for a total of 10 min). This model was to evaluate the response of larvae to acute illumination changes. The light/dark program settings of this method were derived from the manufacturer's manual. The parameters we analyzed included total distance moved, average speed, angular velocity, and turn angle. To calculate total distance moved, we inferred distance moved relative to the center. 0.2 mm was set as the threshold value to exclude slight movements that were not considered to be swimming.

### *In situ* probe generation and *in situ* hybridization

*In situ* RNA probes for *olig2*, *mnx1*, *myt1a*, *myt1b*, insm1a, and *tac1* were generated by a plasmid-free approach as reported previously (54). Primers used for probes were listed in Table S1. cDNAs from 2 and 3 dpf embryos were amplified with related primers, and PCR products were purified with the Zymo Research DNA Clean & Concentrator-5 kit. T7 polymerase was used to make digoxigenin-labeled antisense probes for *in situ* hybridization. Whole-mount *in situ* hybridization and fluorescence *in situ* hybridization followed by immunostaining of embryo sections were performed as previously described (53).

### Microscopy and image analysis

Confocal images of transgenic zebrafish were acquired as previously described (52). Live Tg(olig2:dsRed;sox10:EGFP) and Tg(mnx1:EGFP) embryos were mounted lateral side up in low-melt agarose. Confocal z-stacks were taken with the same confocal settings (*e.g.*, the same PMT and imaging speeds). Analysis was performed on max Z projections in ImageJ. Approximately, seven consecutive spinal cord segments in the confocal imaging windows were analyzed, with the most rostral segment over the caudal margin of the yolk sac. To quantify the length of the CaP axons, we imported the images into Imaris Software (Oxford Instruments), traced the axons, and calculated their lengths. In addition, we used ImageJ to calculate the length of RoP and MiP axons. For quantification of the OPC lineage cells, puncta were tabulated with ‘analyze particles’ in ImageJ with a size of 0.01 to infinity and a circularity of 0.01 to 1.00. Experiments were performed blinded to the experimental condition and the observer was blinded to the experimental groups before scoring or measuring.

### Neural stem/progenitor cell isolation and culture

An adult female SD rat, pregnant for approximately 14 days, was deeply anesthetized by isoflurane inhalation and euthanized by cervical spondylolysis. Brains of the fetal rats were excised, placed in ice-cold PBS, and the cerebral cortex was carefully dissected out. The cortices were triturated with a pipette for a few minutes, passed through a 40 μM filter to obtain a single cell suspension, and plated in complete culture media composed of DMEM/F12 (corning,10-092-CV), 1× B27 (Gibco, 17504-044),1× PS (Beyotime, C0222), 20 ng/ml EGF (Peprotech, AF-100-15-100), and 20 ng/ml bFGF (Novus, NBP2-35152). Primary cultures were grown for 4 days and cells were passaged every 3 days. Cells from passages 2 to 4 were used for all experiments.

### Lentivirus transduction

For lentiviral transduction experiments, cells were plated in 24-well plates at a density of 20,000 cells/well. Lentiviral shLbr-1 and shLbr-2, which target CACCAGAGGACCTGTACCTTT and TACCTCCTCTGGTTCTTCCTT, respectively, were transduced into the neural stem cells immediately after passaging, to inhibit the expression of the gene Lbr. Five hundred microliters of the complete culture media was added 12 h later to ensure nutrient-rich growing environment. Seventy-two hours after viral transduction, GFP expression was used to determine the transduction efficiency. Neural stem cells were treated with lentiviral particles at an MOI of 10. Each dish was divided into two halves by marking the cap, and an experimenter blind to the treatment conditions randomly captured one image from each half. The image fields captured covered roughly a 0.96 mm^2^ area, and images were analyzed with ImageJ software (NIH) to quantify the number of neurospheres and morphologically differentiated cells in each image. In each experiment, at least three culture dishes were treated for each condition, and measurements from each of the dishes were averaged. Each experiment was triplicated.

### Western blot

Cultured cells were lysed in a buffer including protease and phosphatase inhibitors. The concentration of total protein was measured by a BCA kit (Beyotime). Protein was denatured at 95 °C for 5 min. Protein (∼30 μg) was loaded for each lane and separated on SDS-PAGE gels (Beyotime). Following the transfer, the blots were incubated overnight at 4 °C with a polyclonal antibody against LBR (1:1000, rabbit; Invitrogen PA5-42709) or a GAPDH antibody (1:20,000, mouse; Sigma G8795) as a control. Following incubation with an horseradish peroxidase–conjugated secondary antibody, the blots were developed by ECL (Pierce). Intensity of the respective bands was analyzed with Image J.

### Immunofluorescence

Cells were grown on coverslips in the wells of 24-well plates. At desired stages, the cells were fixed with 4% paraformaldehyde for 15 min and further permeabilized with 0.3% Triton X-100. Cells were blocked with PBS/3%BSA/1% Triton X-100 and further washed with PBS every 10 min for three times. Cells were incubated with the primary antibody at 4 °C overnight and further washed with PBS every 10 min for three times and followed by an incubation of the secondary antibody at room temperature. The following primary and secondary antibodies were used: mouse anti-GFAP (1:1000, Invitrogen, A-11029), Rabbit anti-NG2 (1:500 MILLIPOREAB5320), Rabbit β-III tubulin (1:500 Abcam ab18207), DAR Cy3 (1:1000 Jakson 712-165-153), DAM Cy3 (1:1000 Jakson 715-165-151).

### Statistical analysis

GraphPad Prism (version 6.01) was used for statistical analysis of the data. For confocal image analysis in either Figure 6 or Figure 7, ten 3 μm Z intervals of consecutive trunk spinal cord sections were stacked with max Z projection in Image J. For analysis in two groups, a two-tailed *t* test (unpaired) was performed. For analysis in three groups, one-way ANOVA was performed. No tests were used to predetermine the sample sizes. Sample sizes were determined by animal availability and the number necessary for definitive results. Data were shown as the mean ± SD. Animal numbers as well as statistical results (*e.g.*, degrees of freedom, test name, and *p* values) were reported in corresponding figure legends. *p* < 0.05 was considered to be statistically significant. One-cell stage embryos were randomized selected for Cas9 or Cas9/sgRNA injections. Live transgenic embryos in the control or experimental group at the desired time points (48 hpf, 72 hpf, or 96 hpf) were all included for confocal analysis. No outliers or samples were excluded from our experiments. For quantification, data were collected from two biological replicates.

## Data availability

The data for this study are available in the Sequence Read Archive of the National Institutes of Health (GEO accession: GSE179096 and GSE186163) and the interactive website https://nantongneurokeylab.shinyapps.io/cell_browser/. Computer codes are available at: https://github.com/lingf85/scRNA-zebrafish.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare no competing interests.

# Supplementary material for: Expression of myelin transcription factor 1 and lamin B receptor mediate neural progenitor fate transition in the zebrafish spinal cord pMN domain
**Source:** J Biol Chem. 2022 Sep 5;298(10):102452. doi: 10.1016/j.jbc.2022.102452
**Supplement:** Supplemental Figures S1–S9 and Table S1

**Expression of myelin transcription factor 1 and lamin B receptor mediate neural progenitor fate transition in the zebrafish spinal cord pMN domain**

**Lingyan Xing^1#*^, Rui Chai^1#^, Jiaqi Wang^2#^, Jiaqi Lin^2^, Hanyang Li^1^, Yueqi Wang^3^, Biqin Lai^4^, Junjie Sun^1^, Gang Chen^1,5*^**

# These authors contributed equally

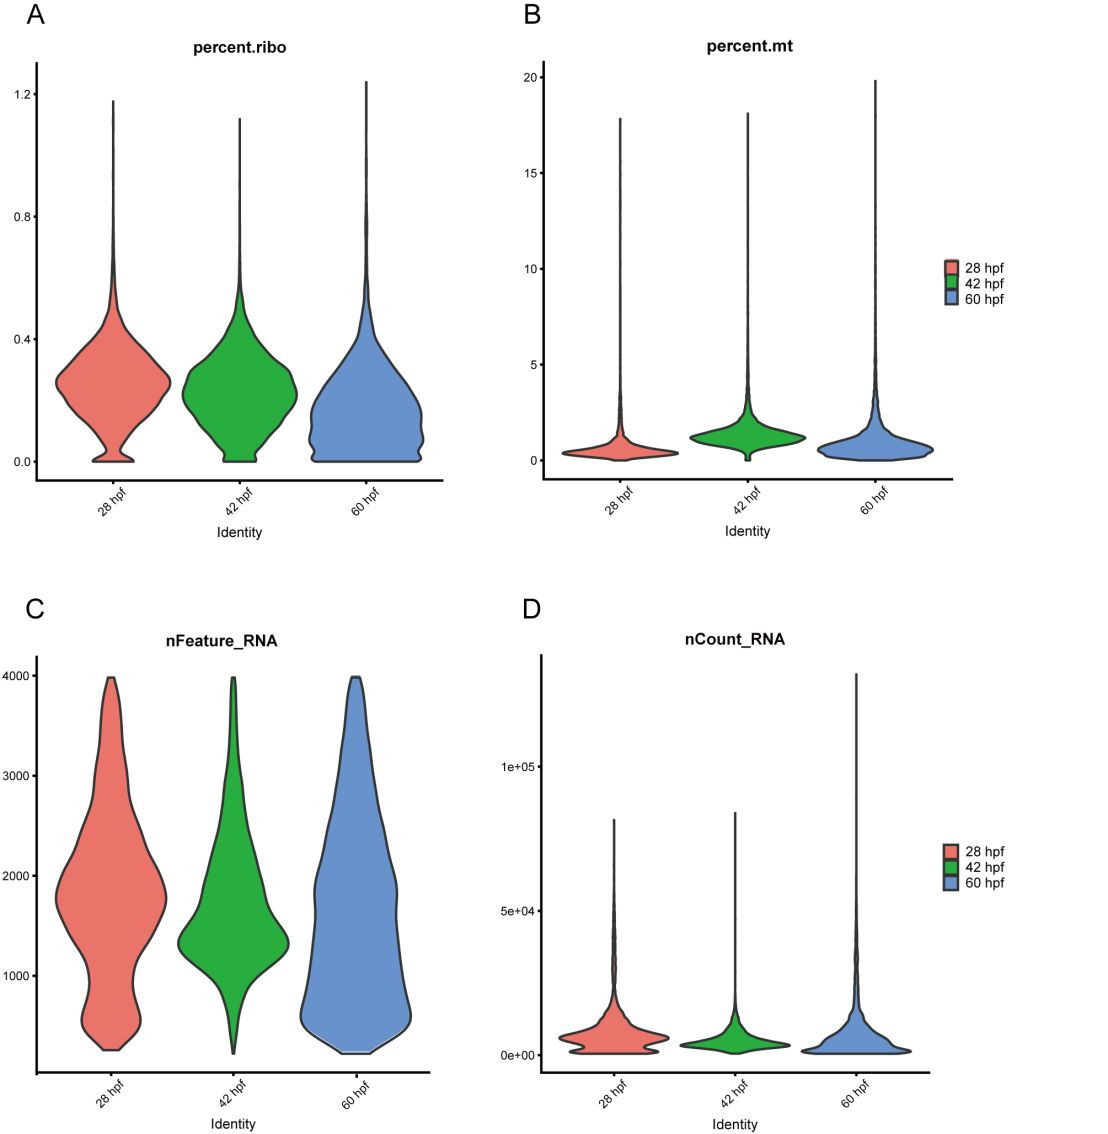

Supplemental Figure 1. Technical performance of scRNA-seq. A-D) The violin plots showing the percentage of ribosome (A) and mitochondrial genes (B), nfeature RNA (the number of genes detected) (C), and RNA counts (UMI) (D).

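These plots describe the library before any biological reading, as the share of UMIs on ribosomal and on mitochondrial genes, the genes detected and the UMIs of each cell. In the cells kept, the median share of UMIs on ribosomal protein genes was 28.1% at 28 hpf and 16.4% at 60 hpf, and on mitochondrial genes 0.449% and 0.683%. Hemoglobin genes took 15.8% of all UMIs at 28 hpf and 21.1% at 60 hpf. Of these cells, 93.9% and 90.3% had at most 4000 genes.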

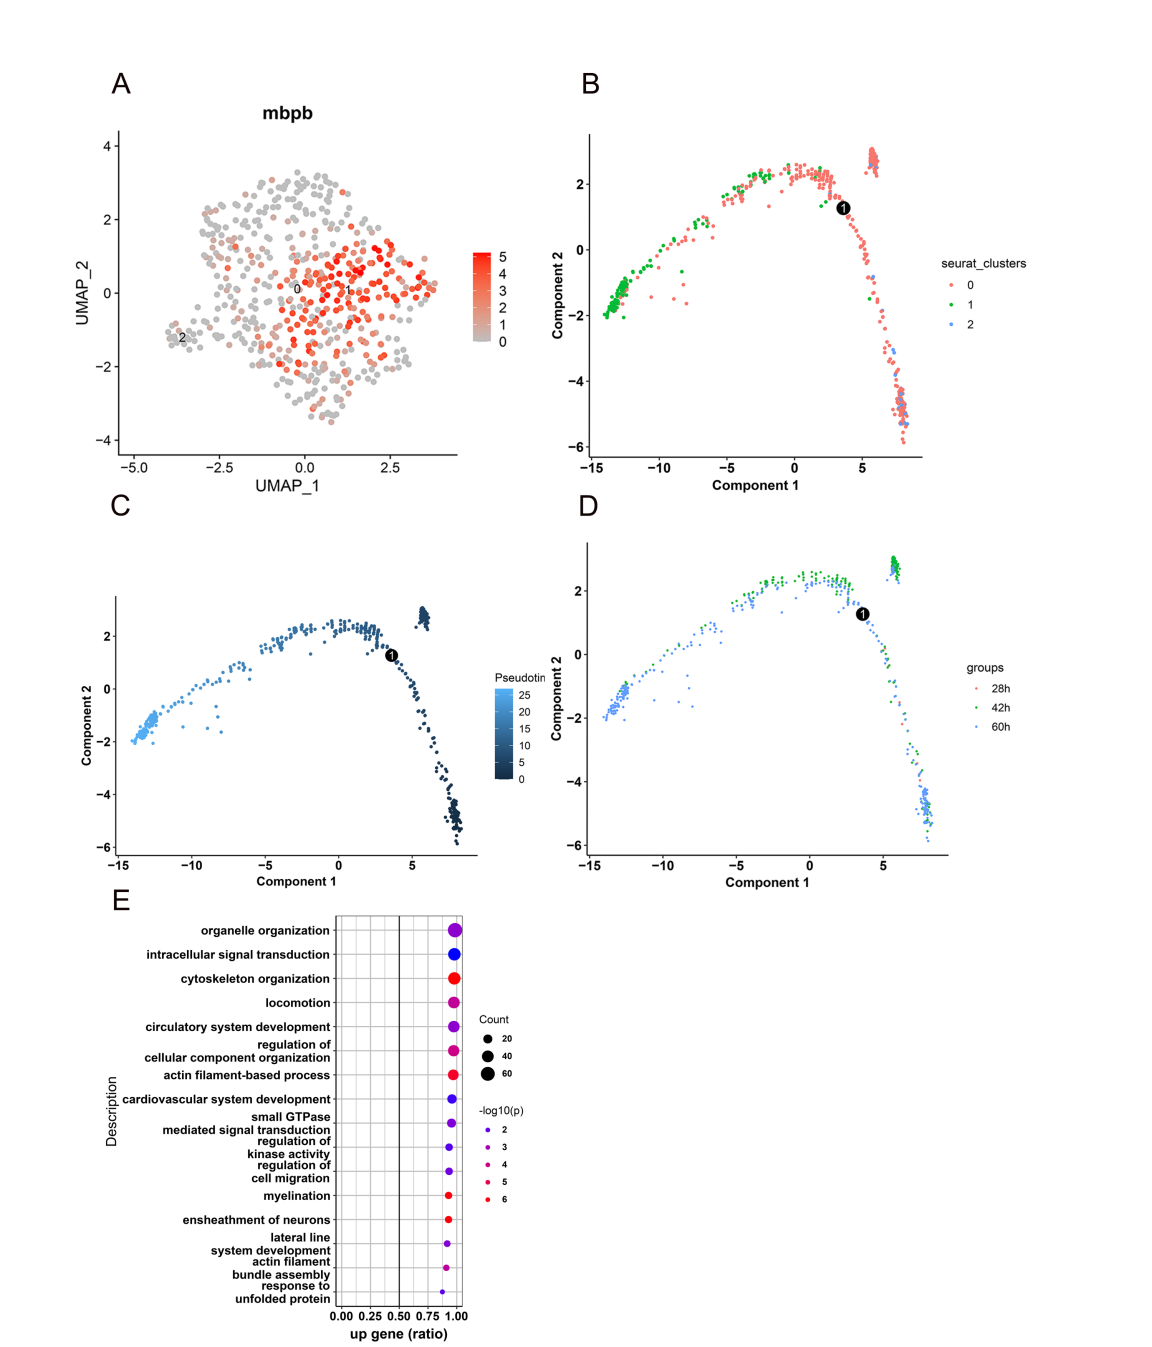

Supplemental Figure 2. Subpopulation and lineage analysis in the OPC/OL cluster. A) UMAP visualization of *mbpb* expression. *Mbpb* is enriched in Subpopulation 1 of OPC/OL. B-C) Pseudotemporal ordering of cells by PAGA. The lighter color depicts more mature cells, and the darker color denotes younger cells (C). D) Pseudotemporal ordering of cells at different time points. E) Go term enriched in the Subpopulation 1.

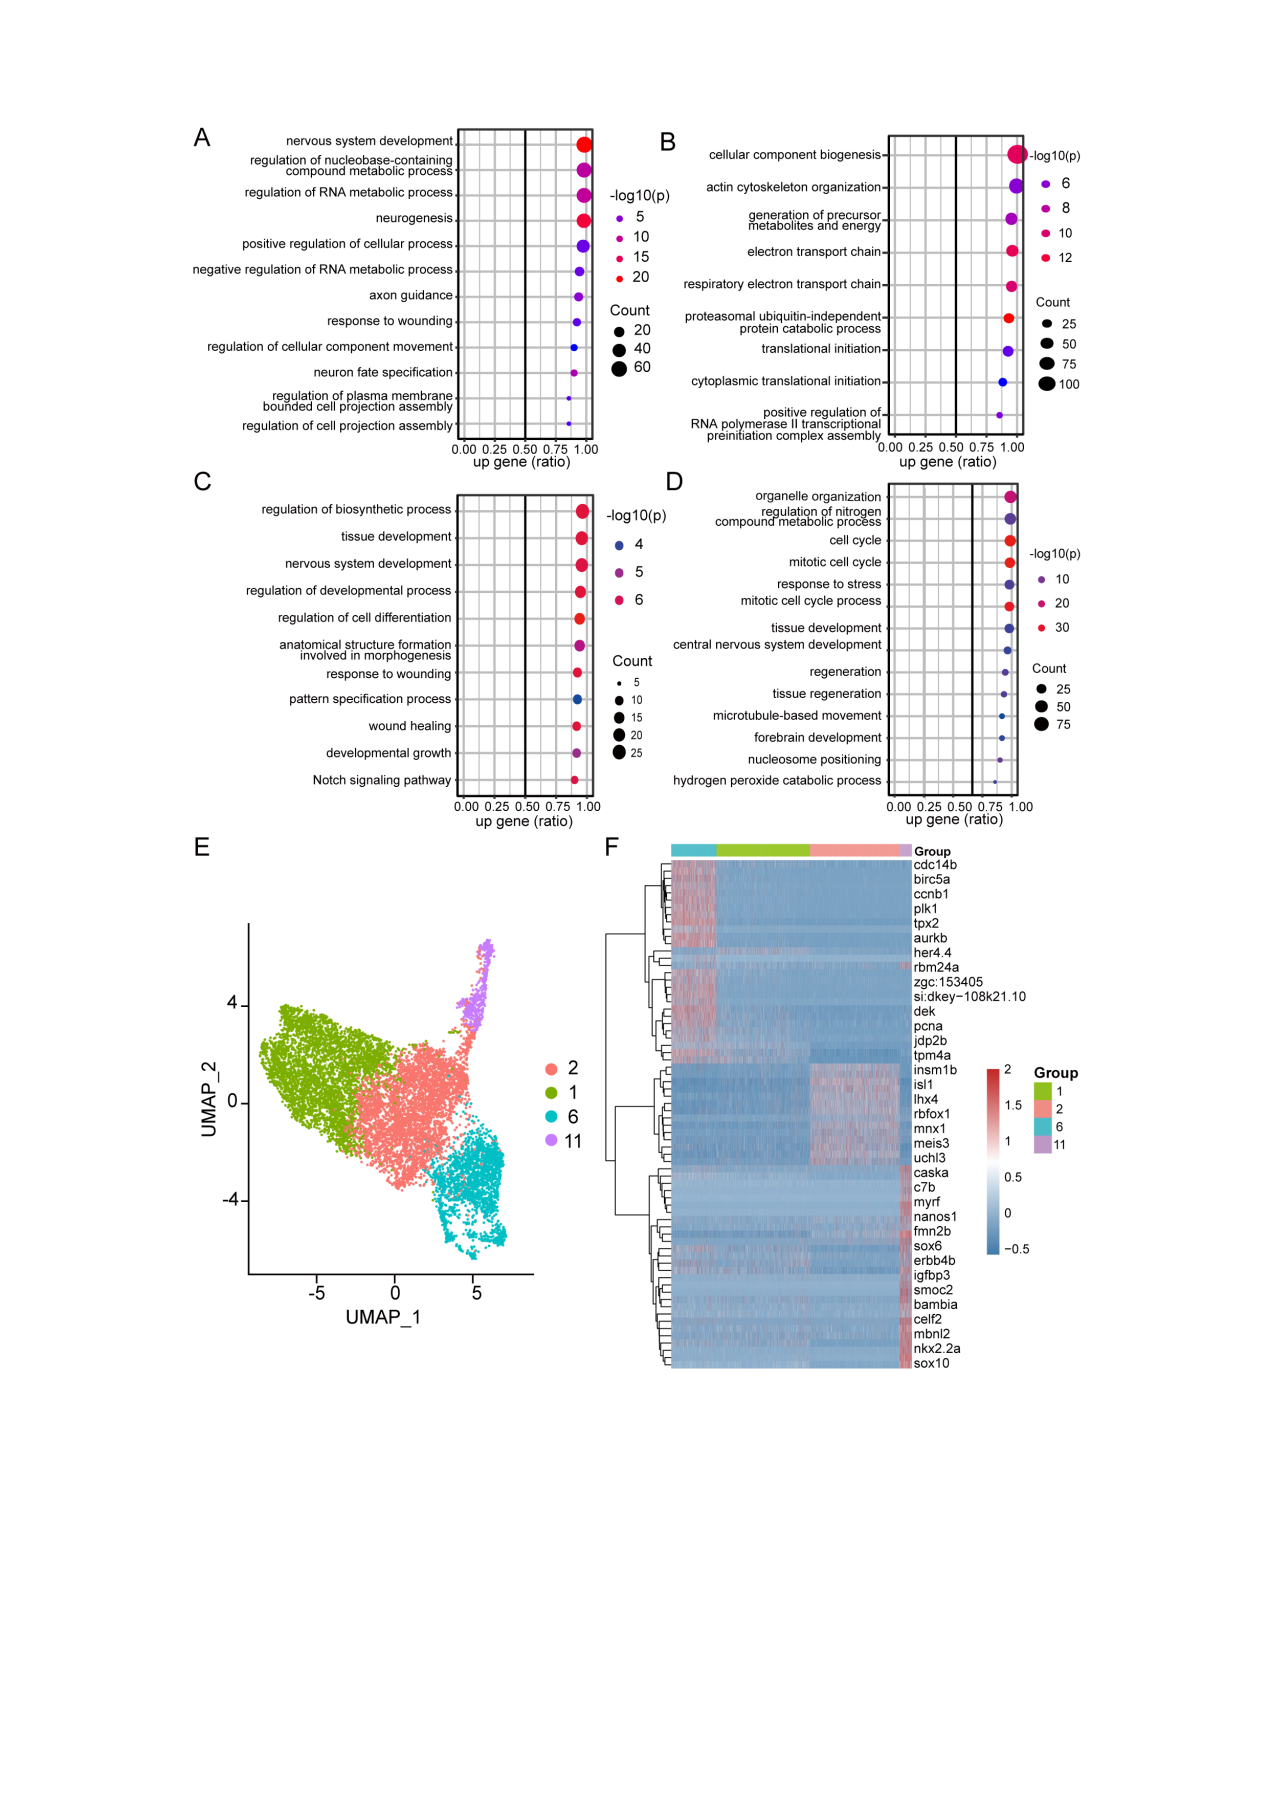

Supplemental Figure 3. Go term enrichment and metabolic genes analysis in progenitors or precursors for motor neurons or OPCs. Go term enrichment in pri-MN (A), OPCs (B), pMN_1 (C), and pMN_2 (D). E) Cell clustering by metabolic genes. The cell clusters shown here are the same as those in Figure 1B. 1, pMN_1; 2, pri-MN; 6, pMN2; 11, OPC/OL. F) Heatmaps of selected metabolic genes in *olig2^+^* progenitors or precursors.

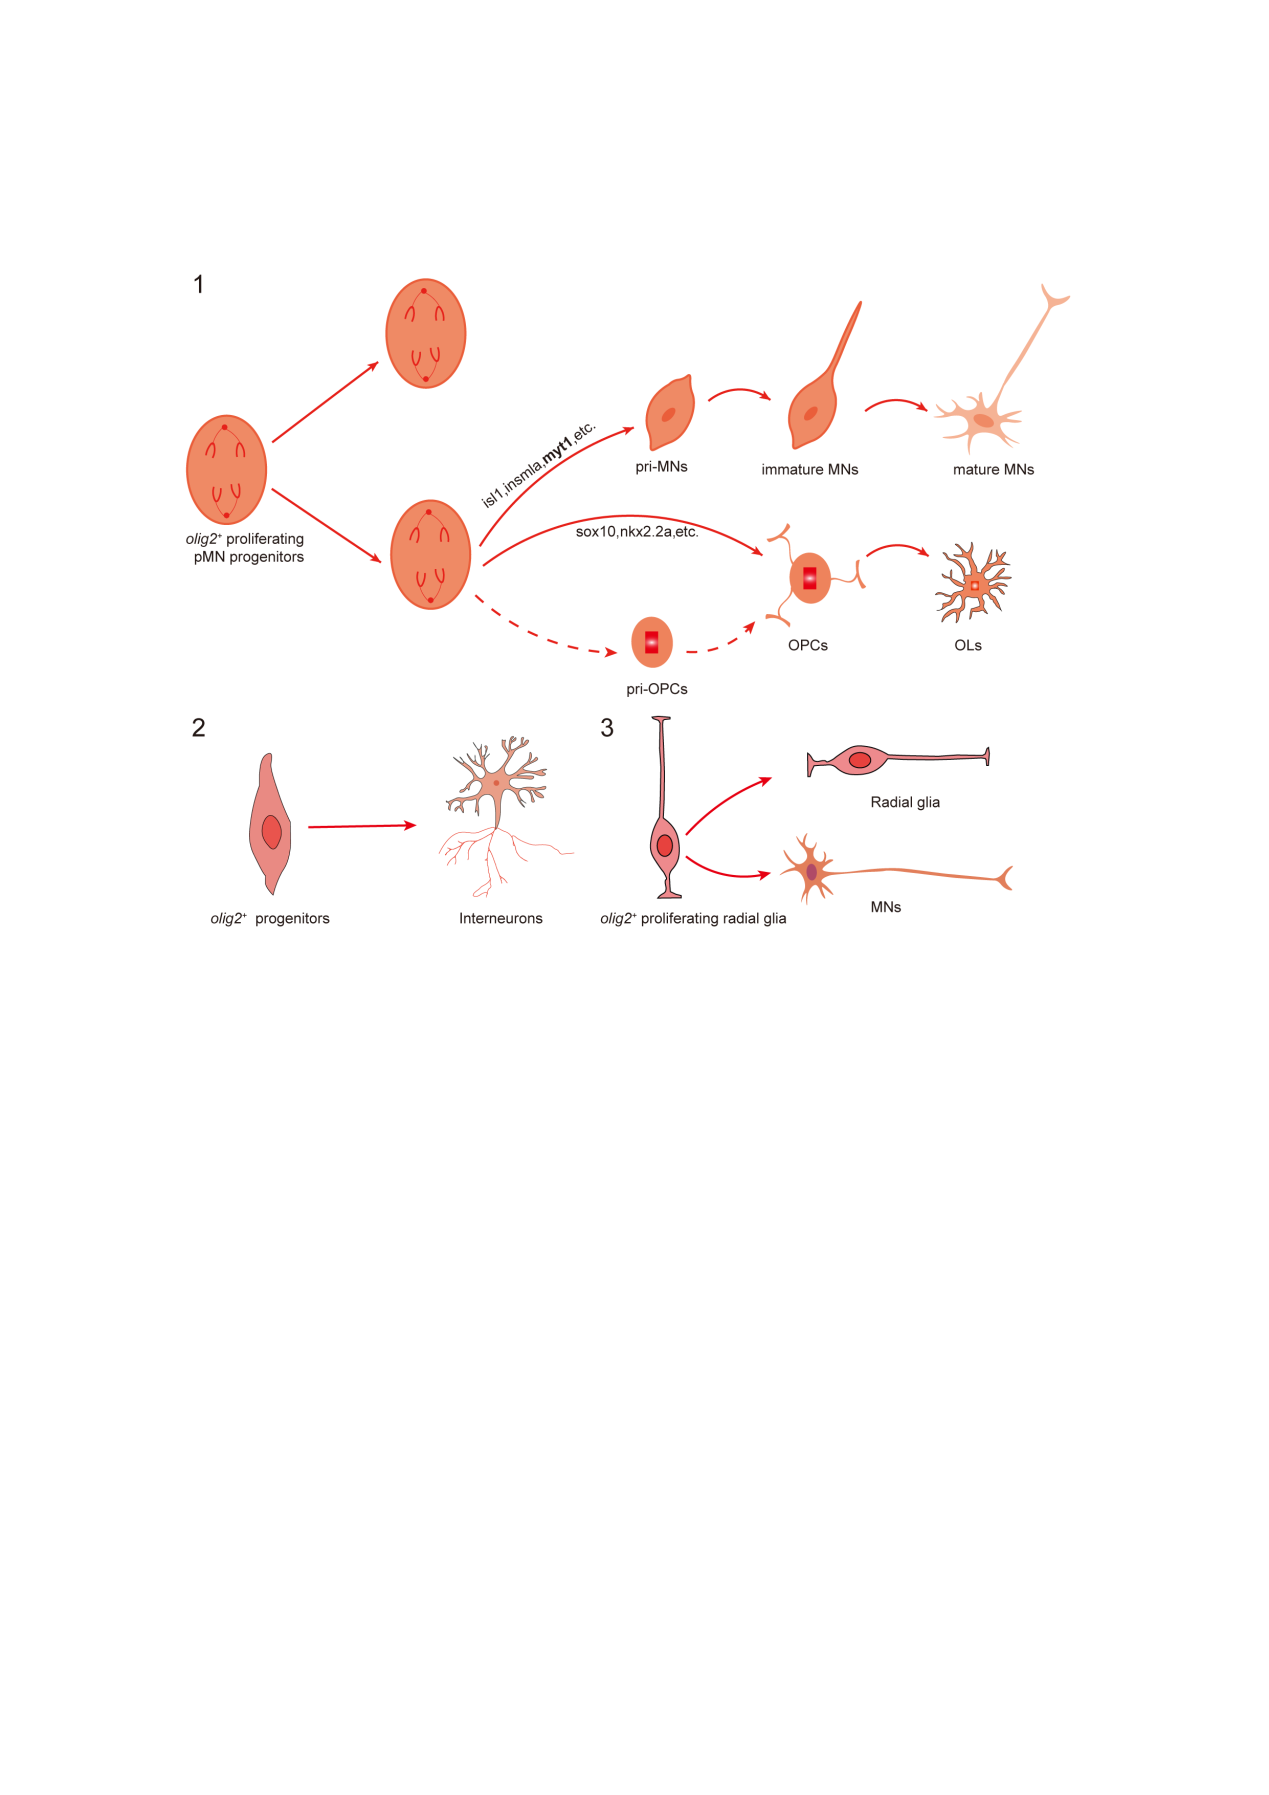

Supplemental Figure 4. Working models for the heterogeneity of *olig2^+^* neural progenitors. *Olig2^+^* progenitors could be pMN progenitors for OPCs and MNs, interneuron progenitors, and radial glia.

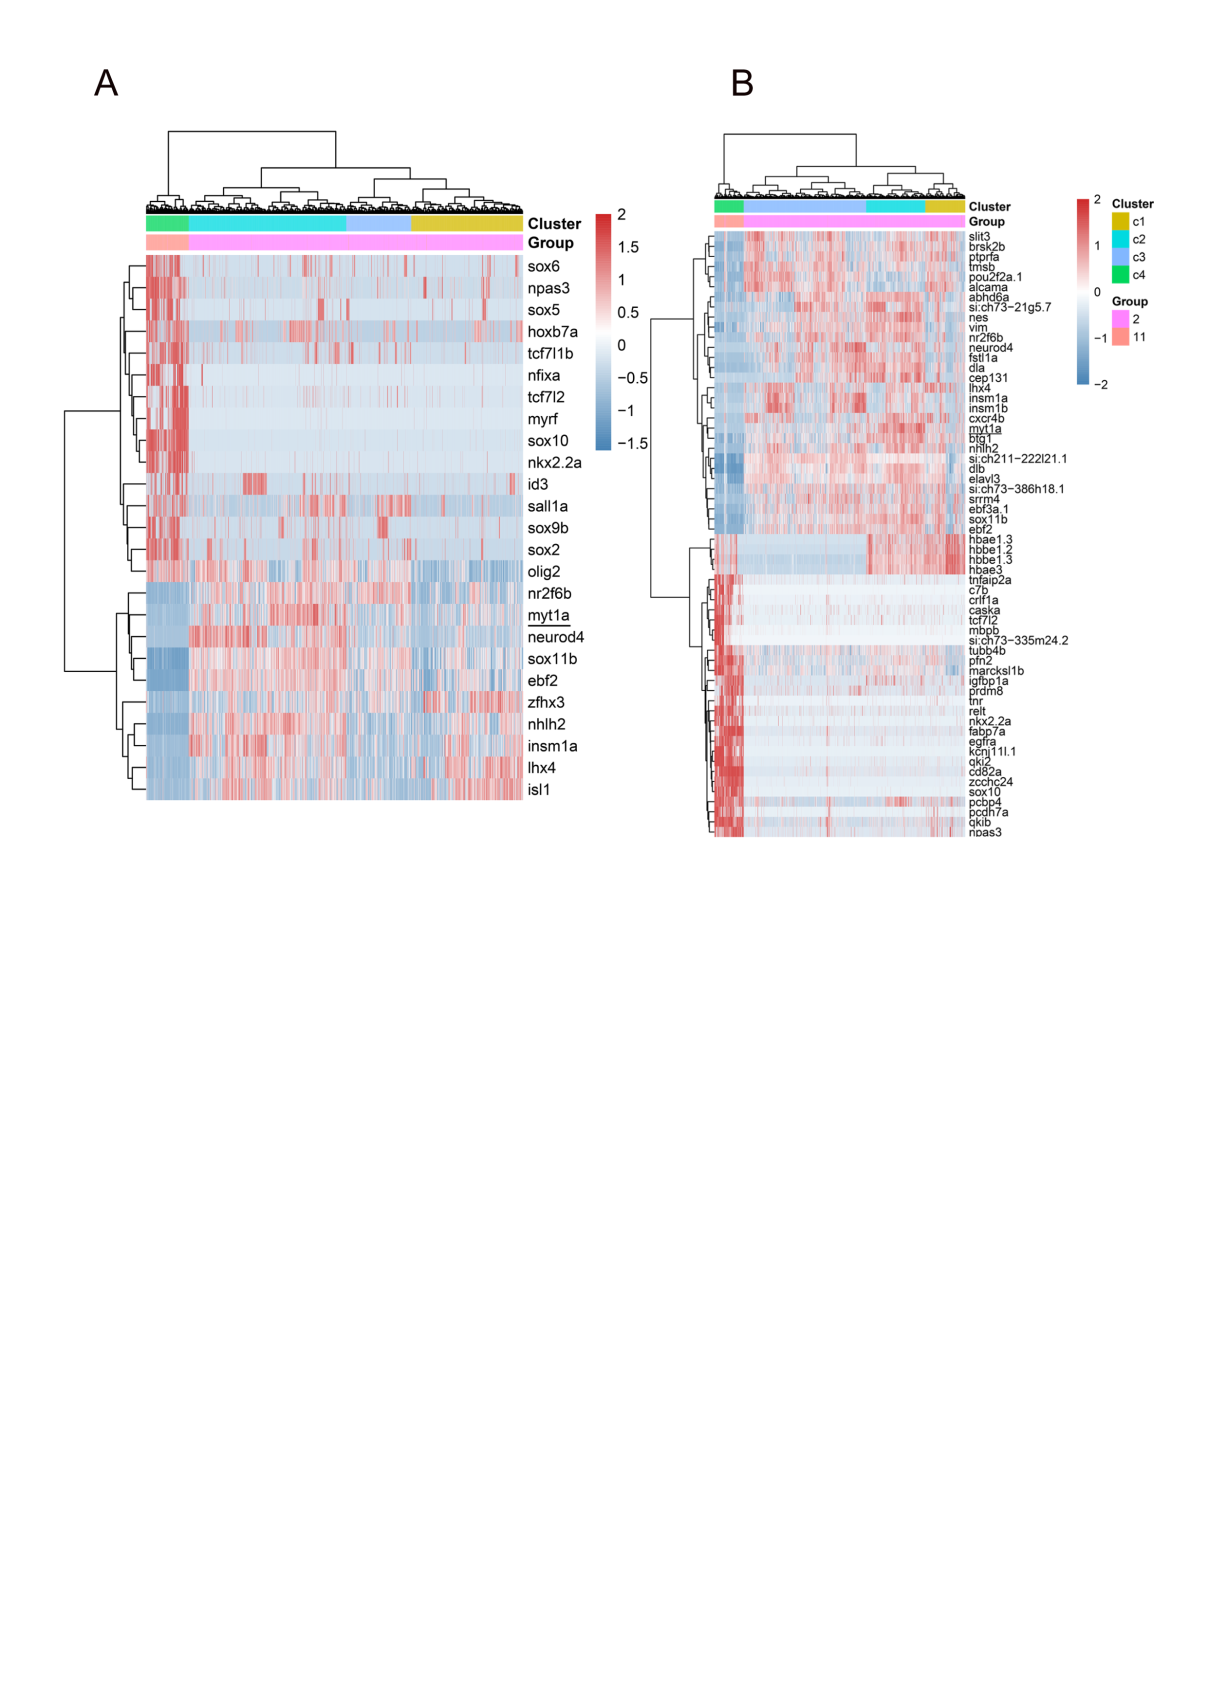

Supplemental Figure 5. Heatmaps of differentially expressed genes or transcription factors in the pri-MN and OPC. A) Differentially expressed transcription factors. B) Top 60 differentially expressed genes. Genes verified *myt1a* are highlighted. Group 2 and 11 are the same as in Figure 1B. 2, pri-MN; OPC/OL. C1-C4 refers to the subclusters of group 2 and 11 with different gene expression patterns.

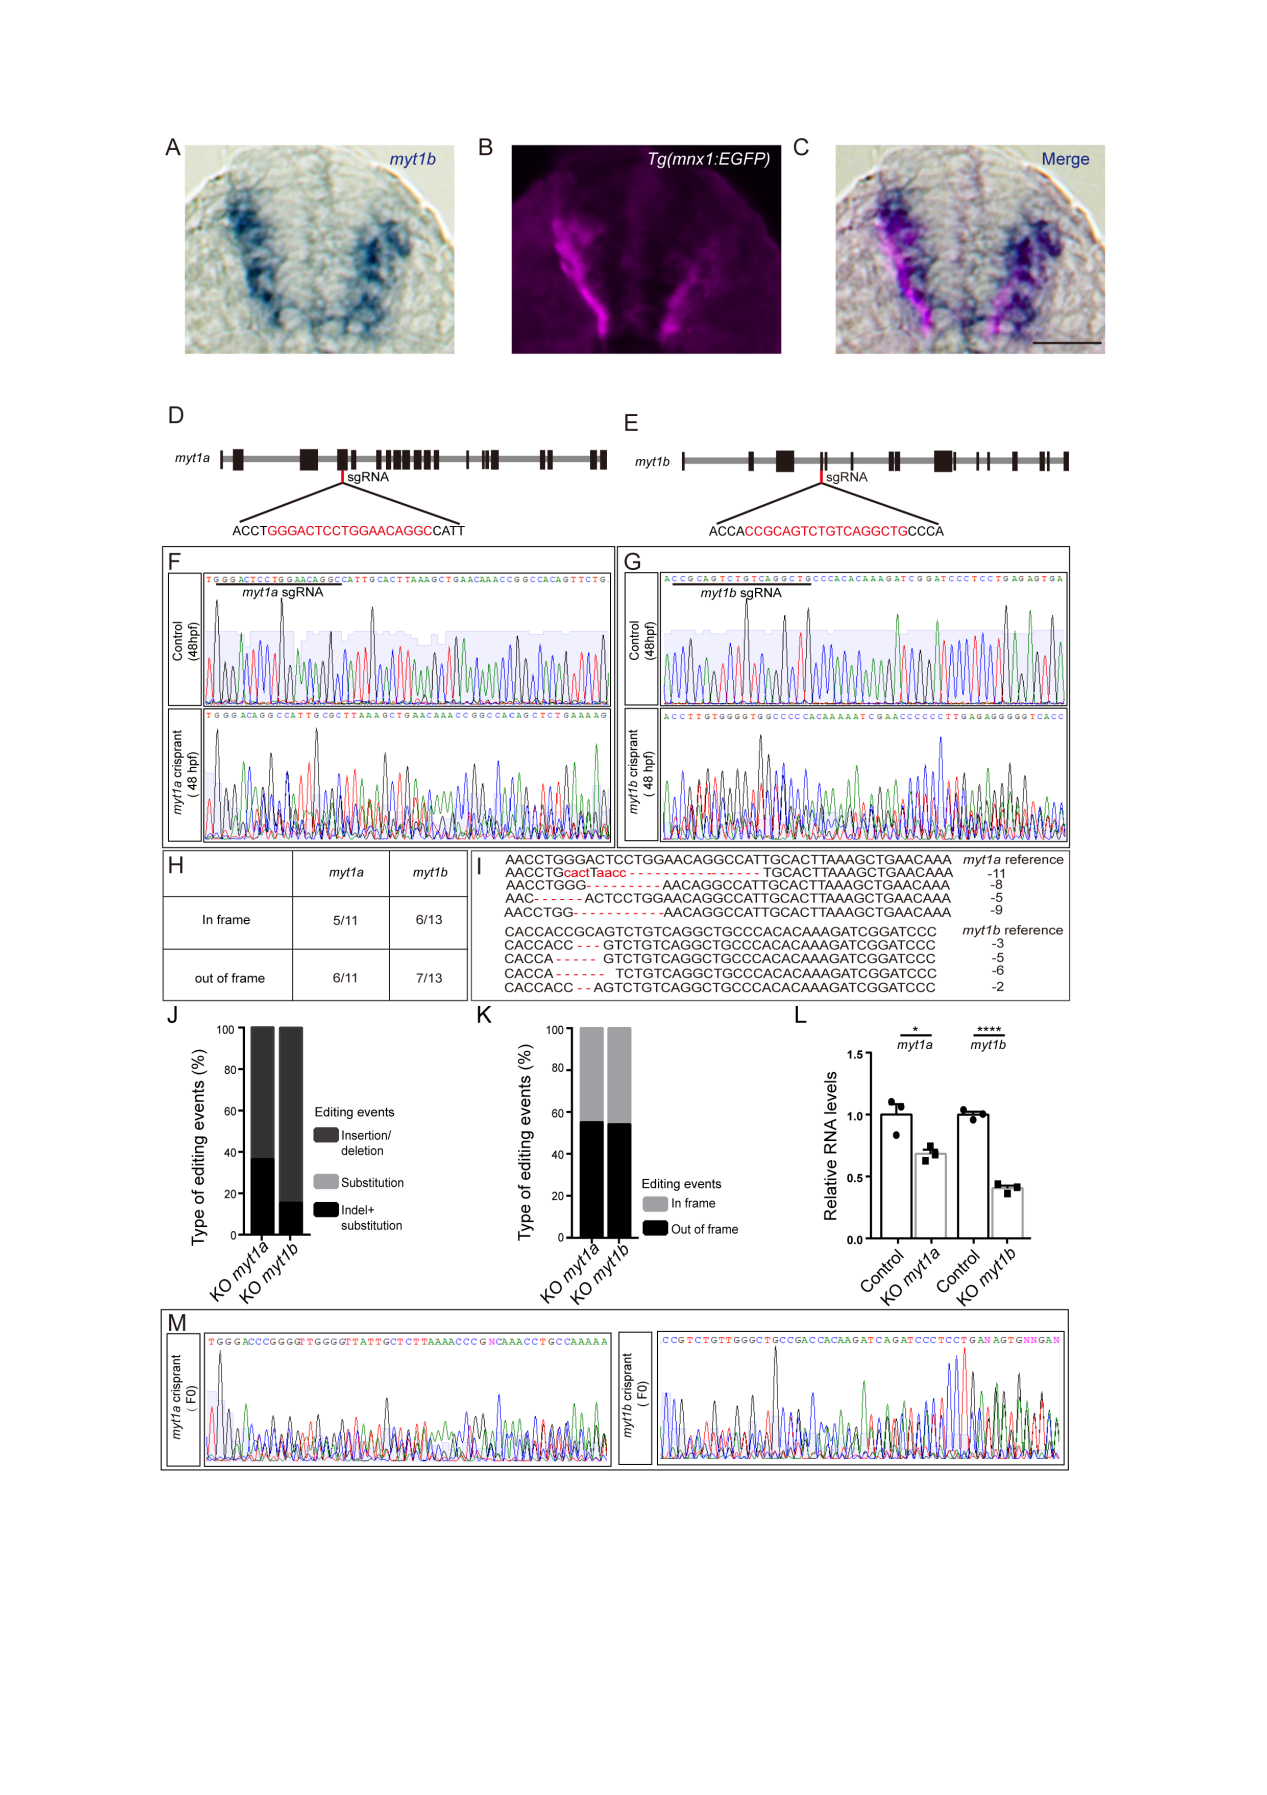

Supplemental Figure 6. *myt1* including *myt1a* and *myt1b* mutagenesis generated by CRISPR. A-C) Transverse sections of spinal cord showing *myt1b* RNA (blue) in *Tg(mnx1:EGFP)* (pink) embryos. Dorsal up. Scale bar, 25 μm. D-E) Schematic of *myt1a* and *myt1b* sgRNAs used for CRISPR. F-G) Representative Sanger sequencing results of *myt1a* or *myt1b* somatic mutagenesis at 48 hpf. H-I) Gene editing types from individual *myt1* or *myt1b* PCR amplicons. J-K) Types of *myt1a* or *myt1b* somatic mutagenesis generated by CRISPR. L) qPCR showing a reduction of *myt1a* and *myt1b* in their respective crispant. M) Representative Sanger sequencing results of *myt1* or *myt1b* somatic mutagenesis in adult F0.

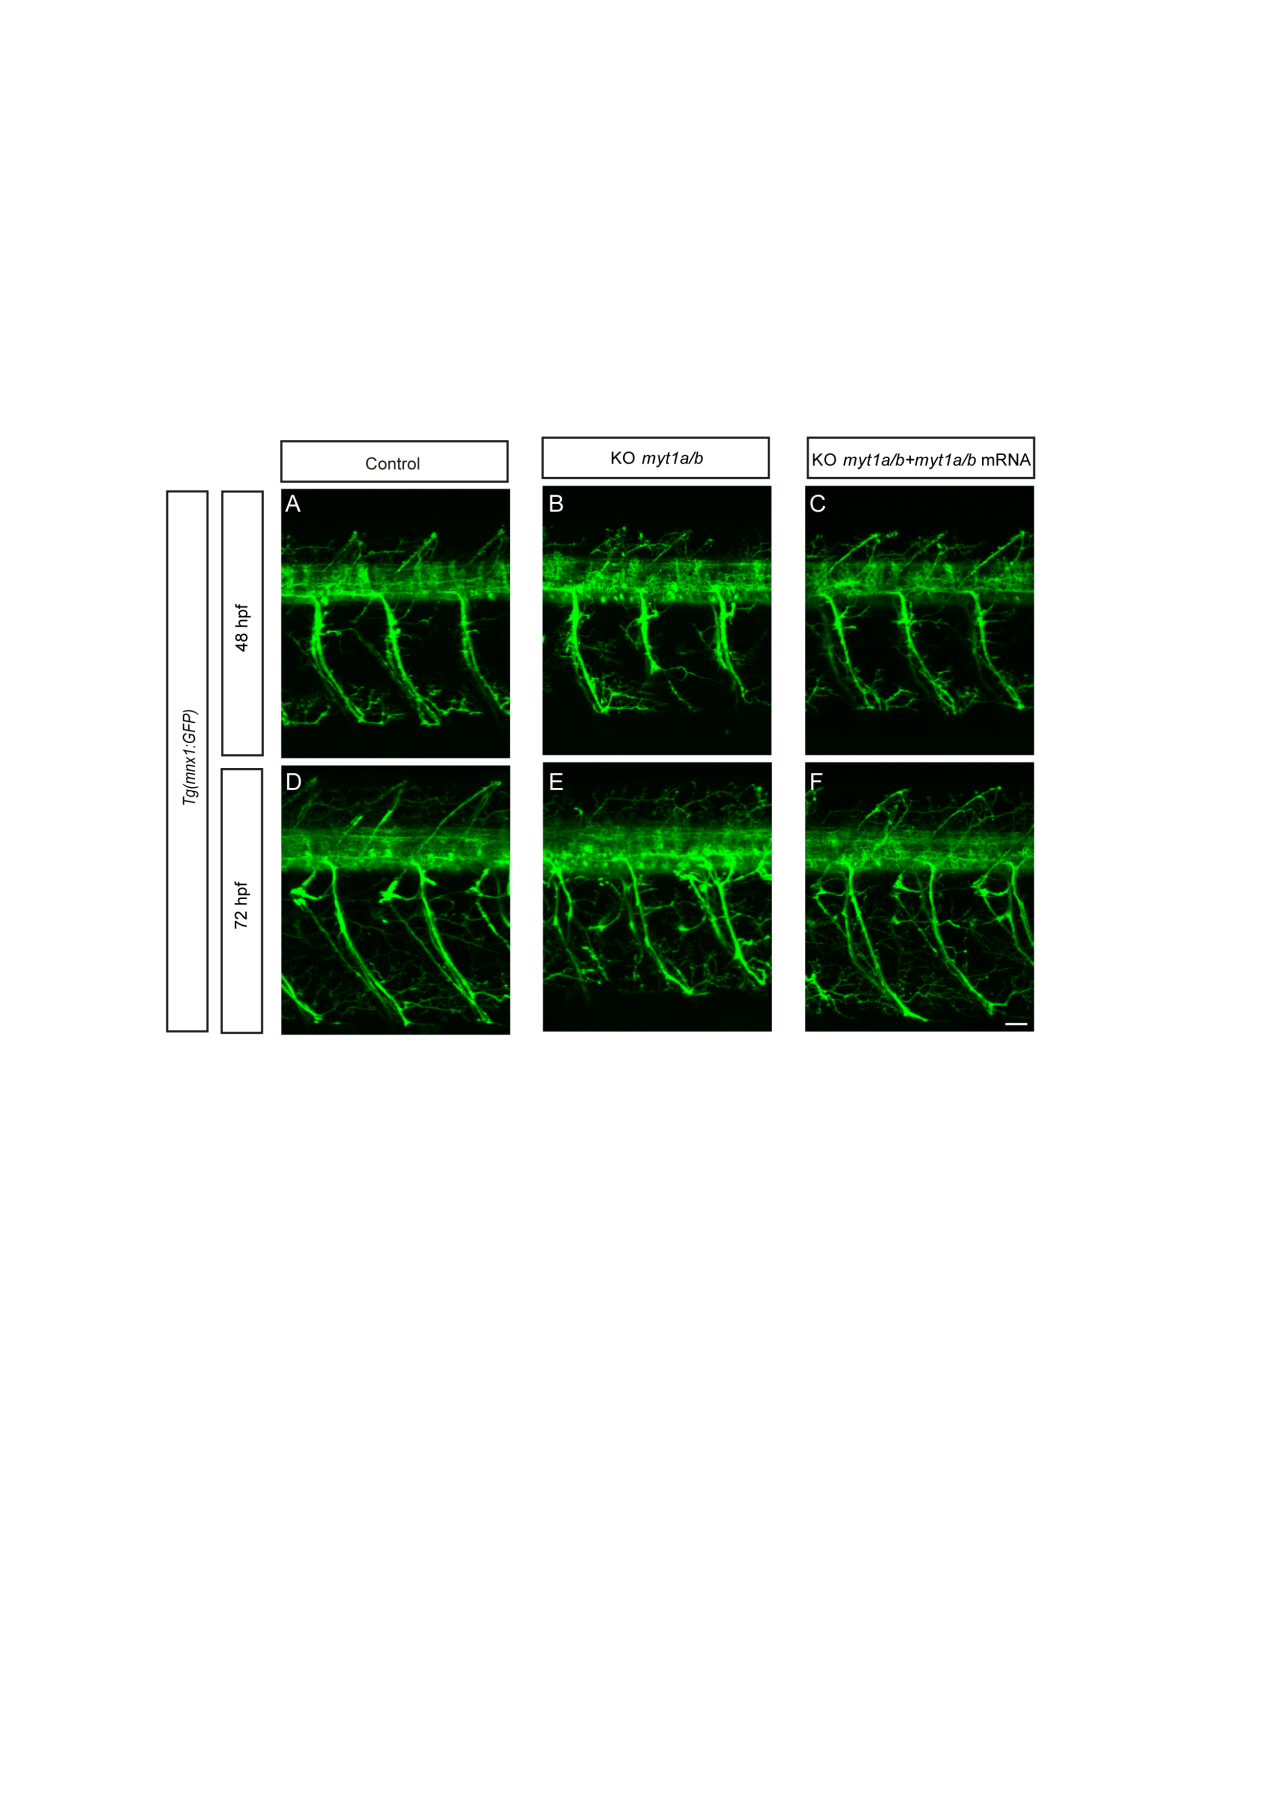

Supplemental Figure 7. Enlarged confocal images of primary motor neurons in control, KO *myt1a/b*, and mRNA rescue groups at 48 hpf (A-C) and 72 hpf (E-F) *Tg(mnx1:GFP)*. These enlarged images are from the Figure 6D-I. Scale bar = 50 μm.

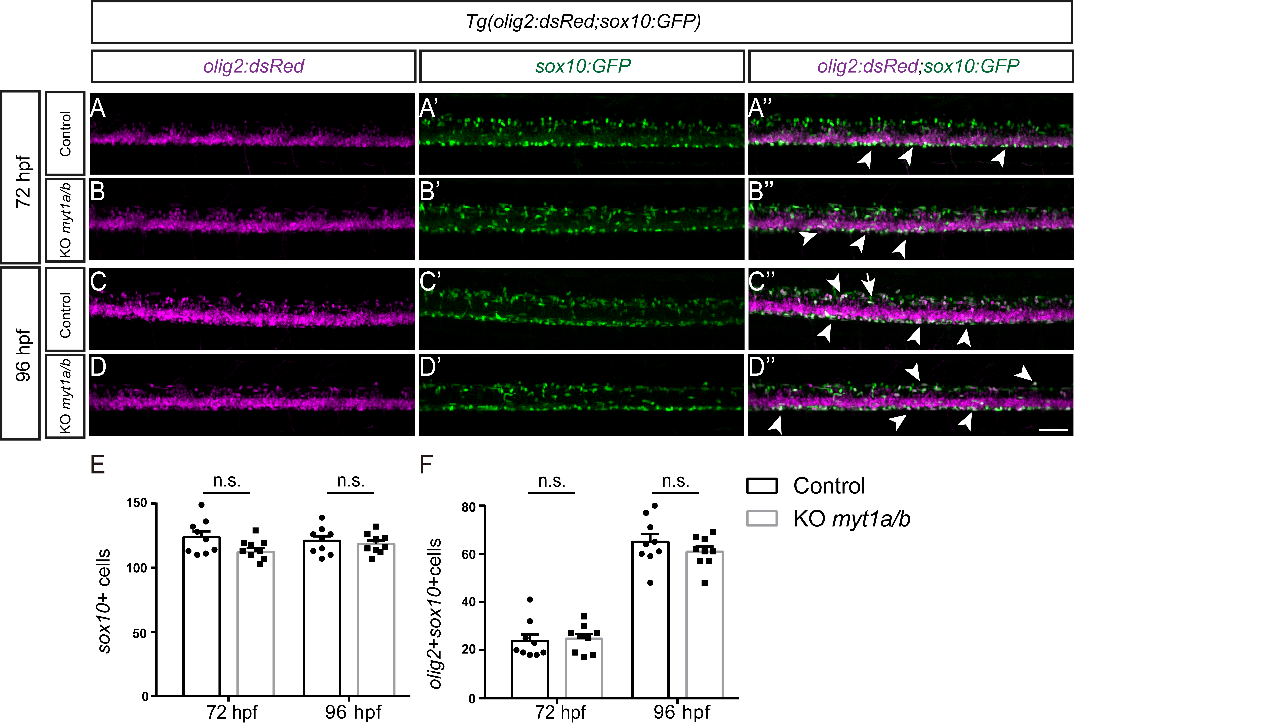

Supplemental Figure 8. *myt1* mutagenesis does not affect OPC specification.

A-D’’) The OPC lineage observed in *Tg(sox10:GFP;olig2:dsRed) at* 72 hpf *and* 96 hpf. Scale bar=25 μm. E) Quantification of *sox10*^+^ cells in controls and KO *myt1a/b* group (n=9 in each group, n.s., no significant). F) Quantification of *sox10*^+^*olig2*^+^ cells in controls and KO *myt1a/b* (n=9 in each group, n.s., no significant).

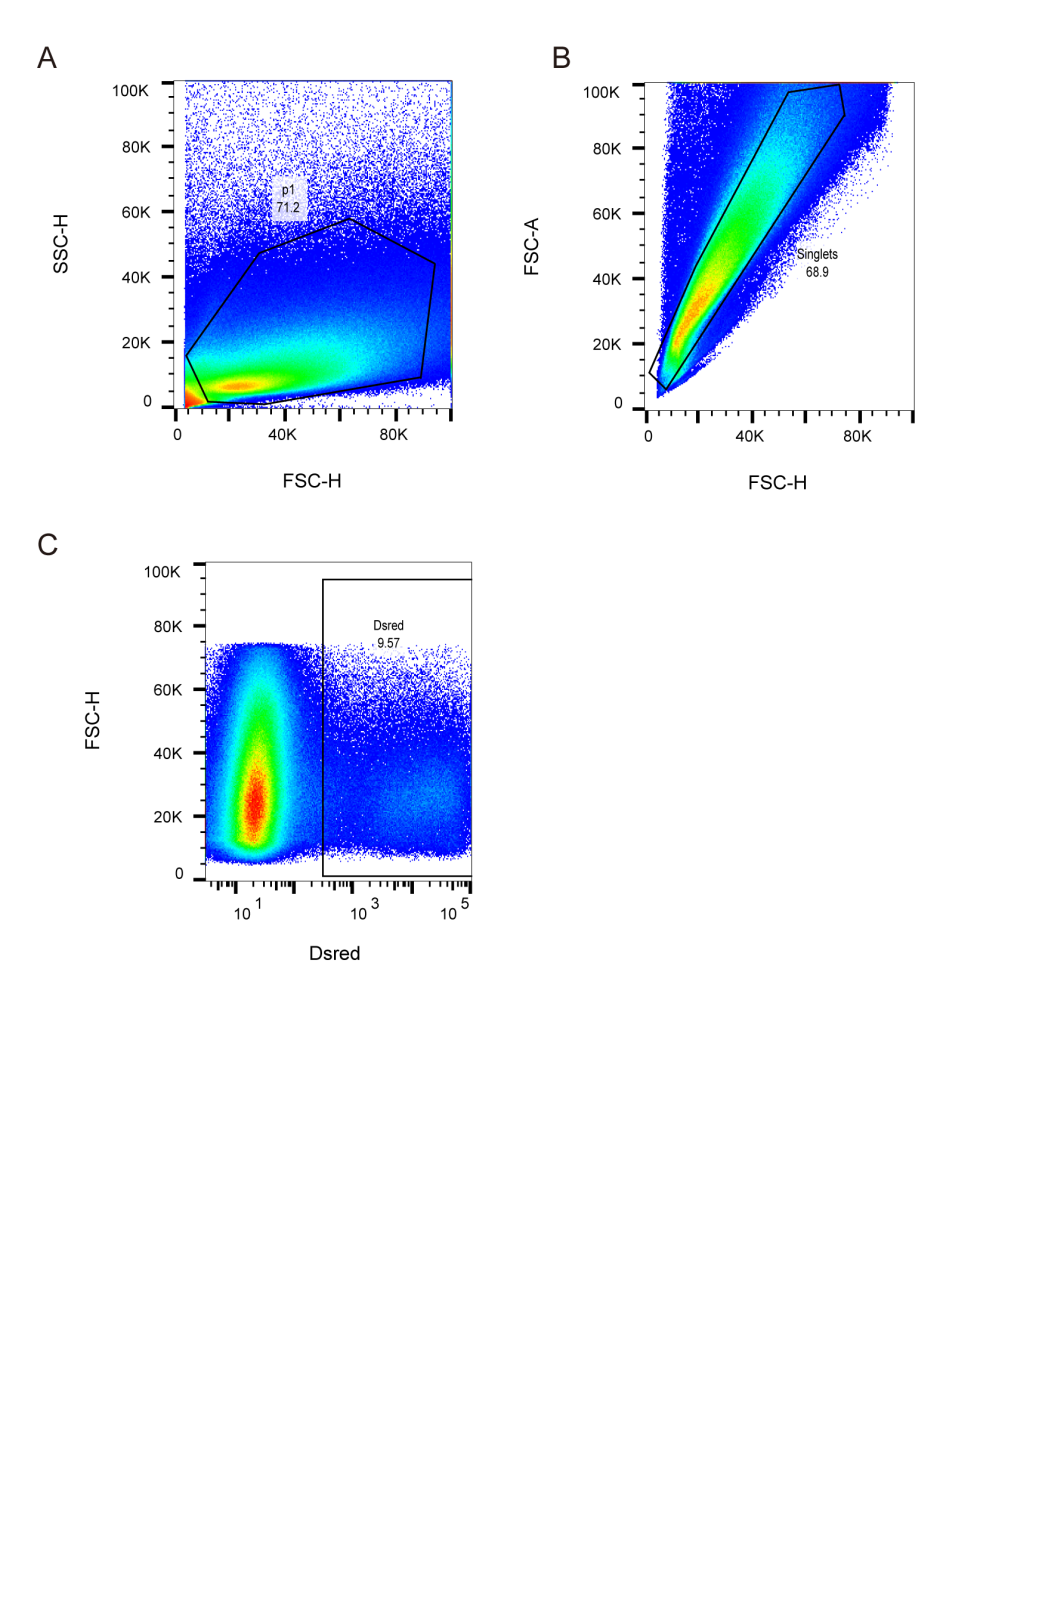

Supplemental Figure 9. FACS gating scatter plots with gating strategy for sorting.

**Supplemental Table 1**

| Zebrafish gene | Forward | Reverse |
| --- | --- | --- |
| *mnx1* | GCGCTCTCGTACTCATACCC | CATGCGCCTGTTCTGAAACC |
| *myt1a* | GAGACCCGAAAACCTCAGCA | ATTCCTCCCTTCTTGGCACG |
| *myt1b* | GGTCTTGTGACCGTGGCATA | GTTGGCGTGTCCCACTAGAA |
| *insm1a* | CGTTCCGGATTGGATGGGAT | AACCCTTGTCAGCAGGTTGT |
| *tac1* | GCGCGCATTGAAGAACTGT | TGATGAGGTCGGGGTTTCCT |

Supplemental Table1: Primers for *in situ* hybridization.

Supplemental Data 1: Significant enriched genes in each cell cluster.

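Each row of this table gives a gene found higher in a cluster than in the other cells, with the mean log fold change, the share of cells of the cluster and of all other cells in which the gene was found, and a p-value with its adjusted value. The p-values take each cell as an observation, so they describe differences between cells of these libraries and not between embryos. The markers of the rebuilt classes were taken from it in part, without the genes that the claims name.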

Supplemental Data 2: Enriched Go terms and associated genes in each cell cluster.

Supplemental Data 3: Metabolic pathways and associated genes in the pMN progenitors or precursors.

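The genes of this table come from the metabolic and morphological pathways in which the genes of each progenitor or precursor cluster were enriched. They were all found among the gene symbols of the counts and were used to sort cells into classes.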

Supplemental Data 4: Enriched genes in subpopulations of radial glia.

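The table lists, for each subcluster of the radial glia, the genes found higher in it than in the other radial glia, with the same columns as the table of cluster genes. The subclusters rebuilt here carry other numbers, because the cells of 28 hpf and 60 hpf were divided anew.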

Supplemental Data 5: The top 500 differentially expressed genes (DEGs) that biased the fates of pMN progenitors by Monocle analysis. Transcription factors are marked.

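Monocle orders cells along a tree and tests for each gene whether its course differs between the branches after the branch point. The table groups the genes by the shape of these courses, and the group of a gene is therefore a description of curves and not of levels at the ends of the branches, which were compared for the transcription factors here.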

How the deposited data were processed for this re-analysis (not part of the article)

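Single cell RNA-seq was measured on fluorescent cells sorted from dissociated trunks of *Tg(olig2:dsRed)* zebrafish embryos at 28 hpf and 60 hpf, with 1 library per stage. The third stage of the paper, 42 hpf, was not analysed here. Samples were grouped by the stage that their labels and the paper give. According to the file headers and the methods section, the authors made the counts with Cell Ranger from a 10× Genomics 3′ V3 library, and the values are raw UMI counts per gene and cell without normalization. The matrices hold the droplets called as cells. The genome build and gene annotation are not stated, and genes are given by their symbols and Ensembl identifiers. Of the 27771 identifiers, 550 symbols belonged to more than 1 identifier, and their counts were kept apart.

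Cells with at least 1000 genes and genes found in more than 2 cells were kept, 24824 genes in all. The cells of the libraries were clustered together without batch correction in scanpy 1.11.5 (anndata 0.12.19, Python 3.11.15). Counts were scaled to 10000 per cell, log transformed and, for the 4000 most variable genes, standardized and capped at 10. These genes gave 50 principal components, a graph of 15 neighbours and Louvain clusters by the multilevel method of igraph 0.11.9 at resolution 1, with seed 7. The genes of the claims, 101 of 102 found, and a G2M list, 23 of 26 found, were left out of the clustering. Other steps used numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and numba 0.67.0, and the plots matplotlib 3.10.9.

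A cluster was named after the marker list with the highest median log2 fold over the other cells, with a pseudocount of 0.1 UMIs per 10000. The median had to reach 1, with 3 markers found in at least 5% of cells. A cluster stayed unnamed where its 10 leading genes, each with at least 20 UMIs, held more markers of another class than of its own and at least 2 of them. This last minimum was chosen after the clusters were seen. Cycling clusters with pMN_1 markers were called pMN_2-like. A name ending in -like marks a rebuilt class, which need not hold the same cells as the cluster of the paper. The V2b_1-like class was taken for interneuron_7. Sub-clusters were made at the lowest resolution, in steps of 0.1, that gave the wanted number.

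The cells kept were 8390 at 28 hpf, with a median of 7376 UMIs, and 5517 at 60 hpf, with a median of 6809, and the intervals beside the values give the precision of this depth. A level is the sum of the UMIs of a gene over a group per 10000 UMIs, with the exact Poisson 95% interval, and a share of cells has the exact binomial interval. Ratios between groups are log2 ratios of levels with the exact interval conditional on the total. A class needed 20 cells in a library to be given a value. For shares of cells with a UMI, each cell was thinned to 2000 UMIs. With 1 library per stage no test was made, no p-value is given, and no interval covers the difference between embryos or libraries. The pMN_1-like and pMN_2-like classes were compared over all genes by a fixed rule of size, at least 2-fold with at least 20 UMIs in either class and a pseudocount of 1 UMI. This comparison had been planned for both libraries, and was made at 28 hpf alone since pMN_2-like cells at 60 hpf were too few. In contrasts over all genes, the 5 genes at each end with at least 200 UMIs over the groups are named.

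PAGA connectivities came from the same graph. Classes were also assigned from the genes of Supplemental Data 3 alone, with 15 neighbours, 5 parts held out and 100 random gene lists beside it. The list of dissociation genes was set against 10000 random lists, each gene drawn among the 100 nearest in level. Doublets were predicted from the Scrublet score, as the cells with the highest score in each library at 0.8% for each 1000 cells, 806 cells or 5.80%, and were removed in an alternative only.

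The alternatives were at least 500 genes per cell; at most 4000 genes and 20% mitochondrial UMIs; predicted doublets removed; Louvain resolution 2; each library clustered on its own; all variable genes in the clustering; a mean over cells in place of summed UMIs; sub-clusters at a resolution 0.3 higher; 1.5-fold; a minimum of 50 UMIs; thinning to 1000 UMIs; and totals without hemoglobin and mitochondrial genes. The methods were tested on simulated data. The rule of size was tested on counts with 200 genes changed 3-fold, of which it found 198. These genes had at least 50 expected UMIs and varied by counting error alone, so changes near 2-fold or near 20 UMIs were not covered. Thinning drew 687 of 687 genes within the counting error, and 10 of 10 simulated clusters were given the name of their class. These clusters were drawn from classes that the same markers had named, so this result checks the procedure and not the names.

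Pseudotime with Monocle, the SingleR comparison and the pathway enrichments of the paper were left out, because these tools were not used here, and the branches were read from the classes at their ends. Gene levels within MN_1-like cells were not compared between the stages, since 28 hpf held 1 such cell in the first clustering. Imaging, knockdown and other experiments of the paper have no counts in these libraries.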

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

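For *gfap*, the tests of predicted doublets, of depth and of a name that gathers different cells were chosen only after the result was seen, and so was the test of free RNA for the hemoglobin cells, while the test of the dissociation list was written before.

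Radial glia-like cells were set against pMN_1-like cells of the same library. For 6 genes named in the claims, each with at least 200 UMIs in every class and library, the log2 ratio had one sign at 28 hpf and the other at 60 hpf. It was -0.79 at 28 hpf and 0.70 at 60 hpf for *atf3*, 0.87 at 28 hpf and -0.25 at 60 hpf for *foxj1a*, -0.24 at 28 hpf and 1.38 at 60 hpf for *gfap*, -0.16 at 28 hpf and 0.50 at 60 hpf for *junba*, -0.26 at 28 hpf and 0.49 at 60 hpf for *junbb* and -0.35 at 28 hpf and 1.34 at 60 hpf for *mych*. The opposite signs drew attention to these genes, and the difference was not tested, since each stage had 1 library. For *foxj1a* and *mych*, no explanation was tested.

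For *gfap*, the values argue against predicted doublets and against depth, each as the whole cause. At 60 hpf, 0 of 120 radial glia-like and 0 of 524 pMN_1-like cells were predicted doublets, so none lay behind the ratio there. At 28 hpf, with the 8 of 632 and 9 of 1162 left out of the same classes, the ratio was -0.26 (-0.34 to -0.18). A new clustering without predicted doublets gave -0.48 and 0.21, but its classes held other cells, with 5.01% of the cells of 60 hpf called radial glia-like in place of 2.18%. After each cell was thinned to 2000 UMIs, which gives all cells the same weight, the ratio was -0.27 (-0.42 to -0.12) at 28 hpf and 1.64 (1.55 to 1.73) at 60 hpf, so the opposite signs stayed at equal depth. A name that gathers different cells stays open, and the leading genes of the clusters go with it. Cluster 10 held 631 of the 632 radial glia-like cells of 28 hpf, with 2 radial glia markers and 2 V3 markers among these genes. Cluster 25 held 112 of the 120 of 60 hpf, with 2 radial glia markers and 0 of any other class. Across 14961 genes, the profiles of radial glia-like cells of the stages had a Spearman rho of 0.512 with each other, but pMN_1-like cells of the stages had 0.526, so the value does not set the radial glia name apart. Within a library, radial glia-like and pMN_1-like cells had 0.859 at 28 hpf and 0.583 at 60 hpf. A change with stage and a difference between the libraries also stay open, and neither was tested.

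For *atf3*, *junba* and *junbb*, a response of the cells to the dissociation was weighed with a list of 14 genes that holds none of the 3. Over pMN_1-like cells, the median log2 ratio of the list in radial glia-like cells was -0.068 at 28 hpf, at percentile 12.2 of 10000 random lists of matched level. At 60 hpf it was 0.52, at percentile 98.9. The list was higher with these genes at 60 hpf and did not stand apart at 28 hpf, so a dissociation response and a change with stage cannot be told apart with 1 library for each stage.

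The libraries also hold cells that the paper does not report on, at shares above the limit that a count of 0 allows. Erythroid-like cells made up 8.63% of the cells at 28 hpf and 9.61% at 60 hpf. Mesenchyme-like cells made up 0.167% and 2.34%, and muscle-like cells 0.250% and 1.45%. At 60 hpf, 0.399% were immune-like. Hemoglobin genes took a median of 69.3% of the UMIs of the 1254 erythroid-like cells and 0.214% in the 12653 other cells, which argues against free RNA in the droplets as the source of these clusters. How such cells passed the sort was not tested, and no biological explanation was tested.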

How the results depend on the processing

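None of the tests in this part was chosen after the result was seen, and each alternative changed a single choice, except that the upper limits on genes and on mitochondrial UMIs were set together. A value is said to move when it left its counting interval or, for a count of genes, when it changed by more than 1.5 times. The ratios between the stages move at a change of 0.5. For none of the changes was the cause tested. No paired analysis was possible because each stage had 1 library and no samples are paired.

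With cells of at least 500 genes kept, 0% of cells at 28 hpf and 19.5% at 60 hpf were MN_1-like, and 5.27% at 60 hpf OPC/OL-like. pMN_1-like cells made up 20.8% and 13.5%, and pMN_2-like cells 12.8% and 1.33%. Nearly all pMN_1-like cells of 60 hpf were in 1 cluster of 930, whose leading genes held 0 pMN_1 markers and 1 pri-MN marker, so the name and the ratios over it at 60 hpf are weakly supported. In the first clustering, cluster 12, with 451 of the 524 pMN_1-like cells of 60 hpf, also held 0 pMN_1 markers among its leading genes. Its median log2 fold of the pMN_1 markers was 1.86, and that of the radial glia markers, the next list, 0.884. The medians were 6732 UMIs and 1894 genes at 28 hpf, and 5691 and 1754 at 60 hpf. The log2 ratio of *lbr* was 2.48, that of *myt1a* 0.48 in pri-MN-like and -3.78 in OPC/OL-like cells, and that of *myt1b* 1.63 in pri-MN-like cells. The class with the highest level stayed for 120 of 196 pairs of gene and stage, and 1553 genes were lower and 608 higher in pMN_1-like than in pMN_2-like cells. The ratio of pri-MN-like over pMN_1-like cells changed sign for *hes6*, to -0.40, and *neurod4*, to -0.56, and that of *olig2* in pMN_2-like over pMN_1-like cells went to 0.016. With these 3, there were 194 other values, of which 155 were counted as moved and 36 did not move. The 155 include the ratio of *sox2* in radial glia-like over pMN_1-like cells of 60 hpf, at 0.48 against -0.030 in the first clustering.

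With at most 4000 genes and 20% mitochondrial UMIs per cell, 8.21% of cells at 28 hpf were pMN_1-like, and the medians were 7068 UMIs and 1969 genes at 28 hpf, and 6247 and 1959 at 60 hpf. The ratio was 0.66 for *myt1a* and 1.76 for *myt1b* in pri-MN-like cells, and -2.92 for *myt1a* in OPC/OL-like cells. Of the pri-MN-like cells, 863 were in a cluster whose leading genes held 0 pri-MN markers and 1 MN_1 marker. No cluster was pMN_2-like, so the share of this class, the ratio of *lbr*, the contrast of the pMN classes and the order of the connectivities had no value. Of 165 other values, 103 moved and 62 did not.

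With predicted doublets removed, 0% at 28 hpf and 36.0% at 60 hpf were MN_1-like, and 18.9% and 8.40% pMN_1-like. The medians were 7075 UMIs and 1969 genes at 28 hpf, and 6624 UMIs at 60 hpf. The ratio of *lbr* was 2.37, that of *myt1a* 0.59 in pri-MN-like and -3.18 in OPC/OL-like cells, and that of *myt1b* 1.73 in pri-MN-like cells, and 1217 genes were lower in pMN_1-like than in pMN_2-like cells. The pri-OPC-like sub-cluster held 95.7% of its class at 60 hpf, the radial glia-like sub-cluster highest in *elavl3* 28.1% at 28 hpf and 20.5% at 60 hpf, and the V2b_1-like sub-cluster highest in *olig2* 1.72% at 60 hpf. Of the genes named between the stages in radial glia-like cells, 4 of 10 were named again. The ratio of radial glia-like over pMN_1-like cells at 28 hpf changed sign for *her4.1*, to 0.47, and *sox2*, to 0.11. With these 2, there were 210 other values, of which 144 moved without a change of sign and 64 did not move.

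At Louvain resolution 2, 0% and 28.2% were MN_1-like, 17.9% and 8.30% pMN_1-like, and 9.26% at 28 hpf pMN_2-like. The MN_1-like cells of 60 hpf include a cluster of 256, with a median of 15106 UMIs, whose leading genes held 0 MN_1 markers and 1 radial glia marker. The ratio was 2.02 for *lbr* and 0.91 for *myt1a* in pri-MN-like cells. Of 190 other values, 106 moved and 84 did not.

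With each library clustered on its own, 10.5% and 19.5% were MN_1-like, 16.2% and 7.05% pMN_1-like, and 8.53% and 0% pMN_2-like. The ratio of *lbr* was 1.89, that of *myt1a* 0.86 in pri-MN-like and -1.72 in OPC/OL-like cells, and that of *myt1b* 1.46 in pri-MN-like cells. The ratio of *sox2* in OPC/OL-like over pMN_1-like cells changed sign, to -0.076. With this 1, there were 179 other values, of which 111 moved without a change of sign and 67 did not move.

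With all variable genes in the clustering, 0% and 23.1% were MN_1-like, 0.0358% and 10.6% pMN_1-like, and 14.6% and 0.562% pMN_2-like. The ratio of *myt1a* in OPC/OL-like cells was -2.67. The pri-OPC-like sub-cluster held 53.7% of its class at 60 hpf, the radial glia-like sub-cluster 46.2% and 24.8%, and the OPC/OL-like sub-cluster highest in *mbpb* 28.4%. Only 3 pMN_1-like cells were left at 28 hpf, so the ratios and contrasts of this class at 28 hpf and the branches of the transcription factors had no value. The ratio of the pri-OPC-like sub-cluster over the other pMN_1-like cells of 60 hpf changed sign for *lin28a*, to 0.96, and *hmgn2*, to 0.60. With these 2, there were 158 other values, of which 95 were counted as moved and 61 did not move. The 95 include the ratio of *sox2* in radial glia-like over pMN_1-like cells of 60 hpf, at 0.17 against -0.030 in the first clustering.

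With the mean over cells in place of summed UMIs, the ratio of *lbr* was 1.94, that of *myt1a* 0.69 in pri-MN-like and -2.92 in OPC/OL-like cells, and that of *myt1b* 1.75 in pri-MN-like cells. Of 276 other values, 137 moved and 139 did not. At a sub-cluster resolution 0.3 higher, the pri-OPC-like sub-cluster held 77.5% of its class at 60 hpf, the OPC/OL-like one 28.8%, and the radial glia-like and V2b_1-like ones 25.2% and 38.9% at 28 hpf, and of the ratios of *lin28a* and *hmgn2* in the pri-OPC-like one that of *hmgn2* moved. At 1.5-fold, 1431 genes were lower and 1425 higher in pMN_1-like than in pMN_2-like cells, and with a minimum of 50 UMIs 165 were higher. After thinning to 1000 UMIs, all 6 shares of cells with a UMI moved. With hemoglobin and mitochondrial genes left out of the totals, the 20 ratios between the stages did not move.

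Over all settings, 858 of 1400 other values were counted as moved, 8 as changed in sign and 534 as neither. The ratio of *sox2* in radial glia-like over pMN_1-like cells of 60 hpf, not resolved from 0 in the first clustering, was counted as moved. It went from -0.030 to 0.48 with at least 500 genes and to 0.17 with all variable genes. Of the values that moved, 633 were levels and 143 ratios between classes. Most settings changed which cells form a class, so a level can move with the cells it is read from.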

Differences from the paper's values

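No tests were chosen for this part, and the alternatives named in it were set before the data were examined, while the levels by cluster and sub-cluster under them were read only after the values were seen.

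The paper gives 24,646 cells over 3 stages, and 13907 cells were kept here over 28 hpf and 60 hpf, since 42 hpf was not analysed here, so the numbers count different sets of cells. With cells of at least 500 genes, 16703 cells lay within 1.5 times the paper's number, while 12864 with at most 4000 genes and 13101 with predicted doublets removed did not. The paper's 12 Louvain clusters stand against 30 here. None of the alternatives closed this gap, with 26 clusters at 500 genes, 30 with at most 4000 genes, 26 with predicted doublets removed, 43 at resolution 2, 43 with each library clustered on its own and 27 with all variable genes.

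The paper states that radial glia are richer than pMN progenitors in *gfap* and *her4.1*. Whether the radial glia-like cells of 28 hpf are the paper's radial glia is not settled. The leading genes of their cluster held as many V3 markers as radial glia markers. Over pMN_1-like cells, the log2 ratio of *gfap* was -0.24 (-0.32 to -0.16) at 28 hpf, and below 0 in every setting that gave it there, while at 60 hpf it was above 0 in each. For *her4.1* it was -0.061 (-0.12 to -0.00252) at 28 hpf and -0.30 (-0.37 to -0.22) at 60 hpf. At 28 hpf, the ratio of *her4.1* was above 0 with predicted doublets removed, at 0.47, and over pMN_2-like cells, at 0.39 (0.33 to 0.44).

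The paper describes a subpopulation of pMN_1 close to OPCs that is enriched in *lin28a* and *hmgn2* and seen at 28 hpf and 60 hpf. At 60 hpf, the log2 ratio of the pri-OPC-like sub-cluster over the other pMN_1-like cells was -0.39 (-0.55 to -0.22) for *lin28a* and -0.12 (-0.19 to -0.051) for *hmgn2*, over 52 other cells alone, and -0.39 (-0.51 to -0.28) and -1.54 (-1.59 to -1.50) at a sub-cluster resolution 0.3 higher. With all variable genes in the clustering it was above 0, at 0.96 (0.85 to 1.08) and 0.60 (0.56 to 0.65). Since the sub-cluster was chosen by its connectivity to a class that held 60 hpf cells alone, its count at 28 hpf cannot be set against the paper.

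The paper places the highest G2M score in another subcluster of radial glia than the one rich in *elavl3*, which it takes for neurons like motor neurons. The sub-cluster highest in *elavl3* held the G2M list at 24.2 (23.3 to 25.1) UMIs per 10000, against 22.9 (22.3 to 23.6) and 17.5 (16.9 to 18.2) in the others of 28 hpf, and *mki67* at 1.63 (1.41 to 1.88), against 0.919 (0.795 to 1.06) and 0.567 (0.456 to 0.698). With all variable genes, the sub-cluster highest in *elavl3* was another one, with *mki67* at 0.457 (0.387 to 0.537) against 0.733 (0.647 to 0.827), and the G2M list at 18.5 (18.0 to 18.9) against 18.5 (18.06 to 19.0). It held *olig2* at 43.9 over both stages, and this setting left only 3 pMN_1-like cells at 28 hpf. At a sub-cluster resolution 0.3 higher, the list was highest in a sub-cluster poor in *elavl3*, at 24.9 (23.9 to 26.1) against 22.9 (22.2 to 23.6), and with predicted doublets removed it was highest in the one rich in *elavl3*, at 26.1 (25.5 to 26.8). The profile of sub-cluster 3 of the first clustering had a Spearman rho of -0.376 with MN_2-like cells of 28 hpf. It was -0.358 with the cells of clusters 3 and 9 of 60 hpf.

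The paper describes *lbr* as enriched in a proliferating subcluster of radial glia. The radial glia-like cells of 28 hpf may be other cells than the paper's radial glia, since V3 markers were among the leading genes of their cluster. Among radial glia-like cells of 28 hpf, *lbr* was at 0.708 (0.60 to 0.831), 0.555 (0.445 to 0.684) and 0.640 (0.503 to 0.802) UMIs per 10000 in sub-clusters 0, 1 and 3, with overlapping intervals. At Louvain resolution 2, a radial glia-like cluster with cycling markers held 2.04 (1.90 to 2.19), above 0.587 (0.517 to 0.663) in the other one of 28 hpf. At a sub-cluster resolution 0.3 higher, the sub-cluster highest in the G2M list held 0.944 (0.742 to 1.18), against 0.539 (0.418 to 0.684), 0.702 (0.587 to 0.833) and 0.411 (0.293 to 0.559) in the others. With predicted doublets removed, the one highest in this list held 0.844 (0.728 to 0.974), against 0.638 (0.569 to 0.712). With all variable genes in the clustering, the intervals overlapped.

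The paper calls the cells of interneuron_7 with *nes* and *olig2* rare and poor in cycling markers, unlike radial glia. Sub-cluster 0 of the V2b_1-like cells, which held these genes, made up 53.3% of the class at 28 hpf and 12.5% at 60 hpf. Of its cells, 27.8% at 28 hpf and 76.5% at 60 hpf were predicted doublets. A second cell in the droplet may therefore account for part of its share and of its cycling markers. Sub-cluster 0 may also not be the cells that the paper describes. At 28 hpf it held *mki67* at 1.47 (1.40 to 1.54) and *nusap1* at 0.825 (0.774 to 0.878) UMIs per 10000, above 0.976 (0.890 to 1.07) and 0.547 (0.484 to 0.617) in radial glia-like cells, while *pcna* was lower, at 1.16 (1.1 to 1.22) against 1.94 (1.82 to 2.07). In a new clustering without predicted doublets, the sub-cluster highest in *olig2* made up 55.0% of the class at 28 hpf and 1.72% at 60 hpf. It held *mki67* at 1.40 over both stages, but droplets with more than 1 cell can remain after this removal.

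The paper describes a group of transcription factors that fall along the MN branch alone. Of the 4 factors of group 1 and 18 of group 2 of Supplemental Data 5, all were lower at the MN end and at the OPC end. The group numbers of this table differ from those of the text. Fig. 5E shows *zfp36l1b* alone in the group, and its log2 ratio over pMN_1-like cells was -1.87 (-2.03 to -1.70) at the MN end and -1.33 (-1.46 to -1.21) at the OPC end.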

Other observations

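The tests of V2b_1-like sub-cluster 0, of cluster 14, of radial glia-like sub-cluster 3 and of the dissociation list in pri-MN-like cells were chosen only after the result was seen, and the test of a difference between the libraries was written before.

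Sub-cluster 0 of the V2b_1-like cells at 28 hpf held markers of progenitors and of cycling cells beside its own, with the greatest depth of the groups compared for it and many predicted doublets. Random pairs at the rate used for predicted doublets are argued against, since 0.8% for each 1000 cells gives 152 pairs with a V2b_1-like member, and the sub-cluster held 722 cells. Free RNA in the droplets is argued against too, because V2b_1-like cells of sub-cluster 1 in the same library held pMN_1 markers at a median of 0.0832 of their level in other cells. Markers of MN_2, V3 and radial glia cells were higher in sub-cluster 0 than in sub-cluster 1, as were those of progenitors. Relative to the other 28 hpf cells, the median in sub-cluster 0 was 0.567 for MN_2 markers, 0.633 for V3, 0.749 for radial glia, 0.744 for pMN_1, 0.723 for pri-MN and 0.661 for cycling markers. In sub-cluster 1 it was 0.315 for MN_2, 0.255 for V3 and 0.101 for radial glia markers. In sub-cluster 0, 11 genes that mark the V2b_1-like cells, some listed only after the clusters were seen, lay between 0.272 and 0.420 of their level in sub-cluster 1. These values are consistent with droplets that hold more than 1 cell at a rate above the one used. Of its cells, 201 were predicted doublets. With all predicted doublets removed and the cells clustered again, the V2b_1-like sub-cluster highest in *olig2* held 675 cells of 28 hpf, which need not be the same cells. A progenitor state of part of these cells stays open and was not tested.

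Cluster 14, which no marker list named, held MN_2 and pMN_1 markers together. After thinning, 41.2% (36.2 to 46.4) of its cells carried both lists, with at least 5 UMIs of each. The share was 7.80% in MN_2-like, 6.08% in pri-MN-like and 0.347% in pMN_1-like cells of 28 hpf. Its 377 cells of 28 hpf had a median of 14897 UMIs, and 191 of them (50.7%) were predicted doublets. Droplets that hold more than 1 cell are a candidate explanation. Cells on the way between these classes stay open, and no biological explanation was tested.

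Sub-cluster 3 of the radial glia-like cells carried *elavl3* and more UMIs per cell than sub-cluster 0. A random second cell in the droplet is argued against. MN_2 markers stood at a median of 0.0758 of their level in other 28 hpf cells, while pri-MN markers stood at 0.979, against 0.0925 and 0.272 in sub-cluster 0. A second cell of pri-MN type, and a state between radial glia and neurons, stay open and were not tested.

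The factors *junba*, *atf3*, *junbb* and *fosab* were lower in pri-MN-like than in pMN_1-like cells at 28 hpf. A list of 14 dissociation genes without these 4 had a median log2 ratio of -0.97, all of its genes were below 0, and 8 of 10000 random lists of matched level had a median as low. A response to the dissociation that differs between classes may therefore explain part of the fall of these factors. A change of the factors with cell fate stays open and was not tested.

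Most pMN_1-like cells of the stages sat in separate clusters. In cluster 22, which held cells of both, 4.59% of the neighbours of 28 hpf cells and 24.1% of those of 60 hpf cells came from the other library. In clusters 0 and 12 the shares were 0.0985% and 4.25%. A difference between the libraries and a change with stage cannot be told apart, because each stage was 1 library.

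The paper does not compare the stages within a class. In pMN_1-like cells, over 5204 genes with at least 200 UMIs, the median log2 ratio of 60 hpf to 28 hpf was 0.25, and for the markers of the class 0.30. Against this median, *lin28a* stood at -1.81 (-1.87 to -1.76), *hmga2* at 0.17 (0.049 to 0.30), *mki67* at 0.79 (0.64 to 0.93) and *pcna* at -0.63 (-0.78 to -0.49). The highest ratios were those of *CR848047.1*, with 9.63 (8.27 to 11.50), *BX465834.1*, with 7.30 (6.97 to 7.64), *CU467822.2*, with 6.74 (6.46 to 7.04), *CU929451.2*, with 6.50 (5.74 to 7.38) and *CU457819.3*, with 5.88 (5.14 to 6.73), and the lowest those of *CR848791.3*, with -6.60 (-11.92 to -4.11), *il34*, with -5.26 (-7.55 to -3.70), *apela*, with -4.85 (-5.63 to -4.16), *txnipb*, with -4.85 (-6.74 to -3.47) and *CU856539.2*, with -4.37 (-5.21 to -3.64). In radial glia-like cells, over 3285 genes, the median was 0.10 and that of the class markers 0.90. There *lin28a* stood at -1.56 (-1.66 to -1.47), *hmga2* at 1.14 (0.97 to 1.3), *mki67* at -4.27 (-5.90 to -3.04) and *pcna* at -4.00 (-4.96 to -3.19). The highest were *zgc:153704*, with 9.74 (8.18 to 12.02), *slc4a4a*, with 9.36 (8.37 to 10.57), *slc3a2a*, with 9.74 (7.87 to 12.79), *slc7a10a*, with 8.92 (7.36 to 11.20) and *slc1a2b*, with 8.52 (7.93 to 9.18), and the lowest *rrm2*, with -7.40 (-12.71 to -4.92), *prtgb*, with -6.96 (-12.26 to -4.47), *nusap1*, with -5.76 (-11.07 to -3.27) and *pclaf*, with -5.06 (-8.12 to -3.20), beside *tpbga*, with 0 UMIs at 60 hpf and 259 at 28 hpf.

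Without predicted doublets, 8 of the 10 genes of pMN_1-like cells and 4 of those of radial glia-like cells were again at the ends of the list, and with hemoglobin and mitochondrial genes left out of the totals all were. Stage, library and the cells gathered under a name cannot be told apart in these ratios, because each stage was 1 library, and no explanation of them was tested.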
